# A novel *Drosophila* injury model reveals severed axons are cleared through a Draper/MMP-1 signaling cascade

**DOI:** 10.7554/eLife.23611

**Published:** 2017-08-21

**Authors:** Maria D Purice, Arpita Ray, Eva Jolanda Münzel, Bernard J Pope, Daniel J Park, Sean D Speese, Mary A Logan

**Keywords:** glial immunity, Wallerian degeneration, extracellular matrix, Draper, matrix metalloproteinase, *D. melanogaster*

## Abstract

Neural injury triggers swift responses from glia, including glial migration and phagocytic clearance of damaged neurons. The transcriptional programs governing these complex innate glial immune responses are still unclear. Here, we describe a novel injury assay in adult *Drosophila* that elicits widespread glial responses in the ventral nerve cord (VNC). We profiled injury-induced changes in VNC gene expression by RNA sequencing (RNA-seq) and found that responsive genes fall into diverse signaling classes. One factor, matrix metalloproteinase-1 (MMP-1), is induced in *Drosophila* ensheathing glia responding to severed axons. Interestingly, glial induction of MMP-1 requires the highly conserved engulfment receptor Draper, as well as AP-1 and STAT92E. In MMP-1 depleted flies, glia do not properly infiltrate neuropil regions after axotomy and, as a consequence, fail to clear degenerating axonal debris. This work identifies Draper-dependent activation of MMP-1 as a novel cascade required for proper glial clearance of severed axons.

**DOI:** http://dx.doi.org/10.7554/eLife.23611.001

## Introduction

Glial cells exhibit swift and dramatic responses to any form of neural trauma. These reactions provide neuroprotection and minimize further damage to the central nervous system (CNS. Changes in glial gene expression is one highly conserved feature of glia responding to a range of insults in the CNS (Allen and Barres, 2009; Chung et al., 2013; Doherty et al., 2009; Logan and Freeman, 2007; Logan et al., 2012; Ziegenfuss et al., 2008). Specifically, the janus kinase/signal transducer and activator of transcription (JAK/STAT) cascade is one central player in initiating reactive astrocytic and microglial responses to neural damage (Ben Haim et al., 2015; Herrmann et al., 2008; Kim et al., 2002; Park et al., 2016). Glial activation of the c-Jun N-terminal kinase (JNK) pathway and the downstream transcriptional heterodimer AP-1, which consists of c-Fos and c-Jun, has also been reported in various injury and disease models (Anderson et al., 1994; Pennypacker et al., 1994; Yu et al., 1995). However, it remains unclear what pathways are required to initiate these transcriptional programs and how they drive complex glial responses to neural injury.

Reactive glia often display prominent changes in cell shape, size, or motility in response to neuronal damage. Glial cells can migrate substantial distances to reach trauma sites (Roth et al., 2014). In other instances, glial somas remain in fixed locations while the cells extend elongated processes to rapidly enter regions that house damaged neurons (Davalos et al., 2005; Dissing-Olesen et al., 2014). These striking morphogenic responses ensure that glial cells gain access to sites of damage to release protective (and sometimes detrimental) factors and clear apopototic cells and degenerating projections through phagocytic engulfment (Hines et al., 2009; Polazzi and Monti, 2010), but we still have an incomplete understanding of how these dynamic responses are elicited and carried out in reactive glia.

Glial responses to injury and disease share common features across species. In *Drosophila*, acute axotomy triggers reactions from local glia that are strikingly similar to those observed in mammals. For example, severing adult *Drosophila* olfactory nerves that project into the antennal lobes of the central brain initiates a classic Wallerian degeneration (WD) program in olfactory receptor neuron (ORN) axons (Hoopfer et al., 2006; MacDonald et al., 2006). Over the course of several days, local glia extend membrane projections into the antennal lobe neuropil to phagocytose degenerating axonal and synaptic debris (Logan and Freeman, 2007; Logan et al., 2012; MacDonald et al., 2006; Ziegenfuss et al., 2012). Common molecular pathways are also activated in fly and mammalian glia responding to injury (Awasaki et al., 2006; Doherty et al., 2014; Lu et al., 2014; Macdonald et al., 2013; Ziegenfuss et al., 2008). As in mammals, the transcription factors AP-1 and STAT92E are acutely induced in *Drosophila* ensheathing glia in response to axotomy (Doherty et al., 2014; Macdonald et al., 2013). In addition, common molecules are required for glial clearance of engulfment targets across species, including the conserved Draper/MEGF10 receptor, downstream Syk tyrosine kinases, and Rac1-mediated cytoskeletal remodeling (Awasaki et al., 2006; Doherty et al., 2009; Logan and Freeman, 2007; Logan et al., 2012; MacDonald et al., 2006; Scheib et al., 2012). Thus, the fly represents a powerful genetic model system to explore new molecular cascades and probe the basic mechanisms driving innate glial immune reactions.

In adult flies, axotomy triggers activation of the Draper receptor on local ensheathing glia, which, in turn, stimulates a positive auto-regulatory transcriptional loop. Specifically, STAT92E becomes activated and targets the *draper* locus to upregulate *draper-I* transcript levels (Doherty et al., 2014). This response ensures that adequate levels of Draper are present at the cell surface of phagocytic reactive glia. Aside from STAT92E targeting of *draper*, virtually nothing is known about the transcriptional programs invoked in adult *Drosophila* glia responding to neural injury. Here, we describe a new non-lethal nerve injury model which elicits widespread glial responses to neurodegeneration in the ventral nerve cord (VNC). Using this assay, we carried out an RNA-sequencing (RNA-Seq) analysis of VNC tissue to identify axotomy-induced changes in gene expression. We also performed a detailed in vivo functional analysis of the secreted protease matrix metalloproteinase-1 (MMP-1), a novel gene we found to be acutely upregulated in ensheathing glia responding to nerve injury. Interestingly, we show that MMP-1 induction in ensheathing glia requires Draper/STAT92E/AP-1 signaling. MMP-1 is required for proper glial recruitment to severed axons and, subsequently, timely clearance of degenerating axonal debris. Together, this work demonstrates an essential role for MMP-1 in glial recruitment and phagocytic responses post-axotomy and reveals a novel connection between Draper/STAT92E/AP-1 and requisite MMP-1 expression during glial responses to nerve injury.

## Results

### Draper is robustly upregulated in VNC ensheathing glia after axotomy

In the adult *Drosophila* olfactory system, local ensheathing glial cells upregulate the pro-engulfment isoform *draper-I* in an AP-1/STAT92E-dependent manner in response to axotomy, suggesting that neurodegeneration triggers transcriptional programs in fly glia. However, the glial cells that surround antennal lobe neuropil (Figure 1a,b antennal lobe, orange circles) represent a small percentage of total brain glia, which presents substantive challenges in assessing changes in antennal glial gene expression post-injury. We sought to develop an in vivo injury model that would elicit a broader glial response in order to identify differentially expressed genes using a large-scale transcriptional profiling screen. Recent studies revealed that peripheral sensory neurons in the wing undergo a classic Wallerian degeneration program and are cleared by glia in a Draper-dependent manner after axotomy (Fang et al., 2012; Fullard and Baker, 2015), suggesting that glial cells throughout the adult fly nervous system use common pathways to sense and respond to degenerating axons. Thus, we turned to the ventral nerve cord (VNC) of the fly with the goal of establishing a more robust in vivo nerve injury assay to query changes in glial gene expression. In adult flies, axons extending to and from the front, middle, and rear sets of legs project through the prothoracic (PN), mesothoracic (MN), and metathoracic (MtN) neuropil regions of the VNC, respectively. Sensory axons from the wing project through the VNC accessory mesothoracic (AMN) neuropil (Figure 1a,b). First, we asked if Draper was upregulated in various axotomy paradigms in the VNC by surgically removing select peripheral tissues and then performing Draper immunostaining on dissected VNCs one day after injury. In uninjured animals, Draper was detectable around neuropil and throughout the cortex of the VNC (Figure 1c, uninjured panels). In various injury paradigms, Draper was consistently upregulated selectively on severed nerves 24 hr after injury. For example, removal of a single wing or bilateral ablation of the front legs, resulted in strong Draper immunofluorescence in the neuropil that contained degenerating projections corresponding to each injured structure(s) (Figure 1c). Similarly, decapitation elicited robust Draper upregulation throughout the VNC (Figure 1c).

**Figure 1.**
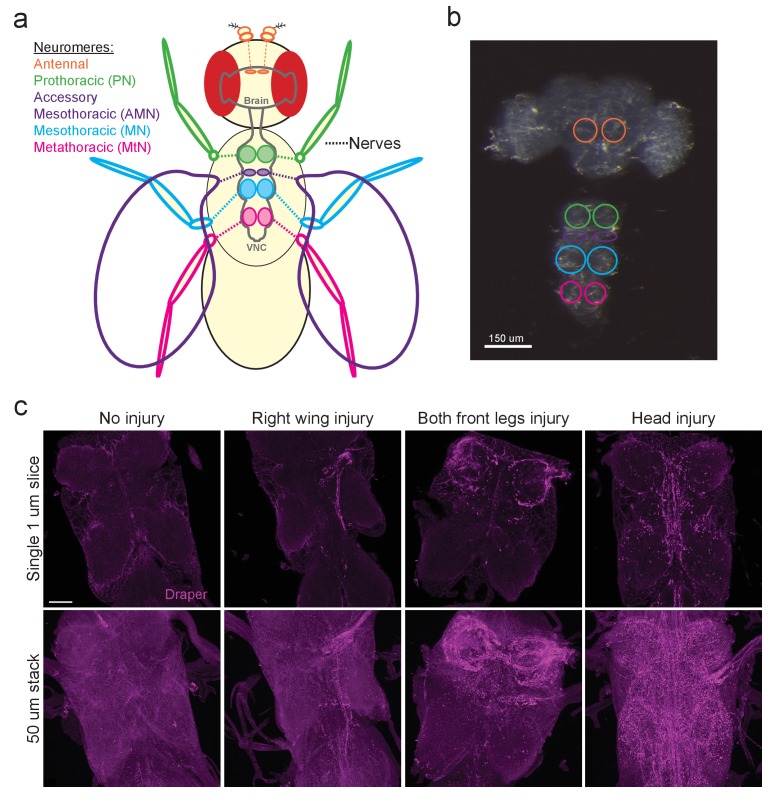
The *Drosophila* VNC serves as a new model to study glial responses to acute axotomy. (**a**) Schematic representation of *Drosophila* brain and VNC showing major neuromere regions as uniquely colored circled regions in the CNS. Color of appendages (antennae, legs, wings) correspond to the neuromere through which the nerves from each structure project. (**b**) DIC image of adult brain and VNC with the corresponding neuropil regions from (**a**) highlighted with color-coded circles. (**c**) Representative Draper immunostainings of uninjured VNC and one day after right wing severing, both front legs severed and head removal. Top images show single one-micron slice, while bottom images display 50 μm maximum intensity projection. Unless otherwise noted, scale bar = 30 μm. Genotypes: Figure 1c: *w^1118^*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.002

The adult *Drosophila* brain contains discrete glial subtypes that vary in location, gene expression, and function (Awasaki et al., 2008; Edwards et al., 2012; Freeman, 2015; Hartenstein, 2011; Omoto et al., 2015). Cortex glia enwrap neuronal cell bodies throughout the cortex, while neuropil regions contain two unique types of glia: ensheathing glia and astrocytes (Doherty et al., 2009). In the adult olfactory system, ensheathing glia, but not astrocytes, respond to degenerating ORN axons by upregulating *draper*, invading the neuropil, and clearing axonal debris (Doherty et al., 2009; Logan and Freeman, 2007; Logan et al., 2012; MacDonald et al., 2006). We used several well-characterized glial subtype drivers to express membrane-tethered GFP (*UAS-mCD8::GFP*) and found that the patterns of glial labeling in the adult VNC recapitulated the patterns of the central brain. The pan-glial driver *repo-Gal4* appeared to label most, if not all, VNC glia (Figure 2a). The astrocyte driver *alrm-Gal4* also specifically labeled glia immediately surrounding the neuropil and they displayed a classic astrocyte-like, highly branched pattern (Figure 2a). Finally, *TIFR-Gal4* labeled glia in an ensheathing-like pattern; we detected high levels of GFP in neuropil-associated ensheathing glia and, as in the central brain, low expression in some cortex glia (Figure 2a). Thus, the adult VNC contains similar classes of glia that can be discretely labeled and manipulated with glial subtype-specific genetic drivers.

**Figure 2.**
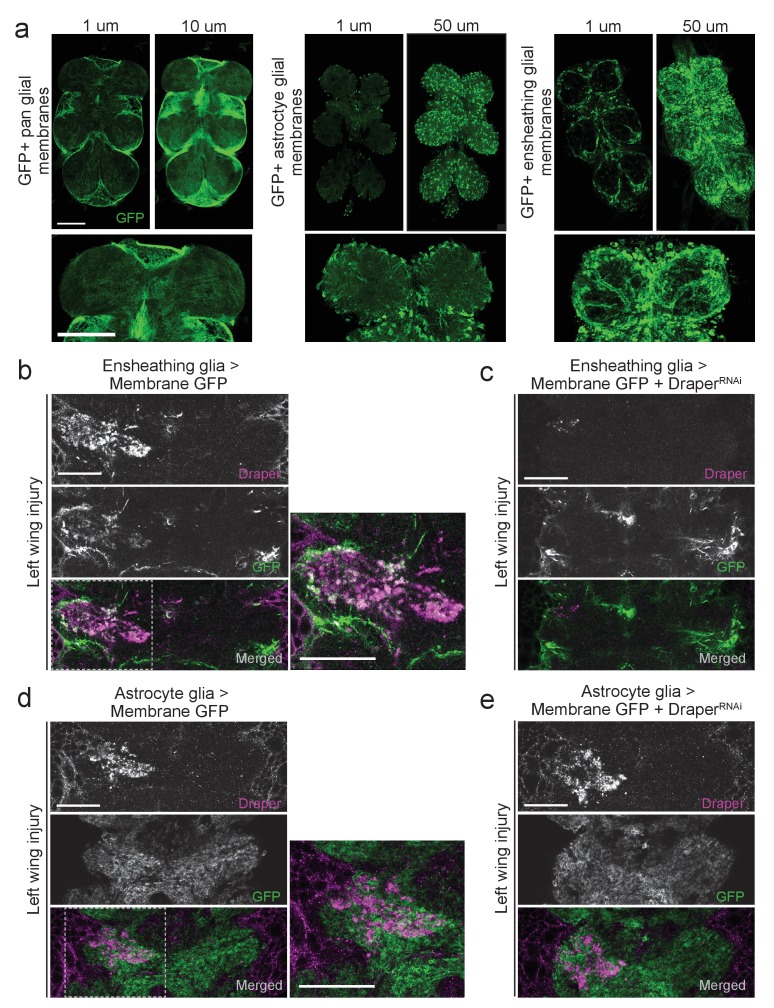
Draper and ensheathing glial membranes are recruited to injury sites in the adult VNC after peripheral axotomy. (**a**) Membrane-tethered GFP (UAS-mCD8::GFP) was expressed under the control of a pan glial driver (left), astrocyte-specific driver (middle), or ensheathing glial driver (right). Images depict single micron slices ~15 μm deep into the VNC. 10 μm (pan-glial) or 50 μm (astrocytes and ensheathing glia) Z-stack projections are also shown. Lower images depict 5 μm (pan glial) or 20 μm (astrocytes, ensheathing glia) higher magnification projections of the prothoracic neuromeres. (**b-d**) One-micron single confocal slice images showing GFP-labeled glial membranes (mCD8::GFP) and Draper immunostaining of the AMN neuropil region after left wing injury. (**b, c**) Ensheathing glia expressing mCD8::GFP alone (**b**) or co-expressing Draper^RNAi^ animals (**c**). (**d, e**) Astrocyte glia expressing mCD8::GFP alone (b)or co-expressing Draper^RNAi^ animals. High magnification merged images in (**b**) and (**d**) show regions outlined with dotted line. Scale bars = 30 μm. Genotypes: Figure 2a: pan glial: *repo-Gal4,UAS-mCD8::GFP/TM3*. astrocytes: *UAS-mCD8::GFP/CyO; alrm-Gal4/TM3*. ensheathing glia: *UAS-mCD8::GFP/CyO; TIFR-Gal4/TM3*. Figure 2b: *UAS-mCD8::GFP/CyO; TIFR-Gal4/TM3*. Figure 2c: *UAS-mCD8::GFP/CyO; TIFR-Gal4/Draper^RNAi^*. Figure 2d: *UAS-mCD8::GFP/CyO; alrm- Gal4/TM3*. Figure 2e: *UAS-mCD8::GFP/CyO; alrm-Gal4/Draper^RNAi^*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.003

Draper can be upregulated in either ensheathing glia or astrocytes in response to axon degeneration, depending upon the context (Doherty et al., 2009; Tasdemir-Yilmaz and Freeman, 2014). To determine if Draper is upregulated in VNC ensheathing glia and/or astrocytes post-injury, we repeated peripheral nerve injuries in flies expressing membrane-tethered GFP in each subtype. Removal of a single wing resulted in an expansion of ensheathing glial membrane and striking upregulation of Draper around the AMN neuropil on the injured side (Figure 2b). Notably, these signals appeared to overlap (merged, Figure 2b). Ensheathing glial expression of Draper^RNAi^ largely eliminated the ensheathing glial membrane expansion and Draper increase following left wing injury (Figure 2c). We did not detect any astrocyte membrane expansion following left wing injury, nor substantial Draper/astrocyte membrane overlap (Figure 2d). In addition, expression of Draper^RNAi^ in astrocytes did not attenuate injury-induced Draper upregulation following injury to the left wing (Figure 2e). Our results suggest that, as in the olfactory system of the central brain, VNC ensheathing glia, but not astrocytes, respond to degenerating axons in the VNC by upregulating Draper.

### Draper is required for clearance of sensory neuron axons in the adult VNC

Draper is essential for engulfment of degenerating ORN axons in the adult olfactory system (Doherty et al., 2009; Logan and Freeman, 2007; Logan et al., 2012; MacDonald et al., 2006). To determine if Draper is similarly required in the VNC, we labeled Gr22c gustatory receptor neurons with membrane-tethered GFP (*Gr22c-Gal4* x *UAS-mCD8::GFP*). A single Gr22c cell body resides on each front leg and projects through the PN neuropil. We transected the right front leg adjacent to the thorax, and imaged Gr22c axons in dissected VNCs after 48 hr. At this time point, no Gr22c GFP+ axonal material was visible in the right (injured) neuropil region, while the contralateral Gr22c projection was intact (Figure 3a). Fragmentation of the severed Gr22c axons was blocked by co-expression of Wld^s^ (*UAS-Wld^s^*) (Figure 3a), indicating that these axons undergo a classic Wallerian degeneration program post-injury. Notably, degenerating Gr22c axons were still detectable in *draper* mutant flies (Figure 3a), indicating that Draper is required in multiple regions of the CNS for efficient clearance of axonal debris in adult animals.

**Figure 3.**
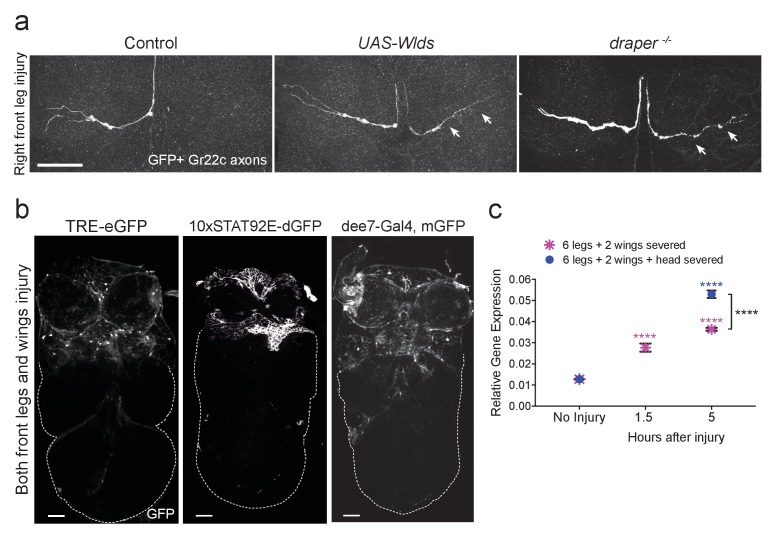
Draper is required for clearance of sensory neuron axons undergoing Wallerian degeneration in the adult VNC. (**a**) Representative confocal images of the prothoracic neuromere (PN) region two days after the front right leg injury are shown. GFP-labeled Gr22c gustatory axons in the PN region of control flies (left), with co-expression of Wlds (center), or in a *draper* mutant background (right). Arrows point to axon that failed to degenerate in Wlds-expressing axons or degenerating axons that remained uncleared in *draper* mutants. (**b**) Representative one micron images of adult VNCs from flies that carry the AP-1 reporter *TRE-eGFP*, *10XSTAT92E-dGFP,* or the Draper reporter *dee7-GFP*. Reporter activation was largely restricted to the PN and AMN regions after injury to both front legs and wings. Dotted line shows outline of the posterior VNC tissue housing uninjured projections. (**c**) Quantitative real-time PCR of normalized expression levels of *draper-I* transcript in VNCs following injury to all legs and both wings (magenta asterisks) or following injury to all legs, both wings, and head decapitation (blue circles). Draper threshold cycle (Ct) values were normalized to ribosomal protein L32. Biological replicates: 6 legs + 2 wings: No Injury N = 8; 1.5 hr N = 3; 5 hr N = 3. 6 legs + 2 wings+head: No Injury N = 8; 5 hr N = 7. Mean ± SEM plotted; ****p<0.0001; Two-way ANOVA with Sidak post hoc test. Each injury group was compared to uninjured in the same group. Black asterisks depict comparison between the two injury groups at the 5 hr time point. Scale bars = 30 μm. Genotypes: Figure 3a: Control: *Gr22c-Gal4/+; UAS-mCD8::GFP/+*. Wlds: *UAS-Wlds/+; Gr22c-Gal4/+; UAS-mCD8::GFP/+. draper-/-: Gr22c-Gal4/UAS-mCD8::GFP; draper^Δ5rec9^/draper^Δ5rec9^*. Figure 3b: TRE-eGFP: *TRE-eGFP/TRE-eGFP* (on II); 10xSTAT92E-dGFP: *10xSTAT92E-dGFP/10xSTAT92E-dGFP* (on II); dee7-Gal4, mGFP: *dee7-Gal4, UAS-mCD8::GFP/CyO*. Figure 3c: *w^1118^*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.004

### AP-1 and STAT92e transcriptional activity is stimulated in the VNC after injury

In the olfactory system, ORN axotomy stimulates activity of two highly conserved transcription factors: (1) the Jra/kayak heterodimer, which is homologous to the AP-1 complex (Macdonald et al., 2013) and (2) STAT92E (Doherty et al., 2014). To first determine if AP-1-dependent transcription is triggered in the VNC after peripheral nerve injury, we used a well characterized Jra/kayak in vivo transgenic reporter (*TRE-eGFP*) to monitor activity of AP-1 in the VNC. *TRE-eGFP* contains 10 tandem AP-1 binding sites upstream of eGFP (Chatterjee and Bohmann, 2012). In uninjured VNC, we observed almost no eGFP signal (not shown), but after bilateral ablation of the front legs and wings, we saw robust upregulation of eGFP specifically in the PN and AMN neuropil and surrounding cortical regions (Figure 3b). Next, we assessed STAT92E activity in the VNC by using the in vivo reporter *10XSTAT92E-dGFP*, which contains 10 tandem STAT92E binding sites upstream of destabilized GFP (dGFP) (Bach et al., 2007). dGFP was undetectable in uninjured VNCs (not shown), but following ablation of front legs and wings, we observed a striking increase in dGFP expression only in the corresponding neuropil regions and surrounding cortex (Figure 3b). Together, these results indicate that AP-1 and STAT92E are activated in VNC glia after axotomy and also suggest that common transcriptional programs are stimulated throughout the adult nervous system in response to nerve injury.

### *Draper* is transcriptionally upregulated in the VNC after nerve injury

Doherty et al. recently identified a 2619 base pair (bp) region of the *draper* promoter that is specifically activated in ensheathing glia following ORN injury, referred to as draper enhancer element 7 (*dee7*) (Doherty et al., 2014). The *dee7-Gal4* flies express Gal4 under the control of this 2619 bp fragment. Expression is quiescent in the uninjured adult brain, but activated in olfactory ensheathing glia after ORN axotomy, and this promoter fragment contains several requisite STAT92E binding sites for injury-induced activation (Doherty et al., 2014). We tested the *dee7-Gal4* driver line in our VNC peripheral nerve injury model by crossing this strain to *UAS-mCD8::GFP* flies. One day after bilateral ablation of front legs and wings, we consistently observed robust activation throughout the anterior VNC (Figure 3b), which suggests that similar promoter elements in the *draper* locus are targeted in VNC glia in response to nerve injury. Next, we performed a quantitative PCR (Q-PCR) time course against *draper-I* in VNC tissue 0, 1.5, and 5 hr after ablation of all legs, wings, and/or head. *draper-I* was significantly upregulated in the VNC at all time points in both injury paradigms, with the highest upregulation (~4 fold change) observed 5 hr after all limbs and the head were removed (Figure 3c). Collectively, our results indicate that peripheral nerve injury induces transcriptional upregulation of *draper* in the adult VNC and further support the notion that common transcriptional programs are activated in ensheathing glia throughout the adult nervous system.

### Transcriptome profiling of adult VNCs after injury

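RNA was sequenced from the ventral nerve cords (VNCs, the fly counterpart of the spinal cord) of adult w1118 flies, a white-eyed laboratory strain, males and females mixed. 5 libraries came from uninjured flies and 5 from flies dissected 5 hr after their legs, wings and head were severed. Any effect of losing these parts cannot be told apart from a response to nerve injury. The paper's RNA-seq methods give 60 to 80 injured flies of 3 to 5 days and 50 VNCs used per replicate, its general fly methods give 3 to 10 days for all experiments, and the sample labels give 3 to 10 days and 60 to 80 VNCs collected. Uninjured flies were kept without food in agar vials for the same time, while injured flies lay on an agar plate kept humid, so any effect of this housing cannot be told apart from injury. Ribosomal RNA was depleted without poly(A) selection, and all libraries were run on the same lane. The sequencing core numbered the uninjured libraries before the injured ones, so any effect of that order cannot be told apart from injury. The authors aligned the reads with BWA and counted them per gene. The gene counts used here summed to 5763891 to 6640492 per uninjured library (median 5892483) and 5146470 to 6625705 per injured library (median 6182448), whereas the paper's 14.5 M per sample are sequenced reads. No deposited count was below 1, so a count of 1 may stand for no read. It filled 12.4% of all count cells and 1.04% of those of the genes tested. The counting is not stated to use strand, so reads of overlapping genes on opposite strands cannot be told apart. Genes were compared with edgeR's quasi-likelihood test after TMM normalization, a gene passing at a Benjamini-Hochberg adjusted p under 0.01 over all genes tested. Levels are given as CPM (counts scaled to the library's normalized total) with the SD of 5 libraries, and log2 fold changes with their standard error (SE). The 32 gene lists named below, the rule for the genes named, the tests and the alternatives were chosen before the data were examined, except where stated. The paper itself reports from these samples that members of the JNK/AP-1 and Toll pathways rose. Its supplement names genes of antimicrobial peptides and peptidoglycan recognition among the upregulated ones. The direction of these lists is therefore not independent evidence. Each list was also tested as a set with limma's camera, at a preset correlation between genes of 0.01, where 14 lists had an adjusted p under 0.01. With a correlation estimated from the data, 0 did (lowest adjusted p = 0.0261, with 10 at an unadjusted p under 0.05), while limma's fry, which asks whether a list's genes move 1 way, gave 16. Libraries are numbered 1 to 5 within each group by the columns of the count table, numbers that were not matched to the replicate names of the quality sheet. Gene symbols came from a later genome build than the counts, so no coordinates are given.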

Once we determined that STAT92E/AP-1 activity, as well as *draper-I* transcription, was increased in the VNC after nerve injury, we assessed genome-wide changes in the adult VNC by performing RNA-seq on dissected VNC tissue after severing legs, wings, and heads of adult animals. Analysis was performed on five biological replicates for each time point (uninjured and five hours post-injury). We obtained 14.5 million ± 1 million single end 100 bp reads per sample (Figure 4—source data 1). 

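Uninjured libraries held 14204687 ± 815903 reads and injured libraries 15071391 ± 998339 reads (SD, n = 5 each; 2-sided exact permutation test, p = 0.183, adjusted p = 0.243 over 8 library measures). The RNA concentration was 0.0213 ± 0.00185 µg/µl in uninjured and 0.0235 ± 0.00440 µg/µl in injured samples (exact p = 0.365, adjusted p = 0.365). Reads of adapter or primer sequence numbered 2562 ± 243 in uninjured libraries (2229 to 2890) and 5042 ± 263 in injured libraries (4814 to 5452). The groups did not overlap (exact permutation p = 0.00794, the smallest that 5 libraries against 5 allow). Over the 8 measures the adjusted p was 0.0635, the lowest that a measure can reach unless another also has the smallest p. No measure alone could therefore pass the threshold set for library measures, so this adjusted p cannot decide whether the groups differed. Without injured replicate 1 the adjusted p was 0.0317, as was that of the share of intron reads. Leaving out each library in turn gave 0.0317 to 0.0635 for adapter or primer reads. Between 94.85% and 95.14% of the bases of each library had a quality of at least 30.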

85.2 ± 0.39% of the reads mapped to the *Drosophila* genome, with 41.2 ± 2.6% mapping to exons (Purice et al., 2017). 

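The share of mapped reads was 85.1 ± 0.356% in uninjured and 85.5 ± 0.329% in injured libraries (SD, n = 5 each), between 84.5% and 85.9% per library. Unmapped reads made up 14.9 ± 0.356% and 14.5 ± 0.329% (2-sided exact permutation test, p = 0.111, adjusted p = 0.222 over 8 library measures). Over all 10 libraries, exon reads were 41.2 ± 2.42% (SD), between 37.2% and 43.4%.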

RNAseq reads were aligned to the *Drosophila* genome (Release 5.57) via the Burrow-Wheeler Alignment tool (Li and Durbin, 2009). 

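All 21 neuronal markers found in the count table and 20 of 21 muscle markers had a mean level above 2 TPM in at least 1 group and entered the test. Of 29 genes of gut digestive enzymes 18 did, and of 15 photoreceptor genes 5. Traf4, an adaptor of JNK signaling among the known glial injury genes, had a mean of 1.25 TPM in uninjured and 0.677 TPM in injured VNCs and was not tested. The filter kept 9365 genes and set 4986 aside, and 1 gene was left out because a value in its row was not a number. By its formula the deposited TPM is RPKM, reads per kilobase of transcript scaled to the library's reads, which does not sum to a fixed total per library.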

Raw read counts were converted to transcripts per kilobase million (TPM) (Wagner et al., 2012) and genes detected at <2 TPM in both conditions (4988 of 14,352) were deemed ‘not expressed’ (Wagner et al., 2013) and eliminated from further analysis (Figure 4—source data 2), which was then carried out on 9,364 ‘expressed’ genes. 

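Injured and uninjured VNC libraries parted along the first principal component, which held 54.1% of the variance of log2 CPM (2-sided exact permutation test of the scores, p = 0.00794, the smallest that 5 libraries against 5 allow). The second held 13.6% and did not part them (exact permutation p = 0.865). The mean distance between an injured and an uninjured library was 67.0 (59.2 to 74.7), against 43.4 (34.7 to 55.6) between uninjured and 38.5 (30.6 to 45.6) between injured libraries. Mean distances between and within groups differed by 26.0, more than in any other of the 126 ways to divide the 10 libraries into 5 and 5 (exact p = 0.00794). With every gene scaled to unit variance the first component held 34.2%.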

A principal component analysis (PCA) (Figure 4a, top panel) and sample distance heatmap (Figure 4a, bottom panel) revealed that the variance between biological replicates of the groups (uninjured vs. injured) was greater than the variance within groups. Moreover, a correlation analysis indicated a high degree of correlation between the biological replicates within each sample group (Figure 4—source data 2). 

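Pearson's r of log2(TPM + 1) over the 9365 genes was 0.950 to 0.980 (median 0.969) for the 10 pairs of uninjured libraries and 0.967 to 0.983 (median 0.974) for the 10 pairs of injured libraries. For the 25 pairs of an injured and an uninjured library it was 0.908 to 0.941 (median 0.925), below every value within a group. Spearman's rho gave 0.950 to 0.976 within uninjured, 0.964 to 0.980 within injured and 0.905 to 0.936 between the groups. On linear TPM, as in the authors' deposited correlation tables, r was 0.944 to 0.998 within injured and 0.963 to 0.994 between the groups, so these ranges overlapped. These correlations are across genes, which are not independent replicates.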

Analysis of differential expression (DE) was conducted in the START (Shiny Transcriptome Analysis Resource Tool) application (Nelson et al., 2017). Using a cutoff of ≥2 fold DE (adj. p-value<0.01, Benjamini-Hochberg procedure), we identified 306 genes (167 upregulated, 139 downregulated) (Figure 4b and Figure 4—source data 2). Homologs of these differentially expressed genes, which were identified by the DRSC Integrative Ortholog Prediction Tool (DIOPT) program, are provided in Figure 4—source data 3 (Hu et al., 2011). 

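Genes of antimicrobial peptides rose most. AttA (FBgn0012042), an attacin, rose from 0.768 ± 0.354 to 99.2 ± 22.0 CPM (SD, n = 5), a log2 fold change of 7.00 (SE 0.25, adjusted p = 1.48e-09) in edgeR's test, on 2 to 7 counts per uninjured library. DptA (FBgn0004240), a diptericin, changed by 6.75 (SE 0.25, adjusted p = 1.82e-09) and AttC (FBgn0041579) by 6.40 (SE 0.21, adjusted p = 9.03e-10) on the log2 scale. CecA1, CecA2, CecC, Dro and IM18 had 1 to 6 counts per uninjured library and 87 to 407 per injured library. CecA2 stood at the smallest count in every uninjured library and was at least 41-fold higher, against a floor of 3 counts per library (adjusted p = 9.94e-09). Among the largest falls were genes of chemosensory proteins and of digestion. CheA75a and CheA7a fell from 7.35 ± 3.53 to 0.201 ± 0.0708 CPM (adjusted p = 4.73e-06) and from 8.42 ± 3.81 to 0.235 ± 0.147 CPM (adjusted p = 3.38e-06), to 1 to 3 counts per injured library. Obp99a (FBgn0039678), an odorant-binding protein, fell by 3.80 (SE 0.36, adjusted p = 5.20e-06) on the log2 scale. The serine protease Jon25Biii went from 10.1 ± 9.67 to 0.403 ± 0.270 CPM (adjusted p = 3.46e-04), and Jon99Cii fell by 3.50 (SE 0.67, adjusted p = 0.00195). Jon99Ciii fell by 3.21 (adjusted p = 0.00606) and the maltase Mal-A1 by 3.33 (adjusted p = 0.00491). In all, 435 of 9365 genes changed at least 2-fold, 223 of them higher and 212 lower, with 31 at least 10-fold higher and 13 at least 10-fold lower. Of all 9365 genes tested, 1548 had no overlap between the groups, where chance leaves 0.794% of genes without overlap. Among the 435, which were picked for their difference in these libraries, 403 had none. 3 of the 435 repeat the counts of another called gene in every library, IM18 and Hsp22 among these pairs, and AttA and AttB, CecA1 and CecA2, and Jon99Cii and Jon99Ciii are close copies that may share reads. The size of the falls of digestive genes depended on single libraries. Without uninjured library 2, which held 208 CPM of Mal-A1 against 16.3 to 48.2 in the other uninjured libraries, Jon99Cii, Jon99Ciii and Mal-A1 fell by 2.63, 2.26 and 2.22, and without uninjured library 1 Jon25Biii fell by 3.77, against 4.57 with all libraries. Jon99Ciii did not pass without uninjured library 3 (adjusted p = 0.0122) or any injured library (0.0119 to 0.0165), nor Mal-A1 without injured library 1, 2, 3 or 4 (0.0108 to 0.0136), and limma-voom gave Jon99Cii, Jon99Ciii and Mal-A1 adjusted p of 0.0360, 0.0600 and 0.0427. A test against 2-fold itself (glmTreat) called 148 genes, 107 higher and 41 lower.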

Based on our stringent adjusted p-value of <0.01, we identified an additional 459 genes (225 upregulated and 234 downregulated) that were differentially expressed in the range of 1.2- to 1.9-fold. This gene list is provided in supplemental source data files (Figure 4—source data files 2–5), but, because of the low DE values, we have separated this cohort from those genes that fall above the 2.0 DE threshold. 

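The aspartyl-tRNA synthetase gene AspRS rose by 0.80 (SE 0.06, adjusted p = 8.65e-07) on the log2 scale in edgeR's test, the transcription factor gene REPTOR, which acts below TORC1, by 0.78 (SE 0.06, adjusted p = 5.13e-07), and Xrp1, a stress-induced transcription factor, by 0.73 (SE 0.06, adjusted p = 1.89e-06). The glutathione S transferase genes GstE2 and GstE3 fell by 0.93 (SE 0.15, adjusted p = 4.63e-04) and 0.66 (SE 0.10, adjusted p = 2.94e-04), and the hexokinase gene Hex-A by 0.37 (SE 0.06, adjusted p = 6.95e-04). They were among 801 genes that changed between 1.2-fold and 2-fold, 455 of them higher and 346 lower in injured VNCs. With no minimum fold, 1281 genes passed, 707 higher and 574 lower. In counts simulated for these libraries and 9365 genes, the same test called 44% of genes changed 1.5-fold and 76% of genes changed 2-fold. There 9165 genes were left unchanged, so fewer could pass than the 1281 here and the adjustment was stricter. These shares may therefore understate the power in these data.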

We also excluded genes within the 1.2–1.9 DE range from our primary START analysis shown in Figure 4b and Annokey analysis (Table 1). Because of cell type heterogeneity in VNC tissue samples, genes that were modestly altered (between 1.2–1.9 fold DE) by RNAseq may, in fact, be transcriptionally up/downregulated more robustly (≥2.0 fold) in glia responding to axotomy and represent functionally relevant immunefactors.

**Figure 4.**
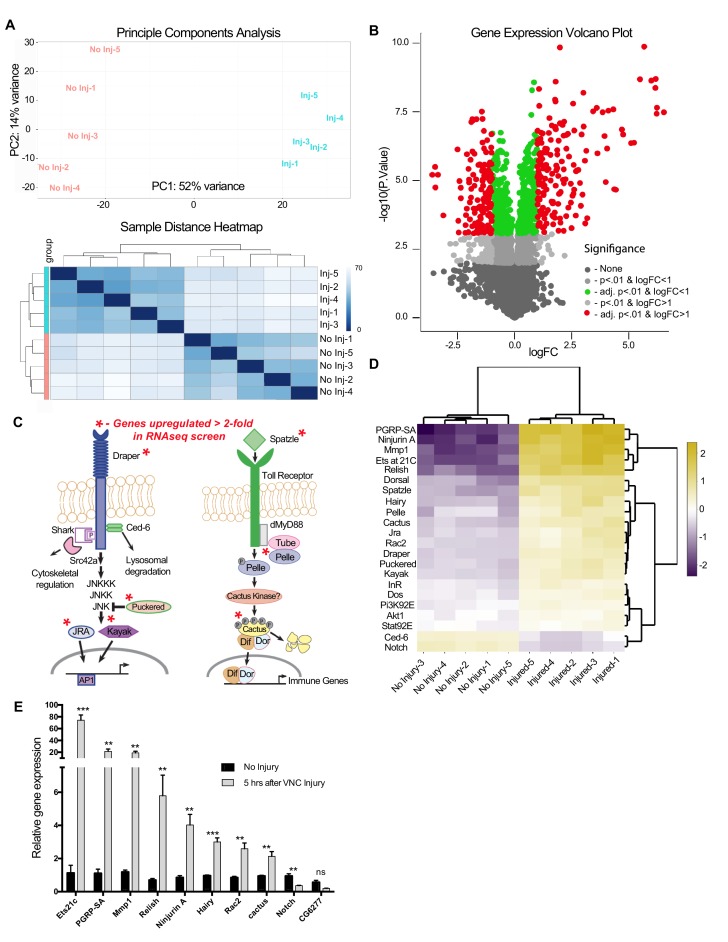
RNA-seq analysis reveals functionally discrete groups of injury-induced genes in the adult VNC. (**a**) A Principal Component Analysis (top) and Sample Distance Heatmap (bottom) of all biological replicates (uninjured and injured) generated in START for genes expressed at >2 TPM (9364 genes). (**b**) Volcano plot of the gene expression analysis generated in START. The threshold for differential expression was set at 2-fold change (log2 = 1) with an adjusted p-value<0.01. logFC = log of fold change. adj. = adjusted (for multiple comparisons by Benjamin-Hochberg procedure). (**c**) Analysis of injury-induced gene expression revealed known members of the highly conserved Draper/AP-1 and Toll pathways. Genes upregulated **≥**2.0 fold in VNC post-injury are noted with red asterisks. (**d**) START-generated heat map for a small set of hand-selected genes, including genes highlighted in panels (**c**) and (**e**), as well as genes previously identified as requisite factors during glial clearance of severed axons (see Figure 4—source data 5). Top dendrogram depicts hierarchical clustering of sample distances calculated from gene listed on left side of map. Right dendrogram was generated according to fold-change (uninjured versus injured). Genes at the top of the list were strongly upregulated in injured samples. (**e**) Quantitative real-time PCR validation of a subset of upregulated or downregulated genes from RNA-seq screen. N ≥ 3 biological replicates; mean ±. SEM plotted; ***p<0.001; **p<0.01; ns = not significant; Students t-test. Genotypes: Figure 4e: *w^1118^*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.005 10.7554/eLife.23611.006Figure 4—source data 1.RNA assessment, sequencing and alignment metrics.**DOI:** http://dx.doi.org/10.7554/eLife.23611.006 10.7554/eLife.23611.007Figure 4—source data 2.Read counts, Transcripts per Kilobase Million (TPM), biological replicates correlation matrices, and differentially expressed genes.**DOI:** http://dx.doi.org/10.7554/eLife.23611.007 10.7554/eLife.23611.008Figure 4—source data 3.Overall DIOPT analysis for differentially expressed genes.**DOI:** http://dx.doi.org/10.7554/eLife.23611.008 10.7554/eLife.23611.009Figure 4—source data 4.Previously identified *Drosophila* genes functionally implicated in glial responses to axon injury.**DOI:** http://dx.doi.org/10.7554/eLife.23611.009 10.7554/eLife.23611.010Figure 4—source data 5.Comparison of fold change as measured via RNA-seq and RT-PCR methods (Pearson correlation).**DOI:** http://dx.doi.org/10.7554/eLife.23611.010

**Table 1.** Annokey analysis results of upregulated genes associated with glial membrane expansion and movement. (a) List of terms used in Annokey analysis. (b) Top ten hits associated with our Annokey key terms in *Drosophila*, mouse, and human. MMP-1/MMP-14 (red bold) is included in the top ten list for each species. **DOI:** http://dx.doi.org/10.7554/eLife.23611.011 10.7554/eLife.23611.012Table 1—source data 1.Human HTML Annokey search results that include hyperlinks to NCBI Gene, GeneRIF and Pubmed databases.**DOI:** http://dx.doi.org/10.7554/eLife.23611.012 10.7554/eLife.23611.013Table 1—source code 1.*Drosophila* HTML Annokey results, including hyperlinks to NCBI gene, GeneRIF, and PubMed databases.**DOI:** http://dx.doi.org/10.7554/eLife.23611.013 10.7554/eLife.23611.014Table 1—source code 2.Mouse HTML Annokey results, including hyperlinks to NCBI Gene, GeneRIF,pu and PubMed databases.**DOI:** http://dx.doi.org/10.7554/eLife.23611.014 10.7554/eLife.23611.015Table 1—source code 3.Human HTML Annokey results, including hyperlinks to NCBI Gene, GeneRIF, and PubMed databases.**DOI:** http://dx.doi.org/10.7554/eLife.23611.015

Table 1a	Table 1b					
Annokey Search Terms	Top 10 Annokey Results					
[Ff]ilopodia	Drosophila		Mouse		Human	
[Ff]ilopodium	Gene	Matched Entries	Gene	Matched Entries	Gene	Matched Entries
[Ii]nvadopodia	Fasciclin 3 (CADM4)	131	Rac1	297	**MMP14**	**709**
[Ii]nvadopodium	**Matrix metalloproteinase 1 (MMP14)**	**81**	Tubb3	268	RAC1	699
[Pp]odosome(s)	puckered (DUSP10)	77	**Mmp14**	**191**	PAK1	240
[Mm]igration	lethal (2) giant larvae (LLG1)	73	Itga4	117	MYC	229
ECM	Rac2 (RAC1)	64	Nfkb1	116	RELA	207
[Ee]xtracellular matrix	scab (ITGA4)	54	Jun	89	JUN	195
[Ii]nvadosome	rhomboid (RHBDL3)	52	Myc	87	ITGA4	132
[Ii]nvasive	dorsal (RELA)	51	Vcl	83	TFPI2	114
[Mm]etastasize	Jun-related antigen (JUN)	32	Ptgs2	62	FLNA	112
[Mm]etastasis	kayak (FOSL2)	32	Flna	49	VCL	53
[Cc]ell invasion						

### RNA-seq analysis reveals functionally discrete groups of injury-induced genes

Interestingly, components of known innate immunity signaling pathways were included in our list of differentially expressed genes. For example, we detected upregulation of JNK/AP-1 signaling components downstream of Draper, which is consistent with published work describing the role of the JNK/AP-1 pathway during glial recruitment/phagocytic responses to axonal injury in the adult *Drosophila* olfactory system (Lu et al., 2017; Macdonald et al., 2013) (Figure 4c,d). In addition, several members of the Spatzle/Toll pathway were upregulated (Figure 4c,d). 

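All 22 antimicrobial peptide genes rose after injury (22 when adjusted over the list alone), with a median log2 fold change of 5.40, or 5.36 with CecA2 at its bound. DptB and AttB were 85.9-fold and 82.4-fold higher (adjusted p = 1.55e-09 and 9.03e-10 from edgeR's test). As a set the list had an adjusted p of 3.65e-26 with camera and 0.0328 with an estimated correlation. Of 17 genes of the Imd pathway, which acts in the response to Gram-negative bacteria, 6 rose and 11 did not pass (8 higher when adjusted over the list alone). Rel (FBgn0014018), the NF-κB factor of this pathway, went from 82.1 ± 11.7 to 705 ± 62.2 CPM (SD, n = 5), and the pathway's negative regulator pirk rose by 3.51 (SE 0.21, adjusted p = 9.75e-08) on the log2 scale. The peptidoglycan recognition genes PGRP-SB1 and PGRP-SC2 rose by 4.27 (adjusted p = 9.44e-08) and 1.29 (adjusted p = 1.74e-04), and Diap2 was at 0.11 (SE 0.05, adjusted p = 0.142). The Imd list's median was 0.46, with an adjusted p of 9.87e-07 with camera and 0.0328 with an estimated correlation. Of 15 genes of the JAK/STAT pathway and its targets, 9 rose and 6 did not pass (9 higher when adjusted over the list alone), with a median of 1.01. The stress peptide genes TotM and TotA rose by 4.44 (SE 0.34, adjusted p = 8.39e-07) and 2.42 (SE 0.35, adjusted p = 2.25e-04), and the thioester protein gene Tep4 by 2.38 (SE 0.16, adjusted p = 3.19e-07), while the Janus kinase gene hop was at 0.05 (adjusted p = 0.666). This list had an adjusted p of 5.73e-09 with camera and 0.0261 with an estimated correlation. In the same libraries the median log2 fold change of 14 markers of the fat body, which makes antimicrobial peptides, was -0.40, and that of 9 hemocyte markers -0.80.

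**Figure D1:**
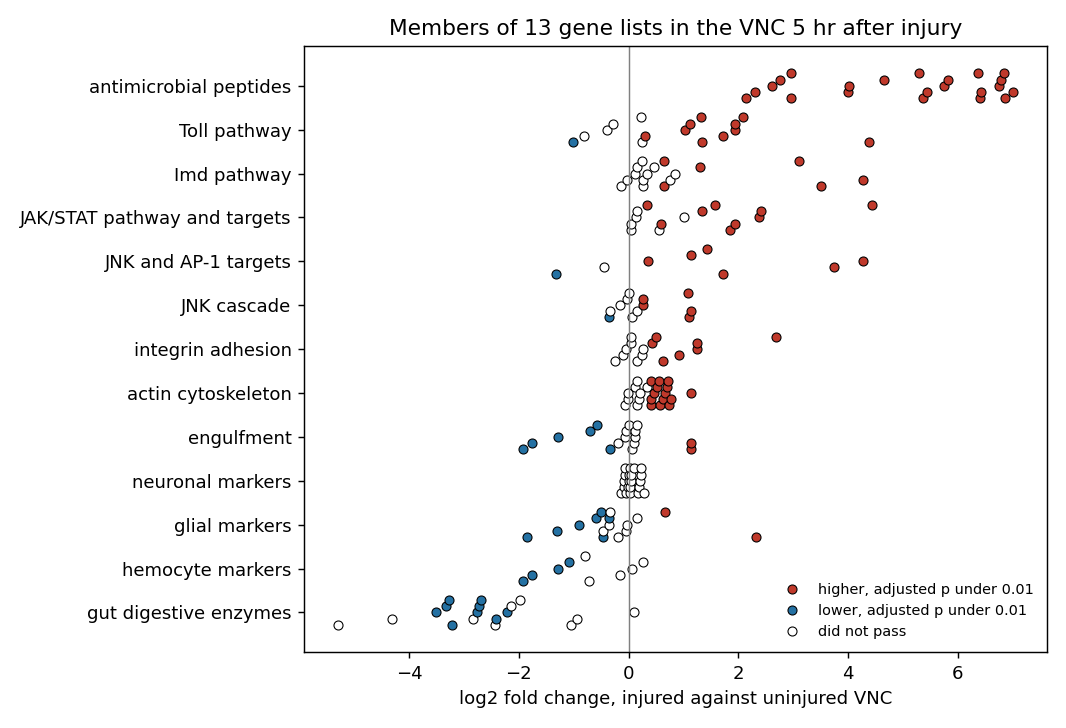
Log2 fold change, injured against uninjured VNC, of the tested members of 13 gene lists, with 1 point per gene. Red points were higher and blue points lower at an adjusted p under 0.01, and white points did not pass; all 22 antimicrobial peptide genes are red, and no neuronal marker passed.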

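The JNK phosphatase gene puc (FBgn0243512), itself a JNK target, rose from 59.7 ± 2.82 to 131 ± 13.7 CPM (SD, n = 5; adjusted p = 1.46e-07 from edgeR's test). Jra and kay, which encode the Jun and Fos subunits of AP-1, were 2.15-fold and 2.11-fold higher (adjusted p = 2.40e-06 and 8.80e-08). Of 12 tested genes of the JNK cascade, 5 were higher, 1 was lower and 6 did not pass (5 higher and 1 lower when adjusted over the list alone). The member that fell was wgn, a TNF receptor gene, by 0.35 (SE 0.08, adjusted p = 0.00742), and it did not pass without uninjured library 1, 3 or 5 or injured library 1, 3 or 4 (adjusted p = 0.0111 to 0.0209). The JNK gene bsk itself was at -0.15 (SE 0.09, adjusted p = 0.245), and as a set the cascade had an adjusted p of 0.0252 with camera. Of 8 tested JNK and AP-1 targets, 6 rose, 1 fell and 1 did not pass (6 higher and 2 lower when adjusted over the list alone). Their median was 1.28. The change was at least 2-fold in 5 of those that rose and in the 1 that fell. The Ets factor gene Ets21C (FBgn0005660) rose from 4.15 ± 1.37 to 80.3 ± 16.6 CPM, a log2 fold change of 4.28 (SE 0.20, adjusted p = 1.18e-08), the filamin gene cher by 1.72 (SE 0.09, adjusted p = 2.97e-08) and the stress gene Gadd45 by 1.43 (SE 0.10, adjusted p = 5.13e-07). The proapoptotic gene hid was at -0.44 (SE 0.14, adjusted p = 0.0409). The targets had an adjusted p of 1.04e-04 with camera and 0.0312 with an estimated correlation. Only puc, Jra and kay of the cascade were higher without uninjured library 2, 3, 4 or 5 or injured library 2 or 5, a count of 3 in place of 5.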

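Of 16 tested genes of the Toll pathway, 10 rose, 1 fell and 5 did not pass (11 higher and 3 lower when adjusted over the list alone). PGRP-SA (FBgn0030310), a circulating receptor for bacterial peptidoglycan, rose from 3.84 ± 1.17 to 80.1 ± 13.5 CPM (SD, n = 5), a log2 fold change of 4.38 (SE 0.18, adjusted p = 3.73e-09) in edgeR's test. The ligand gene spz was 3.82-fold higher (adjusted p = 2.05e-08). The NF-κB factor genes dl (FBgn0260632) and Dif rose from 30.9 ± 5.52 to 131 ± 7.63 CPM (adjusted p = 2.76e-08) and by 1.04 (SE 0.09, adjusted p = 1.90e-06) on the log2 scale, and their inhibitor's gene cact from 86.5 ± 5.15 to 218 ± 17.3 CPM (adjusted p = 1.81e-08). The kinase gene pll rose by 1.33 (SE 0.16, adjusted p = 4.63e-05) and the receptor gene Toll by 0.30 (SE 0.04, adjusted p = 2.37e-04). The adaptor genes Myd88 and tub were at 0.25 (SE 0.07, adjusted p = 0.0170) and -0.28 (SE 0.08, adjusted p = 0.0228), and tub passed without injured library 3 (adjusted p = 0.00283). The member that fell, GNBP3, a receptor for fungal glucans chosen after its values were seen, had a log2 fold change of -1.01 (SE 0.24, adjusted p = 0.00745) and passed in only 2 of the 10 fits that each left out a library, without uninjured library 1 (adjusted p = 0.00264) or injured library 5 (adjusted p = 0.00354). The median of the list was 1.08, with an adjusted p of 7.86e-07 with camera and 0.0470 with an estimated correlation.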

The Toll pathway, including the downstream transcription factors Cactus and Dorsal, which are known players in innate immunity (Valanne et al., 2011), is elicited in response to Wallerian degeneration in vertebrate models (Boivin et al., 2007; Rotshenker, 2011). Finally, to date, only ~30 *Drosophila* genes have been implicated in glial responses to nerve injury. When mutated, knocked down, or overexpressed in glia, these factors prevent proper clearance of degenerating axons. Nine of these genes (27%) were transcriptionally altered in our RNAseq screen (Figure 4—source data 4). Together, these comparisons suggest that our method of transcriptional profiling the adult VNC after peripheral nerve injury is a valuable strategy to identify factors functionally coupled to innate glial immune responses.

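Of 29 tested genes with a known part in glial responses to nerve injury, 11 changed at least 1.2-fold at an adjusted p under 0.01 in edgeR's test, 10 of them higher (10 higher and 1 lower when adjusted over the list alone). The engulfment receptor gene drpr (FBgn0027594) rose from 187 ± 3.88 to 411 ± 7.38 CPM (SD, n = 5), a log2 fold change of 1.14 (SE 0.04, adjusted p = 1.82e-09). Of the genes of insulin signaling, the insulin receptor rose by 0.74 (SE 0.07, adjusted p = 4.54e-06), Pi3K92E by 0.54 (SE 0.07, adjusted p = 7.03e-05) and Akt by 0.39 (SE 0.06, adjusted p = 5.09e-04), while Pdk1, at 0.13 (SE 0.06, adjusted p = 0.136), and raptor, at 0.13 (SE 0.06, adjusted p = 0.146), did not pass. The adaptor gene dos rose by 0.65 (SE 0.05, adjusted p = 9.87e-07) and the transcription factor gene Stat92E by 0.33 (SE 0.05, adjusted p = 5.15e-04). The kinase gene msn was at 0.27 (SE 0.06, adjusted p = 0.00642), a 1.20-fold change. The gene of the Draper adaptor ced-6 fell by 0.69 (SE 0.08, adjusted p = 1.97e-05). The remaining called genes were puc, Jra and kay. The kinase gene Shark and the GTPase gene Rac1, which act with Draper, were at -0.19 (adjusted p = 0.154) and -0.06 (adjusted p = 0.593). As a set the known genes had an adjusted p of 3.33e-04 with camera and 0.0328 with an estimated correlation. The call of msn was lost without any single library other than injured library 1 (adjusted p = 0.0118 to 0.0316).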

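Of 17 engulfment genes, drpr and the GTPase gene Rac2 rose, 6 fell and 9 did not pass edgeR's test (2 higher and 6 lower when adjusted over the list alone). Among the falls were NimC1, Sr-CI and eater, receptors of hemocytes for bacteria, by 1.77 (SE 0.27, adjusted p = 3.53e-04), 1.91 (SE 0.30, adjusted p = 4.54e-04) and 1.28 (SE 0.27, adjusted p = 0.00418) on the log2 scale (n = 5 per group). All 3 are also hemocyte markers, a list of 9 tested genes of which 4 fell, with a median of -0.80. The scavenger receptor gene crq was at 0.06 (SE 0.06, adjusted p = 0.445) and mbc, which acts in Rac activation, at 0.15 (SE 0.07, adjusted p = 0.114). The list's median was -0.05, with an adjusted p of 0.391 with camera. The call of eater was lost without uninjured library 2 or injured library 3, 4 or 5 (adjusted p = 0.0101 to 0.0130). From the changes in pathways of innate immunity and in genes already tied to glial responses, the paper proposes that profiling the VNC after injury is a way to find factors coupled to these responses.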

Next, we performed confirmational Q-PCR on a subset of differentially expressed genes (8 upregulated and 2 downregulated) from our screen and measured transcript levels 5 hr after severing legs, wings, and heads (Figure 4e). With the exception of CG6277, all genes were significantly changed in a manner consistent with our RNA-seq data. Correlation analysis comparing fold-change for all 10 genes (RNA-seq versus Q-PCR) revealed a Pearson’s coefficient of r = 0.860 (p=0.003) (Figure 4—source data 5), indicating the robustness of the RNAseq screen to accurately measure the magnitude of differential gene expression.

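In the RNA-seq libraries the bHLH repressor gene hry (FBgn0001168) rose from 32.1 ± 2.64 to 97.6 ± 17.7 CPM (SD, n = 5) and was 3.04-fold higher, and Rac2 (FBgn0014011) rose from 27.6 ± 1.26 to 61.03 ± 6.60 CPM and was 2.21-fold higher (adjusted p = 5.08e-07 and 5.24e-07 from edgeR's test). Ets21C was 19.4-fold higher, PGRP-SA 20.8-fold, Rel 8.59-fold and cact 2.52-fold. N (FBgn0004647), the Notch receptor gene, fell from 348 ± 16.5 to 181 ± 10.7 CPM, a change of 1.92-fold (adjusted p = 8.80e-08). CG6277 (FBgn0039475), a predicted lipase gene, was at 35.2 ± 49.6 CPM in uninjured and 0.868 ± 0.421 CPM in injured libraries, with 5 to 670 and 2 to 9 counts, a log2 fold change of -5.30 (SE 1.33, adjusted p = 0.0115). It did not pass, but did without uninjured library 2, 3 or 4 (adjusted p = 0.00994, 0.00463 and 0.00402). Of 10 tested genes of the Notch pathway, 2 rose, 2 fell and 6 did not pass (2 and 2 when adjusted over the list alone), with 1 higher without uninjured library 2 and 3 without injured library 1. The glycosyltransferase gene fng fell by 0.66 (SE 0.07, adjusted p = 1.05e-05) with N, and the protease gene kuz rose by 0.38 (SE 0.05, adjusted p = 1.74e-04), as did the target gene E(spl)m3-HLH by 0.98 (SE 0.20, adjusted p = 0.00338). The list's median was 0.09, with an adjusted p of 0.682 with camera, and E(spl)m3-HLH did not pass without uninjured library 2 (adjusted p = 0.0116). The Q-PCR values were not analysed here.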

### RNA-seq reveals a novel candidate transcriptional target implicated in glial migration

Following neural injury, glial cells undergo dramatic changes in size, shape, and migratory behavior to ensure that they quickly infiltrate areas of trauma and efficiently clear degenerating neuronal debris (Anderson et al., 2014; Bardehle et al., 2013; Hong and Stevens, 2016; MacDonald et al., 2006; Napoli and Neumann, 2009). However, the transcriptional cascades that govern these striking aspects of glial immune responses are not entirely clear. Thus, to glean new insight into the factors required for glial migration and altered membrane dynamics following nerve injury, we took a two-step approach to determine if our VNC injury RNA-seq results might reveal critical conserved genes implicated in cell migration, membrane remodeling, and related events. First, we used the DRSC Integrative Ortholog Prediction Tool (DIOPT) program (Hu et al., 2011) to identify the closest orthologs for all differentially expressed genes in mouse and humans (Figure 4—source data 3), with the ultimate goal of focusing our analysis on conserved, upregulated genes. Next, we utilized Annokey (Park et al., 2014), an open source tool that queries the Entrez Gene database and linked Pubmed articles with a user generated gene list and a set of user defined search terms. For our analysis, we compared the upregulated set of genes (≥2.0 fold, adj p<0.01) and mammalian homologs against a set of ten search terms related to cell motility and morphogenesis (Table 1a). 

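Of 15 genes of integrin adhesion, 7 rose and 8 did not pass edgeR's test (7 higher when adjusted over the list alone). Tig, an integrin ligand, rose from 109 ± 8.35 to 699.9 ± 110.0 CPM (SD, n = 5), and Vinc, which encodes vinculin, and the integrin gene mys rose by 1.25 (SE 0.09, adjusted p = 3.65e-07) and 0.92 (SE 0.05, adjusted p = 9.09e-08) on the log2 scale. The focal adhesion genes Fak and Zyx were at 0.04 (adjusted p = 0.506) and -0.04 (adjusted p = 0.627). The list's median was 0.26, with an adjusted p of 7.35e-06 with camera and 0.0261 with an estimated correlation. Of 23 genes of the actin cytoskeleton, 14 rose and 9 did not pass (15 higher when adjusted over the list alone). Act42A, which encodes an actin, rose by 0.77 (SE 0.08, adjusted p = 1.45e-05), and the myosin light chain gene sqh by 0.73 (SE 0.07, adjusted p = 8.20e-06). Rho1 was at 0.11 (adjusted p = 0.267). The actin list's median was 0.41, with an adjusted p of 4.02e-10 with camera and 0.0328 with an estimated correlation. Muscle is rich in actin and integrins, and the mean level of the muscle markers was above that of every uninjured library in 4 of 5 injured libraries. In injured library 3 the muscle mean was 5.14 on the log2 scale, below every uninjured library (6.04 to 6.64). Yet Tig, Vinc, mys, Act42A and sqh were higher in every injured library, library 3 included, than in every uninjured one. Whether muscle adds to the rises in the other libraries was not tested. Fas3, a cell adhesion gene, rose from 39.9 ± 5.54 to 94.2 ± 5.54 CPM (adjusted p = 5.64e-07). The integrin gene scab and the protease gene rho rose by 1.25 (SE 0.10, adjusted p = 1.47e-06) and 1.35 (SE 0.10, adjusted p = 8.64e-07), and the polarity gene l(2)gl by 0.39 (SE 0.05, adjusted p = 1.01e-04). The study picked these last 4 genes from its own changed genes in these samples, so their direction is not independent evidence. The paper gives a cutoff of 2-fold for that search, but l(2)gl was 1.31-fold higher here and 1.25-fold in the authors' deposited values.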

The top ten genes with the highest search term matches are listed in Table 1b; a complete summary of Annokey matches for all upregulated genes and associated Entrez Gene hyperlinks are provided in Table 1—Source code 1–3.

One interesting gene that emerged from this analysis was matrix metalloproteinase-1 (*Mmp-1*, see Table 1a), which was a top ten Annokey match to our select search terms across all three species (*Drosophila*, mouse, and human) (Table 1b) and was also robustly upregulated in injured VNC tissue by RNA-seq analysis (~12 fold) (Figure 4—source data 2). 

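Mmp1 (FBgn0035049), which encodes a secreted matrix metalloproteinase, rose from 39.2 ± 6.62 to 528 ± 96.9 CPM (SD, n = 5 libraries per group) and was 13.5-fold higher after injury. This is a log2 fold change of 3.75 (SE 0.15, adjusted p = 2.74e-09) in edgeR's quasi-likelihood test. Every injured library had a higher level than every uninjured library.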

MMPs are proteases implicated in extracellular matrix remodeling, cell migration, and metastasis of cancer cells (Nagase and Woessner, 1999; Rosenberg, 2002; Verma and Hansch, 2007; Vu and Werb, 2000). The role of glia-derived MMPs in mammals is controversial. While some studies have shown that MMPs have detrimental roles in response to injury, others show that they are neuroprotective and promote CNS repair (Zhang et al., 2011). A detailed analysis of MMP function has been hindered by the fact that there are over 23 partially redundant MMP genes in mammals (Page-McCaw et al., 2007). In contrast, the *Drosophila* genome contains only two MMP genes: *Mmp-1*, a secreted protease, and *Mmp-2*, which is GPI anchored (Page-McCaw et al., 2003). Therefore, we chose to take advantage of our *Drosophila in vivo* injury models to explore the role of MMP-1 during early responses to nerve axotomy.

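Mmp2 (FBgn0033438), which encodes a membrane-anchored metalloproteinase, went from 104 ± 6.19 to 123 ± 7.77 CPM (SD, n = 5), a log2 fold change of 0.24 (SE 0.06, adjusted p = 0.00956) in edgeR's test. Timp (FBgn0025879), which encodes the tissue inhibitor of metalloproteinases, rose from 83.1 ± 4.23 to 133 ± 11.8 CPM, a log2 fold change of 0.68 (SE 0.07, adjusted p = 7.38e-06). The call of Mmp2 was lost without any single library other than injured library 3 (adjusted p = 0.0105 to 0.0368).

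**Figure D2:**
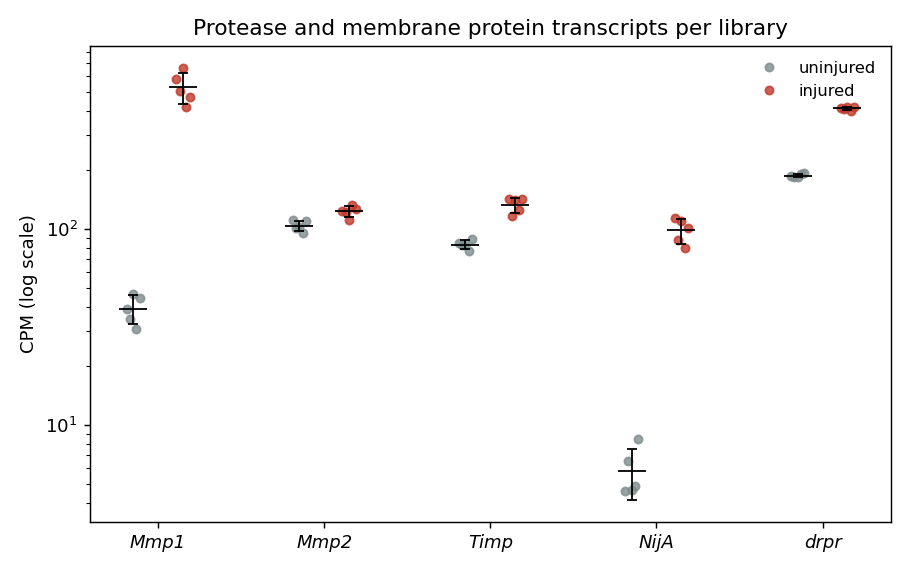
CPM on a log axis of Mmp1, Mmp2, Timp, NijA and drpr in each uninjured (grey) and injured (red) VNC library, with the mean and SD of 5 libraries. For Mmp1, NijA and drpr the injured libraries sit well above the uninjured ones, and for Mmp2 the group means are 104 and 123 CPM.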

### MMP-1 is upregulated in the adult nervous system following axotomy

The expression pattern of MMP-1 in the adult *Drosophila* CNS is unknown. Thus, to first determine MMP-1 protein levels and localization before and after injury in the adult VNC, we used flies that expressed membrane-tethered GFP (*UAS-mCD8::GFP*) specifically in ensheathing glia (*TIFR-Gal4*), performed a unilateral wing ablation, and then stained tissue with α-MMP-1 one day after injury. We observed a robust increase in MMP-1 in the AMN (wing-innervated) neuropil region on the injured side, and a subset of MMP-1 signal clearly overlapped with ensheathing glial membranes (Figure 5a, white arrows). MMP-1 was also significantly increased on Western blots of dissected VNC tissue following bilateral ablation of legs and wings (Figure 5b,c).

**Figure 5.**
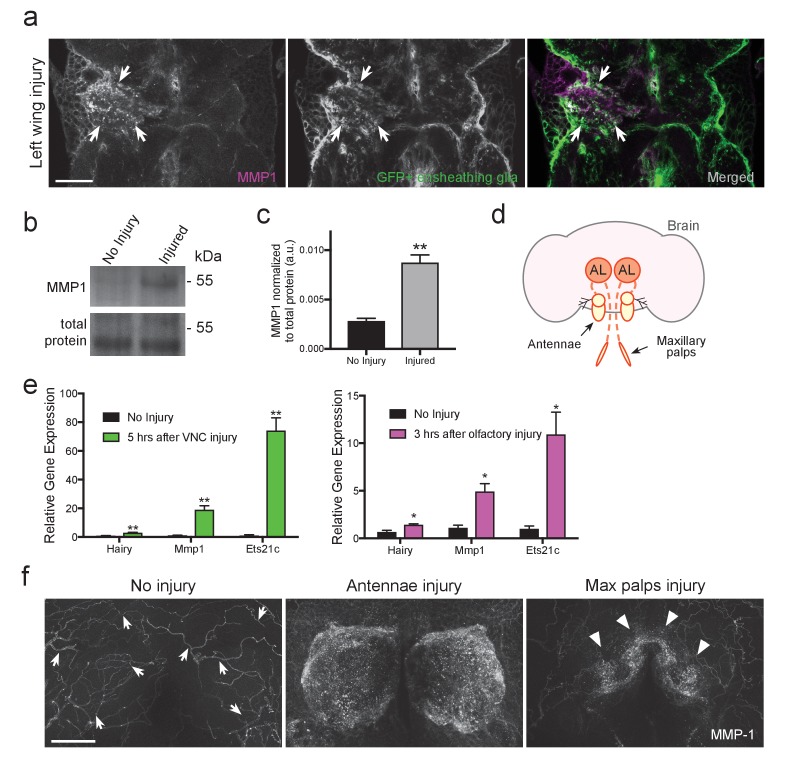
MMP-1 is upregulated in the adult VNC and the antennal lobes in response to axon neurodegeneration. (**a**) Representative one-micron confocal images of the anterior VNC expressing membrane-tethered GFP in ensheathing glia and immunostained for MMP-1 after left wing injury. White arrows point regions of increased Draper and glial membrane GFP on the side of injury. (**b**) Western blot stained with anti-MMP-1 (top panel) and total protein stain (bottom). VNC lysates from uninjured and injured (all legs and both wings) *w^1118^* flies. (**c**) Quantification of MMP-1 Western blots shown in panel **b**; **p<0.01; unpaired t-test; N = 4 biological replicates. (**d**) Schematic representation of the adult olfactory nerve injury assay. Olfactory neurons within the antennae and maxillary palps project into the antennal lobes (dark orange circles labeled as AL). (**e**) Comparative Q-PCR analysis of three select upregulated genes from RNA-seq screen (*hairy*, *MMP-1* and *ets21c*) in injured VNCs (legs, wings, and head) (left) and in the central brain after bilateral antennal and maxillary nerve axotomy (right). Values were normalized to ribosomal protein L32. N = 3 biological replicates per group. Mean ± SEM plotted; **p<0.01; *p<0.05; unpaired t-test. (**f**) Maximum intensity projections (25 μm) of MMP-1 immunostaining in the antennal lobe region of adult brains. In uninjured animals MMP-1 expression is localized to the trachea (arrows). Robust MMP-1 activity is observed in flies after a bilateral antennal injury. Specific accumulation of MMP-1 on maxillary palp axons and glomeruli after bilateral maxillary nerve axotomy indicated by arrowheads. Scale bars = 30 μm. Genotypes: Figure 5a: *UAS-mCD8::GFP/CyO; TIFR-Gal4/TM3*. Figure 5b–f: *w^1118^*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.016

**Figure 5—figure supplement 1.**
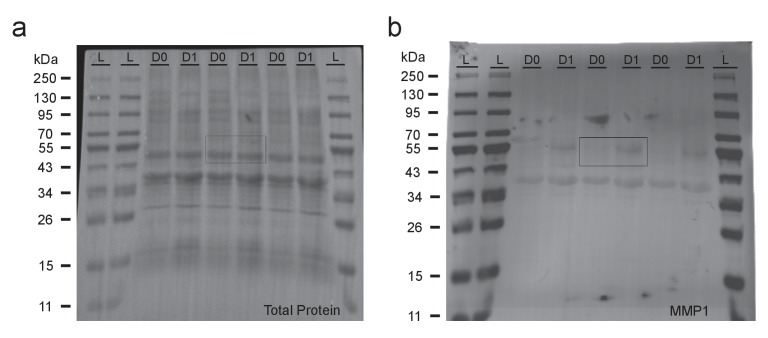
Uncropped Western blots shown in Figure 5b. (**a**) Total protein blot displaying three biological replicates for uninjured (D0) and injured (D1) samples. Legs and wings were removed 24 hr prior to dissections for injured samples. (**b**) Fluorescence image of the blot displayed in (**a**) probed for MMP-1. Boxes highlight cropped areas in Figure 5b. **DOI:** http://dx.doi.org/10.7554/eLife.23611.017

We then focused our analysis on the adult olfactory system, which offers additional genetic tools for cellular analysis. The *Drosophila* olfactory system contains two sets of external structures, the antennae and maxillary palps, which house ORNs that project to the antennal lobes in the central brain (Figure 5d). Removal of the antennae or maxillary palps severs the antennal or maxillary nerves, respectively, and local ensheathing glia respond by infiltrating the antennal lobes and clearing degenerating ORN material (Doherty et al., 2009). One notable advantage of the olfactory system nerve injury assay is that it permits analysis of degenerating sensory axons projecting into the antennal lobes with no interference from injured efferent projections to the antennae or maxillary palps. First, we performed a small-scale comparative Q-PCR analysis of a few upregulated genes identified in our VNC RNA-seq screen. All three queried genes were significantly upregulated in the VNC after injury (*Hairy*, *MMP-1*, and *Ets21C*) and, importantly, also in the central brain 3 hr after severing the antennal and maxillary nerves (Figure 5e), further suggesting that common transcriptional cascades are stimulated in central brain and VNC glia after neural injury.

Next, we assessed MMP-1 levels by immunostaining 24 hr after severing olfactory nerves. In uninjured brains, MMP-1 was detected at low levels on the tracheal network (arrows in Figure 5f). MMP-1 levels were dramatically increased in the antennal lobe neuropil regions 24 hr after severing both antennal nerves (Figure 5f, middle panel); we also observed a striking increase specifically on maxillary palp glomeruli after bilateral maxillary nerve injury (arrowheads, right panel Figure 5f). Together, these findings indicate that MMP-1 is acutely upregulated in the adult olfactory system after axotomy.

Finally, we hypothesized that ensheathing glia are responsible for the MMP-1 increase in the antennal lobes after olfactory nerve injury since (a) we observe a robust overlap between MMP-1 and ensheathing glial membranes in the injured VNC (Figure 5a) and (b) based on all known transcriptional and cellular readouts, ensheathing glia are the primary responders to antennal or maxillary nerve injury in the adult *Drosophila* olfactory system. We performed a more detailed analysis of MMP-1 localization in the antennal lobes after olfactory nerve axotomy by using various drivers to express membrane-tethered GFP (*UAS-mCD8::GFP*) in distinct cell types of the antennal lobe, including ensheathing glia (*TIFR-Gal4*), astrocytes (*alrm-Gal4*), a subset of maxillary palp ORNs (*OR85e-Gal4),* or in all ORNs with the pan-ORN driver (*orco-Gal4*). Notably, after antennal nerve injury, we observed overlap of MMP-1 and expanding ensheathing glial membranes but not astrocytic membranes (Figure 6a,b). Moreover, we do not observe MMP-1 accumulation on uninjured maxillary palp projections (dotted outlined regions in Figure 6c,d) despite the fact they were surrounded by degenerating antennal ORN axons after antennal nerve injury (Figure 6c,d).

**Figure 6.**
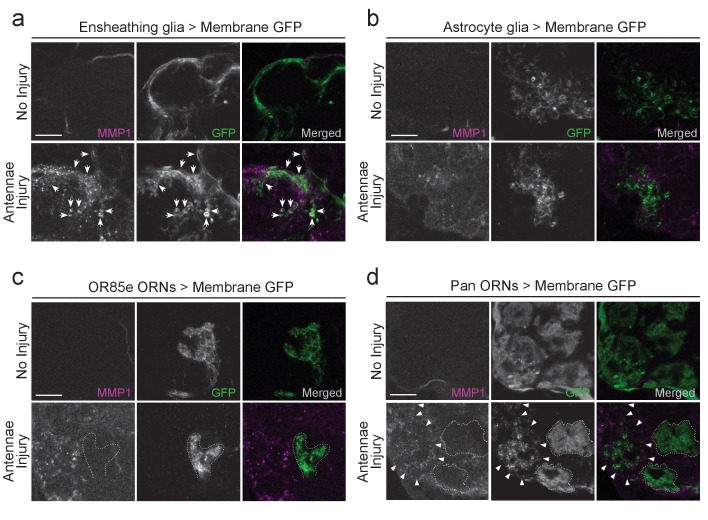
MMP-1 largely overlaps with ensheathing glia and degenerating axons after olfactory nerve injury. (**a–d**) Representative high magnification images of MMP-1 expression three days after antennal nerve injury in flies expressing membrane tethered GFP in discrete antennal lobe cell types. The same antennal lobe region for each uninjured and injured sample is shown. (**a**) After injury, MMP-1 (magenta) co-localizes with expanding GFP-labeled ensheathing glial membranes (green) (arrows). (**b**) GFP-labeled astrocyte glial membranes (green) display little overlap with MMP-1 (magenta) after injury. (**c,d**) After antennal nerve injury, MMP-1 (magenta) is void in glomeruli that contain uninjured GFP-labeled OR85e maxillary palp axons (green, dotted outline). (**d**) Pan-ORN expression of GFP (green) shows MMP-1 (magenta) accumulation in regions of degenerating ORN material (arrowheads) and lack of MMP-1 in areas that house maxillary palp ORNs (dotted outlines). Scale bars = 10 μm. One micron slice shown for all panels. Genotypes: Figure 6a: *UAS-mCD8::GFP/Cyo; TIFR-Gal4/TM3*; Figure 6b: *UAS-mCD8::GFP/CyO; alrm-Gal4/TM3*; Figure 6c: *OR85e-mCD8::GFP/CyO*; Figure 6d: *w^1118^; orco-Gal4/UAS-mCD8::GFP*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.018

### MMP-1 upregulation after axon injury requires Draper/STAT92E/AP-1 activity

ORN axotomy initiates a positive autoregulatory feedback loop in ensheathing glia, in which the activated Draper receptor triggers transcriptional upregulation of *draper-I* via JNK/AP-1 and STAT92E (Doherty et al., 2014; Lu et al., 2017; Macdonald et al., 2013). Thus, we wondered if a Draper signaling cascade might also target the *Mmp-1* locus in ensheathing glia after nerve injury. Indeed, we found that the local increase of MMP-1 in the VNC typically observed after leg injury (white arrowheads, Figure 7a) was undetectable in *draper* null mutants (Figure 7a). Similarly, in the olfactory system, MMP-1 upregulation was completely blocked in *draper^−/−^* flies (Figure 7b), indicating that Draper is essential for glial production of MMP-1 in a variety of contexts post-injury.

**Figure 7.**
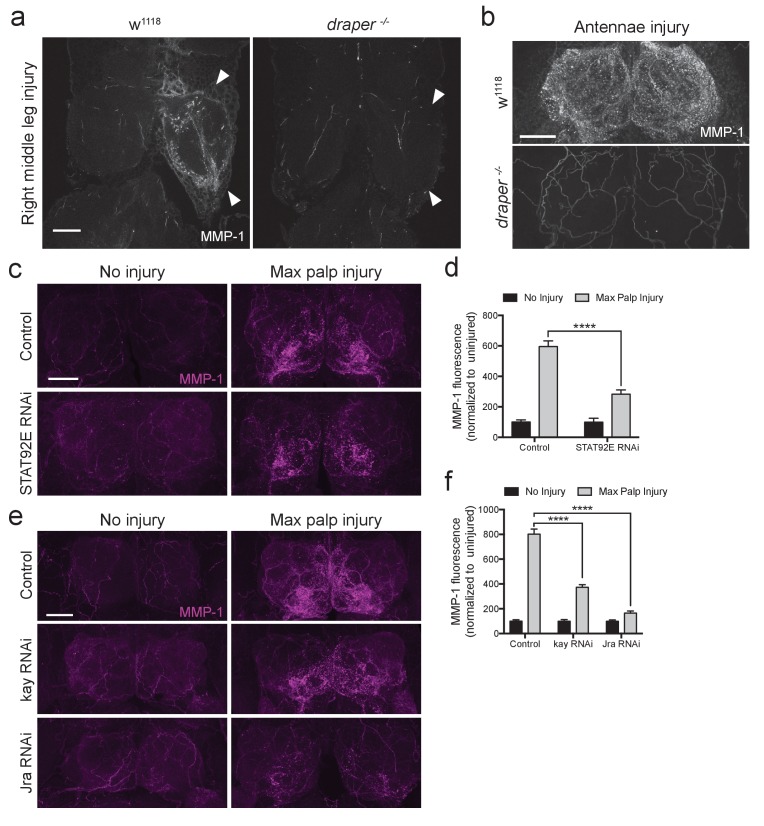
Draper/STAT92E/AP-1 are required for MMP-1 upregulation after injury. (**a**) Representative images of control and *draper* null animals one day after right middle leg injury. One-micron slices shown. Arrowheads point to neuropil that contain injured projections. (**b**) Representative images of control and *draper* null animals one day after bilateral antennal nerve axotomy. Maximum intensity projections shown (25 um). (**c**) Adult specific knockdown of STAT92E in glial cells leads to attenuated MMP-1 response to maxillary palp injury. Maximum intensity projections (25 μm) of MMP-1 immunostainings in control and STAT92E^RNAi^ flies. (**d**) Quantification of MMP-1 fluorescence in (**c**). Antennal lobes quantified: Control: No Injury N = 17; MP Injury N = 22. STAT92e^RNAi^: No Injury N = 10; MP Injury N = 14. Mean ± SEM plotted; ****p<0.0001; One-way ANOVA with Sidak post hoc test. (**e**) Adult specific knock down of kay and Jra in glial cells leads to attenuated MMP-1 response to maxillary palp injury. Maximum intensity projections (25 μm) of MMP-1 immunostainings in control and RNAi-expressing flies. (**f**) Quantification of MMP-1 fluorescence in (e). Antennal lobes quantified: Control: No Injury N = 22; MP Injury N = 24. kay^RNAi^: No Injury N = 24; MP Injury N = 28. Jra^RNAi^: No Injury N = 22; MP Injury N = 30. Mean ±SEM plotted; ****p<0.0001; One-way ANOVA with Sidak post hoc test. Scale bars = 30 μm. Genotypes: Figure 6a,b: *w^1118^* and *draper -/-*: *draper^Δ5rec9^/draper^Δ5rec9^*; Figure 6c–f: Control: *w^1118^; OR85e-mCD8::GFP, tubulin-Gal80^ts^/+; repo-Gal4/+*. STAT92E^RNAi^: *w^1118^; OR85e-mCD8::GFP, tubulin-Gal80^ts^, UAS-STAT92E^RNAi^; repo-Gal4/+*. kay^RNAi^: *w^1118^; OR85e-mCD8::GFP, tubulin-Gal80^ts^/+; repo-Gal4/UAS-kay^RNAi^*. Jra^RNAi^: *w^1118^; OR85e-mCD8::GFP, tubulin-Gal80^ts^/+; repo-Gal4/UAS-Jra^RNAi^*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.019

To determine if the transcription factors STAT92E or AP-1 are required for MMP-1 upregulation after axotomy, we performed in vivo knockdown experiments and assessed MMP-1 levels post-injury. Specifically, we used the pan glial driver *repo-Gal4* to express RNAi against STAT92E (*UAS-STAT92E^RNAi^*) or each subunit of the AP-1 heterodimer, kayak and Jra (*UAS-kay^RNAi^* or *UAS-Jra^RNAi^*). In addition, these flies carried a *tubulin-Gal80^ts^* transgene, which allowed us to temporally control the activity of GAL4 and, thus, specifically express each RNAi construct in post-mitotic adult glia. Interestingly, we found that glial depletion of STAT92E, kayak, or Jra resulted in significant inhibition of MMP-1 induction 24 hr after maxillary nerve axotomy (Figure 7c–f). Collectively, these results suggest that axon injury stimulates the Draper receptor to activate *Mmp-1* gene expression in glia, in a STAT92E/AP-1 dependent manner. Aside from the positive transcriptional feedback loop that has been described for *draper* (Doherty et al., 2014), *Mmp-1* now represents the first injury-responsive gene downstream of the Draper/MEGF10 receptor, suggesting that a broader Draper/STAT92E/AP-1 transcriptional program is activated in adult glia following axon injury.

### Draper promotes MMP-1 production in ensheathing glia after nerve injury

In the adult *Drosophila* CNS, ensheathing glia, but not astrocytes, express Draper and respond to olfactory nerve axotomy by upregulating *draper-I*, invading injured neuropil areas, and clearing degenerating neuronal debris (Doherty et al., 2009). We observed a dramatic increase in MMP-1 staining in a pattern that is strikingly similar to the ensheathing glial membrane expansion (Figure 2c). However, as MMP-1 is a secreted molecule, localization of the protein may not reflect its cell of origin. Thus, we took advantage of a previously characterized in vivo transcriptional reporter that expresses cytosolic beta-galactosidase (β-gal) under the control of a 4.7 kb fragment of the MMP-1 promoter (*Mmp-1-LacZ*) (Uhlirova and Bohmann, 2006). We analyzed activation of this reporter in flies that also carried the STAT92E or AP-1 transcriptional reporters, *10XSTAT92E-dGFP* or *TRE-GFP*, which are both selectively activated in olfactory ensheathing glia after antennal nerve injury (Doherty et al., 2009; Macdonald et al., 2013). We found that in *Mmp-1-LacZ* flies, β-gal was almost undetectable in uninjured brains, but levels were dramatically upregulated around the antennal lobes 24 hr after ORN axotomy (Figure 8a,b). Notably, we detected a striking overlap between increased ensheathing glial GFP expression in the *10XSTAT92E-dGFP* and *TRE-GFP* flies and β-gal after injury (Figure 8a,b). Finally, we used the ensheathing glial driver *TIFR-Gal4* to knockdown Draper by RNAi (*UAS-Draper^RNAi^*) in this glial subset. Strikingly, MMP-1 production was completely blocked one day after antennal nerve injury after depleting ensheathing glia of Draper (Figure 8c,d), strongly suggesting that MMP-1 is induced in ensheathing glia following ORN injury, in a Draper-dependent manner.

**Figure 8.**
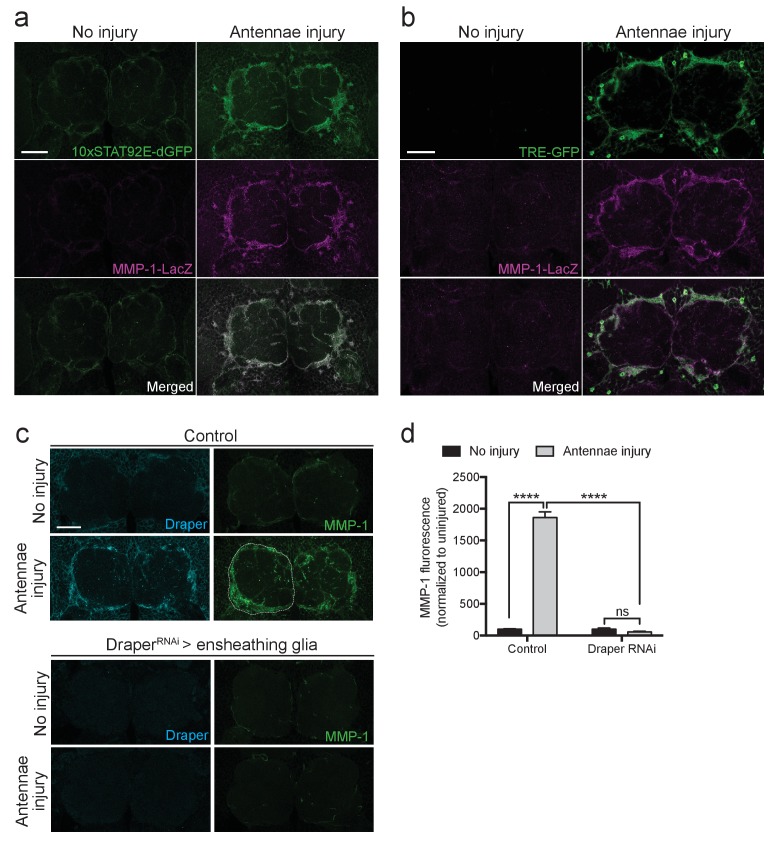
Ensheathing glia produce MMP-1 in response to axon injury. (**a**) Representative one micron confocal slices of the antennal lobe region showing STAT92E-dependent activation of dGFP (green) and *MMP-1-LacZ* transcriptional activity (β-gal in magenta) within the same cells one day after antennal nerve injury. (**b**) Representative one micron confocal slices of antennal lobes showing AP-1 activation (green) and *MMP-1-LacZ* transcriptional activity (β-gal in magenta) within the same cells one day after antennal injury. (**c**) Representative Draper (cyan) and MMP-1 (green) immunostainings in control animals or following ensheathing glial knockdown of Draper before and after antennal nerve injury. White dotted outline in control injured MMP-1 panel shows representative ROI for quantification. (**d**) Quantification of MMP-1 before and one day after nerve injury in control and Draper^RNAi^-expressing flies. Antennal lobes quantified: Control: No Injury N = 24; Antennae Injury N = 29. Draper^RNAi^: No Injury N = 12. Antennae Injury N = 24. Mean ± SEM plotted; ****p<0.0001; ns = not significant; Two-way. ANOVA with Sidak post hoc test. Scale bars = 30 μm. Genotypes: Figure 7a: *10xSTAT92E-dGFP/MMP-1-LacZ*. Figure 7b: *TRE-GFP/MMP-1-LacZ*. Figure 7c: Control: *TIFR-Gal4/+*. Draper^RNAi^: *TIFR-Gal4/UAS-Draper^RNAi^*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.020

### MMP-1 is required for dynamic glial responses to axotomy

MMPs can proteolytically target extracellular matrix molecules and influence cell migration, membrane outgrowth and invasion (Brown and Murray, 2015; Nabeshima et al., 2002). Thus, we reasoned that Draper-dependent activation of MMP-1 may be essential for ensheathing glial cells to access degenerating axons in the antennal lobe neuropil. We expressed membrane-tethered GFP in glia (*repo-Gal4, UAS-mCD8::GFP*) and quantified (a) expansion of glial membranes and (2) MMP-1 immunostaining around the antennal lobes one day after antennal nerve injury. In injured control flies, we observed a robust MMP-1 increase, particularly at the periphery of the antennal lobes, in areas overlapping with glial cell bodies and notable glial membrane expansion at this timepoint (Figure 9a,b, ‘AL Border’). Because MMP-1 is a secreted factor, we wondered if the distribution of MMP-1 may change over days. Indeed, three days after antennal nerve injury, we observed more MMP-1 immunostaining localized to the central regions of the antennal lobes (‘Inside AL’), as compared to the periphery of the antennal lobes (‘AL Border’) (Figure 9a,b). No MMP-1 expression was detected one or three days after injury in flies expressing MMP-1^RNAi^ under the control of the same glial driver (Figure 9—figure supplement 1).

**Figure 9.**
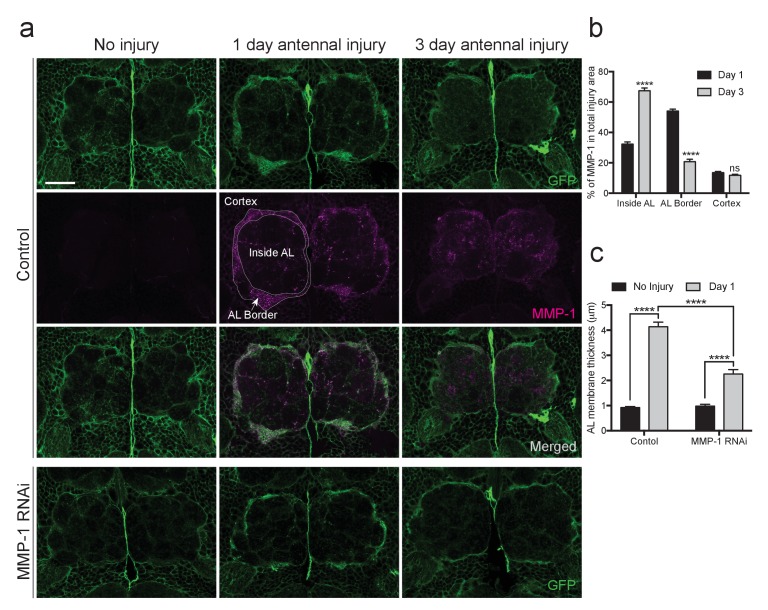
Injury-induced glial membrane expansion is attenuated in MMP-1-depleted animals. (**a**) Glial membranes are labeled with membrane-tethered GFP (green). Representative one micron confocal images of the antennal lobe regions show GFP and MMP-1 immunostaining (magenta) in control and glial-MMP-1^RNAi^ animals. (**b**) Quantification of MMP-1 in control animals one and three days after antennal nerve injury inside the antennal lobe (Inside AL), at the AL border (AL Border), and in the cortex region (Cortex). Antennal lobes quantified: Day 1: N = 26 antennal lobes; Day 3: N = 21 antennal lobes. Mean ±SD plotted; ****p<0.0001; ns = not significant; unpaired t-test. (**c**) Quantification of GFP^+^ glial membrane expansion one day after antennal nerve injury in control and MMP-1^RNAi^ flies; Antennal lobes quantified: Control: No Injury N = 34; Day 1 N = 30. MMP-1^RNAi^: No Injury N = 12; Day 1 N = 24. Mean ±SEM plotted; ****p<0.0001; Two-way ANOVA with Sidak post hoc test. Scale bars = 30 μm. Genotypes: Figure 8a–c: Control: *repo-Gal4, UAS-mCD8::GFP/+*. MMP-1 RNAi: *UAS-MMP-1^RNAi^/+; repo-Gal4, UAS-mCD8::GFP/+*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.021

**Figure 9—figure supplement 1.**
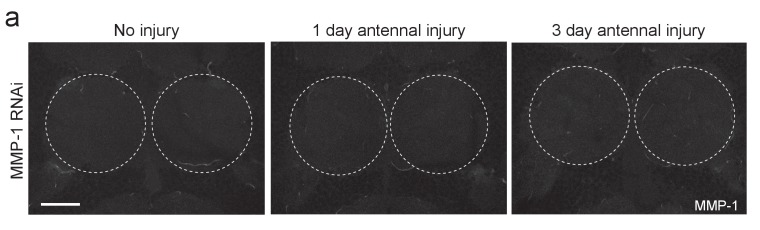
Adult specific glial expression of MMP-1RNAi leads to efficient glial MMP-1 knockdown. (**a**) Single confocal slices of the antennal lobes region showing MMP-1 fluorescence in brains from uninjured animals or one or three days after antennal nerve injury in flies expressing MMP-1^RNAi^ in glia. Dotted circles outline the antennal lobe region. No MMP-1 expression is observed in response to injury in flies expressing MMP-1 dsRNA. Scale bar = 30 μm. Genotypes: Control: *repo-Gal4, UAS-mCD8::GFP/+*. MMP-1 RNAi: *UAS-MMP-1^RNAi^/+; repo-Gal4, UAS-mCD8::GFP/+*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.022

**Figure 9—figure supplement 2.**
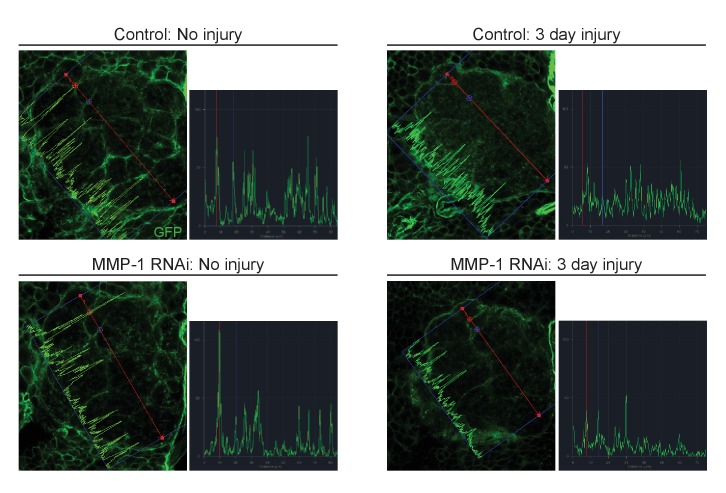
Glial membrane expansion in the neuropil region is attenuated three days after antennal injury in glial knockdown of MMP-1. Representative antennal lobe images of control and MMP-1^RNAi^ animals expressing membrane-tethered GFP in glia. Line scan through the antennal lobe shows fluorescence intensity profile. Red and blue dots in the image correspond to the red and blue lines in the corresponding traces. The red and blue dots show fluorescence intensity at the same two glomeruli positions. In uninjured control and. MMP-1^RNAi^ animals, glial membranes inside the antennal lobes are restricted to wrapping around entire distinct glomeruli. Three days after injury, control glial membranes expand within the antennal lobes and the distinct glomerular wrapping pattern is no longer discernable. In MMP-1RNAi animals, three days after injury the glial membrane segmentation of glomeruli is still visible, and fluorescence intensity peaks at glomeruli edges are still robust. Genotypes. Control: *repo-Gal4, UAS-mCD8::GFP/+.* MMP-1 RNAi: *UAS-MMP-1^RNAi^/+; repo-Gal4, UAS-mCD8::GFP/+*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.023

Importantly, we also found that glial membrane expansion was significantly reduced in MMP-1^RNAi^ flies one day after antennal nerve axotomy (Figure 9a,c), and several days later we observed striking differences in glial membrane distribution throughout the antennal lobes. In control flies, the glial membrane pattern shifts from distinct wrapping of glomeruli to a more diffuse distribution three days after nerve injury. This shift in pattern is notably less pronounced in glial MMP-1-depleted flies (Figure 9a,c and Figure 9—figure supplement 2).

Studies of normal cell migration and tumor cell invasion demonstrate that MMP-1 expression influences actin remodeling during cell movement (Rudrapatna et al., 2014). We have also previously shown that antennal nerve injury induces striking cytoskeletal remodeling, which requires activity of the protein phosphatase 4 (PP4) complex and likely also the Rho GTPase Rac1 in responding glia (Winfree et al., 2017). To determine how glial MMP-1 influences actin polymerization and cytoskeletal remodeling in response to axon injury, we stained control and glial MMP-1^RNAi^ brains with phalloidin-TRITC, which selectively binds filamentous actin (Wulf et al., 1979). These flies also *expressed UAS-mCD8::GFP* under the control of *TIFR-Gal4* to visualize ensheathing glial membranes. In control brains, we found that at both one and three days after antennal injury, increased phalloidin levels mirrored that of expanding glial membranes and MMP-1 expression after injury (Figure 10a,b). One day after antennal nerve axotomy, phalloidin staining was most robust at the periphery of the antennal lobes, while staining became more notable internally in the neuropil of the antennal lobe after three days (Figure 10a,b). Interestingly, ensheathing glial expression of MMP-1^RNAi^ strongly attenuated the increase in phalloidin staining at both time points (Figure 10a–c). We propose that reduced phalloidin staining in MMP-1-depleted animals corresponds to attenuated cytoskeletal remodeling within ensheathing glia due to delayed glial infiltration of the antennal lobe neuropil, although we cannot rule out the possibility that secreted MMP-1 also non-autonomously influences actin remodeling in other AL cell types. Nonetheless, our collective results indicate that ensheathing glial generated MMP-1 is essential for proper dynamic glial responses to axotomy in the adult fly brain.

**Figure 10.**
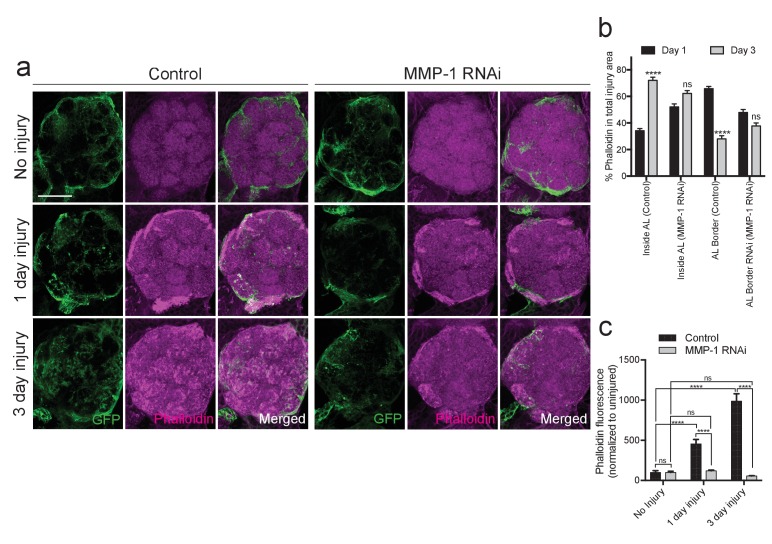
Injury-induced ensheathing glial membrane expansion and actin dynamics are attenuated after antennal injury in MMP-1-depleted animals. (**a**) Representative single antennal lobe immunostainings of Phalloidin-TRITC (magenta) in control and MMP-1^RNAi^ animals (uninjured flies and one or three days after antennal injury). Ensheathing glial membranes labeled with membrane tethered-GFP (green). Representative maximum intensity projections shown (5 μm). (**b**) Quantification of Phalloidin-TRITC expression one and three days after injury inside the antennal lobe and within the AL border in control and MMP-1^RNAi^ flies. Antennal lobes quantified: Control: Day 1 N = 18; Day 3 N = 18. MMP-1^RNAi^: Day 1 N = 17; Day 3 N = 12. Mean ± SD plotted; ****p<0.0001; ns = not significant; unpaired t-test. (**c**) Quantification of total Phalloidin-TRITC within the antennal lobes shown in (**a**); antennal lobes quantified: Control: No Injury N = 22; Day 1 N = 16; Day 3 N = 18; MMP-1^RNAi^: No Injury N = 18; Day 1 N = 18; Day 3 N = 12. Mean ± SEM plotted; ns = not significant, ****p<0.0001; Two-way ANOVA with Sidak post hoc test. Scale bars = 30 μm. Genotypes: Figure 9a–c: Control: *TIFR-Gal4/+*. MMP-1 RNAi: *TIFR-Gal4/UAS-MMP-1^RNAi^*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.024

### MMP-1 is essential for proper clearance of severed axons

Because glia must infiltrate the antennal neuropil to access injured axons and efficiently clear degenerating axonal material (Doherty et al., 2009; Logan and Freeman, 2007; MacDonald et al., 2006), we wondered if glial clearance of severed axons would be inhibited by loss of MMP-1. We performed glial specific knock down of MMP-1 in adult flies, using Gal80^ts^ to temporally control activation of *UAS-MMP-1^RNAi^*. These flies also carried an *OR85e-mCD8::GFP* transgene, which labels a subset of maxillary olfactory receptor neurons (OR85e) with membrane-tethered GFP. We performed bilateral maxillary nerve axotomy and quantified GFP^+^ axonal debris 3 days after injury. Significantly more OR85e axonal material lingered in the brain of MMP-1^RNAi^ flies 3 days after injury (arrowheads Figure 11a,b). We also confirmed that MMP-1 accumulation on severed nerves was significantly reduced in MMP-1-depleted animals (arrows Figure 11a,c). Finally, to complement our RNAi analysis, we used an independent method to inhibit MMP-1 activity. Tissue inhibitor of metalloproteinase (TIMP) acts as an endogenous inhibitor of MMP-1 by binding to the catalytic domain and inhibiting function (Brew and Nagase, 2010; Page-McCaw et al., 2003). We expressed *UAS-TIMP* in adult glial cells, quantified OR85e GFP^+^ axons 3 days after nerve injury, and importantly, found that TIMP overexpression also delayed clearance of degenerating axons 3 days after injury (Figure 11d,e). Collectively, our results suggest that Draper-dependent activation of MMP-1 is essential for ensheathing glia to invade neuropil regions and properly clear degenerating axonal debris after nerve injury.

**Figure 11.**
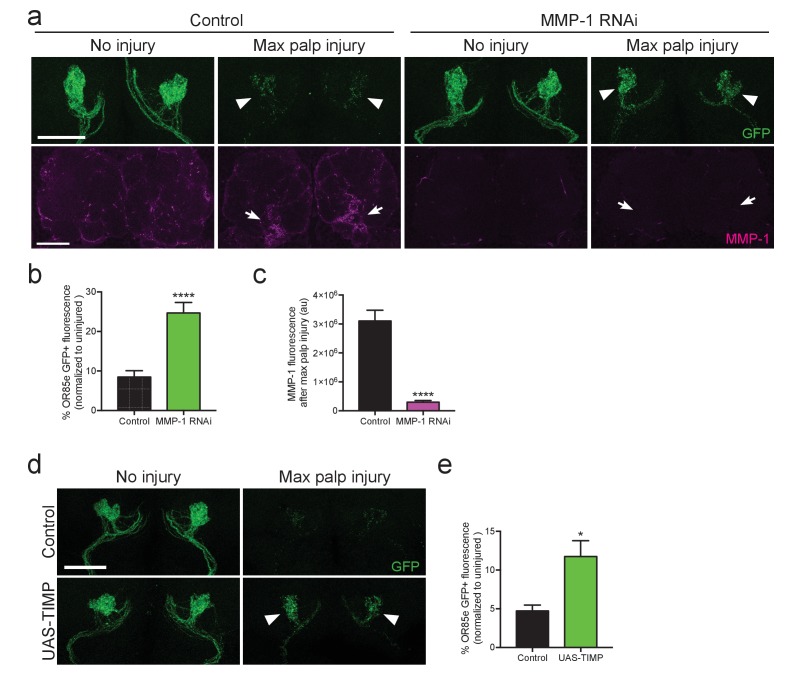
Adult specific inhibition of MMP-1 in glia leads to delayed clearance of adult degenerating axons. (**a**) GFP-labeled maxillary ORN axons. (green) before and three days after maxillary palp nerve axotomy in control animals and following adult specific glial knockdown of MMP-1. Arrowheads point to glomeruli quantified in (**b**). MMP-1 immunostainings in same brains (at lower magnification) shown in bottom panels (magenta). Arrows point to OR85e glomeruli regions quantified for MMP-1 fluorescence in (**c**). (**b**) Quantification of axon clearance three days after injury. Antennal lobes quantified: Control: N = 22. MMP-1^RNAi^: N = 30. Mean ±SEM plotted; ****p<0.0001; unpaired t test. (**c**). Quantification of MMP-1 fluorescence in (**a**). Antennal lobes quantified: Control. N = 27; MMP-1^RNAi^: N = 30. Mean ±SEM plotted; ****p<0.0001; unpaired t test. (**d**) GFP-labeled maxillary ORN axons before and three days after maxillary palp nerve axotomy in control animals and adult specific glial overexpression of TIMP. Arrowheads point to perdurance of axon debris in TIMP-expressing flies after axon injury. (**e**) Quantification of OR85e axon clearance three days after axotomy. Antennal lobes quantified: Control: N = 20; UAS-TIMP: N = 32. Mean ±. SEM plotted; *p<0.05; unpaired t test. Scale bars = 30 μm. Genotypes: Figure 10a: Control: w^1118^; OR85e-mCD8::GFP, tubulin-Gal80^ts^/+; repo-Gal4/+. MMP-1 RNAi: *w^1118^; OR85e-mCD8::GFP, tubulin-Gal80^ts^/UAS-MMP-1^RNAi^; repo-Gal4/+.* Figure 10d: Control: *w^1118^; OR85e-mCD8::GFP, tubulin-Gal80^ts^/+; repo-Gal4/+.* UAS-TIMP: *w^1118^; OR85e-mCD8::GFP, tubulin-Gal80^ts^/+; repo-Gal4/UAS-TIMP*. **DOI:** http://dx.doi.org/10.7554/eLife.23611.025

## Discussion

The fundamental components of innate glial immune responses to neurodegeneration are strikingly similar in flies and vertebrates. In mammals, acute insults such as spinal cord injury and stroke, activate numerous transcriptional cascades in reactive glia (Herrmann et al., 2008; Kim et al., 2002; Park et al., 2016; Pennypacker et al., 1994; Yu et al., 1995), but ascribing specific physiological roles to each member of the pathway is an ongoing and challenging endeavor. We have developed a novel in vivo injury model in the adult *Drosophila* VNC and defined a comprehensive dataset of conserved genes that are acutely up- and downregulated in response to nerve injury. This injury-responsive transcriptome now provides a foundation for translatable experiments in *Drosophila* that will rapidly advance our understanding of innate glial immunity mechanisms.

Here, we provide the first in vivo transcriptome profiling analysis in a *Drosophila* nerve injury model. Our assay revealed cohorts of upregulated genes implicated in innate immunity in other phagocytic *Drosophila* cell types and in both professional and amateur vertebrate phagocytes, including members of the Toll-like signaling pathway, which validates the adult VNC injury assay as a reliable model to explore prospective cascades that govern innate glial responses. We should note that because our VNC harvests did not utilize a glial-specific isolation strategy, our dataset likely contains some transcripts upregulated in neurons projecting to peripheral injured structures. 

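None of 21 neuronal markers changed in edgeR's test, with 1 at an unadjusted p under 0.05, 0 called by limma-voom or DESeq2, and 1 higher without injured library 1. The microtubule protein gene futsch was at 9126 ± 924 CPM in uninjured and 9273 ± 1060.0 CPM in injured VNCs (SD, n = 5; adjusted p = 0.901), and the set had a median of 0.02 and a camera adjusted p of 0.639. Of 8 tested genes of axon degeneration and regeneration, 2 rose and 6 did not pass (2 when adjusted over the list alone; camera adjusted p = 0.282, median 0.03). These were axed, which acts in axon death, by 0.48 (SE 0.06, adjusted p = 1.27e-04), and CG34373, the entry used here for Ect4, by 0.71 (SE 0.07, adjusted p = 1.29e-05). Of 16 glial markers, 2 rose, 7 fell and 7 did not pass (2 and 7 when adjusted over the list alone). The gene e (ebony), whose enzyme joins β-alanine to amines in glia, rose from 131 ± 22.7 to 657 ± 103 CPM (adjusted p = 5.55e-08). The glial transcription factor gene repo fell by 0.47 (SE 0.06, adjusted p = 8.70e-05), the axon-ensheathing gene wrapper by 0.89 (SE 0.11, adjusted p = 5.14e-05), and the blood-brain barrier transporters Tret1-1 and Mdr65 by 1.30 (SE 0.07, adjusted p = 2.97e-08) and 1.85 (SE 0.20, adjusted p = 1.48e-05). The glial list had a median of -0.35 and an adjusted p of 0.00452 with camera and 0.460 with an estimated correlation, and lost its call without uninjured library 5 (adjusted p = 0.0152) or injured library 2 (0.0104).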

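Of 9 tested hemocyte markers, 4 fell and 5 did not pass (5 lower when adjusted over the list alone), among them the hemolectin gene Hml by 1.08 (SE 0.24, adjusted p = 0.00589) in edgeR's test (n = 5 per group), while Pxn was at -0.16 (adjusted p = 0.0237). This list had an adjusted p of 0.00517 with camera and 0.327 with an estimated correlation, and lost its call without uninjured library 4 (adjusted p = 0.0104) or injured library 3 (0.0132) or 5 (0.0106). Hml did not pass without uninjured library 2 or 4 or injured library 3, 4 or 5 (adjusted p = 0.0111 to 0.0160), and 2 hemocyte markers were lower without uninjured library 2 or injured library 3, 4 or 5. None of 20 muscle markers passed (5 at an unadjusted p under 0.05, all higher; 0 by limma-voom or DESeq2), with the myosin gene Mhc at 1.10 (SE 0.52, adjusted p = 0.149), a median of 0.73 and a camera adjusted p of 0.247. The mean log2 CPM of the muscle list was 5.14 in injured library 3 and 6.69 to 7.85 in the other injured libraries, against 6.04 to 6.64 in uninjured ones, and without injured library 3, 6 muscle markers were higher and the set's adjusted p was 5.40e-05. Of 5 tested tracheal markers, vvl rose by 0.35 (SE 0.06, adjusted p = 0.00132) and Atet by 0.33 (SE 0.05, adjusted p = 4.17e-04) and 3 did not pass (2 higher when adjusted over the list alone). Their median was -0.06 and their mean 0.04, with a camera adjusted p of 0.533.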

Notably, mammalian CNS motor neuron axons do not regenerate after mechanical or ischemic injury unless intrinsic proregenerative transcriptional programs are activated through neuron preconditioning (Neumann and Woolf, 1999; Neumann et al., 2002; Qiu et al., 2005). Similar axonal regeneration programs have been defined in *Drosophila* larval motoneurons, including retrograde pathways that require the highly conserved mediators dual leucine zipper kinase (DLK) and cAMP/PKA (Brace and DiAntonio, 2017; Hao et al., 2016; Xiong et al., 2010). Robust axon regeneration models have not yet been fully developed in adult flies, although some groups have shown that adult *Drosophila* neurons do have some capacity, albeit limited, to regenerate after an injury event (Ayaz et al., 2008; Soares et al., 2014). It remains to be determined if the adult VNC injury model will reveal transcriptional changes in motor neurons (or other neuronal subtypes) that are components of a preconditioning program.

Our screen revealed MMP-1 as a novel gene upregulated in ensheathing glia in the fly CNS in response to axon degeneration. In addition, we discovered that injury-induced expression of MMP-1 in glia requires the engulfment receptor Draper, as well as the transcription factors AP-1 and STAT92E. Our AP-1 and STAT92E loss of function results mirror findings in other organisms that report MMP genes are regulated by JNK signaling, AP-1 and/or STAT92E (Chakraborti et al., 2003; Korzus et al., 1997; Stevens and Page-McCaw, 2012), highlighting the AP-1/STAT92E/MMP-1 cascade as an evolutionarily conserved module of innate glial immunity. Previous work has demonstrated a requisite role for Draper during infiltration of Drosophila neuropil after olfactory nerve injury (MacDonald et al., 2006; Ziegenfuss et al., 2012), but the molecular mechanisms were unclear. Our work is now the first to couple Draper, which is classically considered an engulfment recognition receptor (Chung et al., 2015; Logan et al., 2012; Tasdemir-Yilmaz and Freeman, 2014; Zhou et al., 2001), to a transcriptional cascade that we propose actively promotes extracellular matrix remodeling and glial cell motility via MMP-1 induction. Indeed, MMPs can cleave extracellular matrix molecules to accommodate increased cell migration in a variety of organs and cell types, including metastatic cancer cells (Al-Alem and Curry, 2015; Deryugina and Quigley, 2015; Page-McCaw, 2008; Thakur and Bedogni, 2016). MMPs can also target specific ligands or receptors to reveal cryptic sites and modulate intercellular signaling (Bauvois, 2012; Chakraborti et al., 2003; Page-McCaw et al., 2007; Zhang et al., 2006). Here, we show that in response to adult antennal nerve axotomy, activation of the ensheathing glial receptor Draper is required for the production of the secreted protease MMP-1 in ensheathing glial cells within 24 hr. Our results also reveal that loss of MMP-1 inhibits dynamic membrane expansion of ensheathing glia and delays glial clearance of degenerating olfactory receptor neuron axons. We favor a model in which released MMP-1 remodels the extracellular matrix – and perhaps transmembrane molecules (e.g. adhesion factors) - to facilitate ensheathing glial infiltration into the inner regions of the antennal lobes that house a large number of degenerating axons. This model is supported by the fact that we observe increasing levels of MMP-1 in more central regions of the antennal lobes over time (three days post-injury, as compared to one day post-injury), a time that closely corresponds to ensheathing glia membrane extension and accumulation within the central antennal lobes. However, we can’t exclude the possibility that secreted MMP-1 also cleaves factors on degenerating axons to encourage fragmentation or perhaps even release peptide fragments that serve as secondary ligands to further stimulate responses from local ensheathing glia.

MMPs do not appear to cleave target proteins at specific consensus sites. Therefore, identifying the likely abundant MMP targets in the CNS has been an ongoing challenge. One molecule cleaved by *Drosophila* MMP-1 during development is the transmembrane adhesion factor NinjurinA (NinjA). Most organs of the fly contain an intricate tracheal network that transports essential gases or fluids (Samakovlis et al., 1996), and MMP-1 cleavage of NinjA on the surface of tracheal cells is essential for proper branching and formation of a mature tracheal system (Zhang et al., 2006). Interestingly, Ninjurins are a conserved family of factors that were initially identified by screening for upregulated genes in a rodent nerve injury assay (Araki and Milbrandt, 1996). Several groups have since confirmed that one or more Ninjurins are upregulated in injury, stress, and inflammation models, although the specific function of Ninjurins is still unclear (Jennewein et al., 2015; Koike et al., 2008; Lee et al., 2016). Intriguingly, NinjA was also upregulated in our VNC injury screen (Figure 4d and Figure 4—source data 2), and it will be interesting to explore a potential mechanistic connection between MMP-1 and NinjA in the context of glial recruitment to injury sites and phagocytic clearance of degenerating axonal debris. 

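NijA (FBgn0036101), which encodes the membrane protein Ninjurin A, rose from 5.82 ± 1.69 to 98.1 ± 14.6 CPM (SD, n = 5) and was 16.8-fold higher in injured VNCs, a log2 fold change of 4.07 (SE 0.17, adjusted p = 3.73e-09) in edgeR's test. Of 14 tested genes of the extracellular matrix and its proteases, 4 rose and 10 did not pass (4 higher when adjusted over the list alone), and 1 was lower without injured library 1 and 2 without injured library 5. Those that rose were NijA, Mmp1, Timp and Mmp2. The study itself reports that NijA and Mmp1 rose in these samples, so the direction of these genes is not independent evidence. The collagen gene Col4a1 was at -0.32 (SE 0.23, adjusted p = 0.339) and the perlecan gene trol at -0.29 (SE 0.15, adjusted p = 0.194). The list's median was -0.23 and its mean 0.43, and camera gave an adjusted p of 0.666. Mmp2 passed in only 1 of the 10 fits that each left out a library, that without injured library 3.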

Finally, the mammalian genomes contain about two dozen MMP genes, and the encoded proteases fall into three different structural categories: secreted, GPI-anchored, and transmembrane-tethered (Chakraborti et al., 2003). The significance of spatially restricting select MMPs is still unclear. *Drosophila* MMP-1 is secreted, while MMP-2 is GPI-anchored (Page-McCaw, 2008), and it remains unclear whether MMP-2 also contributes to innate glial immunity in the adult fly brain. Nonetheless, the fly clearly offers a powerful model to explore important questions about target specificity and release mechanisms of MMP in reactive glia, as well as in other contexts (Depetris-Chauvin et al., 2014).

In addition to influencing disease and cancer progression (Gialeli et al., 2011; Rosenberg, 2002) and injury responses (Candelario-Jalil et al., 2009), MMPs can also influence structural and functional synaptic remodeling in the healthy brain (Fujioka et al., 2012). For example, MMP-9 levels are significantly increased in the CA1 region of the hippocampus after induction of late-phase long-term potentiation (L-LTP) (Huntley, 2012). Pharmacological or genetic inhibition of MMP-9 blocks not only L-LTP, but also the spine enlargement that is typically associated with persistent LTP. Conversely, gain of function experiments have revealed that MMP-9 is sufficient to promote synaptic structural remodeling, likely through proteolytic cleavage of integrins and/or integrin ligands (Huntley, 2012). These recent findings introduce new concerns for how pathological release of MMPs might influence neural circuitry and function. High levels of MMP activity or expression could contribute to maladaptive wiring after acute injury and in disease states. Elucidating the upstream signaling pathways that modulate MMP expression, as well as defining the full array of MMP targets in the healthy and diseased brain, will be critical to parse out the protective versus potentially detrimental role of MMPs in the CNS. Given that the Draper receptor, STAT, AP-1, and MMP family of secreted proteases are all highly conserved, we anticipate that our work will provide new insight into how MEGF10 mechanistically contributes to glial engulfment of apoptotic neurons and synaptic/axonal clearance, as well as functional neuronal recovery, in mammals.

## Materials and methods

### Peripheral nervous system (PNS) axotomy assay

Peripheral nerve injury was induced in adult *Drosophila* by removing legs, wings, and/or head with Vannas scissors (World Precision Instruments # 500260 G, RRID:SCR_008593) while flies were anesthetized with CO_2_. Legs were severed at the midpoint of the femur, and wings were severed at longitudinal vein 6. Injured flies were placed dorsal side down on 1% agarose pads in a covered petri dish. In experiments where the head was also removed, the head was removed prior to the legs and wings. We found it was critical to include a wet Kim wipe in the dish to prevent desiccation of the flies. Control flies were also placed in 1% agarose vials and both control and experimental (injured) animals were kept at room temperature for 5 hr. VNCs were dissected in Jan’s Saline (0.5 mM Ca^2+^) and immediately frozen on dry ice. Injured animals that did not move the remaining proximal portion of leg in response to gentle forcep manipulation were discarded. For immunohistochemical experiments where only single peripheral organs were removed, the flies were placed back onto food vials after injury.

### Olfactory receptor neuron (ORN) axotomy assay

ORN axotomy was induced in adult *Drosophila* by surgical ablation of the third antennal segments or maxillary palp structures. Flies were maintained at 22–23°C. For adult specific knock down or over expression of genes, flies expressing a temperature sensitive version of Gal80 (*tubulin-Gal80^ts^)* were shifted to 30°C for one week to induce glial expression of each gene of interest and returned to 30°C after ablating maxillary palps until dissection. Control flies for these experiments were treated with the same temperature shift protocol.

### Immunolabeling

Adult *Drosophila* whole flies or heads were fixed (1xPBS, 0.1% Triton X-100, 4% PFA) at room temperature for 16 min. Samples were then washed 1 × 1 min and 2 × 5 min while rocking in PBSTx0.1 (1xPBS, 0.1% Triton X-100) at room temperature. Fixed samples were maintained on ice while VNCs or brains were dissected at room temperature in PBSTx0.1. Tissue was post fixed for 16 min, washed 2 × 2 min in PBSTx0.1, and incubated overnight with primary antibodies in PBSTx0.1. The next day, samples were washed 4 × 30 min with PBSTx0.1 and incubated with secondary antibodies (in PBSTx0.1) for 2 hr at room temperature. Samples were then washed 4 × 30 min with PBSTx0.1 and mounted on slides in VECTASHIELD mounting media (Vector Labs, RRID:AB_2336789).

### Confocal microscopy and analysis

All samples were imaged on a Zeiss LSM 700 with a Zeiss 40 × 1.4 NA oil immersion plan-apochromatic lens. VNCs and brains within a single experiment (i.e. those being directly compared for quantification) were whole mounted under a single #1.5 cover glass in VECTASHIELD. All samples in a given experiment were imaged on the same day with the same confocal microscope settings. Volocity 3D Image Analysis Software (Perkin Elmer, RRID:SCR_002668) was used for fluorescence quantification and GraphPad Prism (RRID:SCR_002798) was used for statistical analysis. Quantification of OR85e GFP-labeled glomeruli was performed on 3D volumes segmented to GFP signal in Volocity. Total intensity measurements were calculated and background fluorescence was subtracted. To quantify MMP-1 levels in adult brains after maxillary palp injury, total intensity measurements were calculated in regions of interest made around the entire antennal lobe. Glial membrane expansion one day after antennal nerve axotomy was quantified by measuring the thickness of GFP^+^ ensheathing glial membranes at several locations around each antennal lobe on single confocal slices at a consistent anterior depth of 6 μm into the brain.

### Antibodies

Primary antibodies were used at the following dilutions: chicken anti-GFP (ThermoFisher, #A10262, RRID:AB_2534023) at 1:1000; mouse anti-Draper (Developmental Studies Hybridoma Bank, 8A1 RRID:AB_2618106 and 5D14 RRID:AB_2618105) at 1:400, guinea pig anti-Draper (gift from E. Kurant) at 1:10000, mouse anti-MMP-1 (Developmental Studies Hybridoma Bank, 14A3D2 RRID:AB_579782, 3A6B4 RRID:AB_579780, 3B8D12 RRID:AB_579781, 5H7B11 RRID:AB_579779) at 1:50 used at 1:1:1:1 ratio, Phalloidin-TRITC (Sigma, #P1951 RRID:AB_2315148) at 1:250. All secondary antibodies (Jackson Immunoresearch, 715-295-150 RRID:AB_2340831, 703-545-155 RRID:AB_2340375, and 706-605-148 RRID:AB_2340476) were used at a dilution of 1:400.

### Western blot analysis

VNCs were dissected in Schneider’s *Drosophila* Medium (ThermoFisher, #21720001) and homogenized in 3 μL 1x Loading Buffer per VNC. Protein lysate of 5–6 VNCs were loaded onto 4–20% Tris-Glycine gels (Lonza, #59517) and transferred to Immobilon-FL (Millipore, #IPFL00010). After transfer, total protein density per lane was measured using MemCode Reversible Protein Stain (ThermoFisher, #24585). Blots were probed with mouse anti-MMP-1 (1:100 at a 1:1:1:1 ratio) and incubated overnight at 4°C, washed several times with 1xPBS/0.01% Tween 20, and probed with appropriate fluorophore-conjugated antibodies secondary antibody at 1:2000 (Jackson Immunoresearch, #715-625-150 RRID:AB_2340868) for 2 hr at room temperature. Additional washes were performed with 1xPBS/0.01% Tween 20 and a final wash in 1xPBS. Total protein stain blots were imaged on G:BOX F3 Imaging System and analyzed with ImageJ (RRID:SCR_003070); fluorescent blots were imaged on Li-cor Odyssey CLx (RRID:SCR_014579) quantitative western blot imaging system and data was quantified using LiCor Image Studio software (RRID:SCR_014211). Images in Figure 5 has been cropped for presentation. Full size image is presented in Figure 5—figure supplement 1.

### Sample preparation for RNA-seq

For each biological replicate, 60–80 *w^1118^* flies (3–5 days old) with equal numbers of males and females were injured, and 50 VNCs were used per biological replicate for RNA extraction. For injured samples, all six legs, both wings, and the head were severed with Vannas scissors while flies were anesthetized with CO_2_ as described above. Frozen tissue was crushed in 500 ul of Trizol with glass beads and a pestle and then stored at −80°C until all samples were ready for RNA extraction. A total of 5 biological replicates were collected for each condition (injured and uninjured). RNA extraction was performed by first spinning crushed material at 11,000xg for 10 min at 4°C to pellet cuticle and lipids. Trizol supernatant was transferred to fresh tube, 1/5 vol of chloroform was added to each sample and mixed in a 5’ Prime- Heavy Phase Lock Gel, and samples were then centrifuged (12,000xg for 15 min). The aqueous phase was removed and RNA was isolated on RNA Clean and Concentrator−5 columns (Zymo Reserach #R1016). DNAse digestion using Ambion DNA-free kit (ThermoFisher #AM1906) was performed and RNA was quantified using the Qubit fluorometer.

### RNA-seq screen

Total RNA samples were sent to the Massively Parallel Sequencing Shared Resource (MPSSR) at Oregon Health and Science University (OHSU) for library preparation. Briefly, total RNA concentration and sample integrity was assessed using an Agilent RNA 6000 Pico chip on an Agilent Technologies 2100 Bioanalyzer instrument (Figure 4—source data 1). Following quantification and quality control, 325 ng of total RNA was subjected to ribosomal RNA reduction via Epicenter’s Ribo-Zero Gold kit (Human/Mouse/Rat). The output was then used with Illumina’s TruSeq RNA Sample Preparation Kit v2, beginning at the RNA fragmentation step. Poly(A) selection was not performed due to limited starting material. Barcode indexing adapters were ligated and all 10 samples (5 control and five injured) were sequenced (100 bp single end reads) on a single flow cell lane on the Illumina HiSeq 2500 Seqeuncer. Across samples, an average of 85.2% of the fragments mapped to the *Drosophila* genome; 41.2% of these mapped to exons and 9% to introns (Figure 4—source data 1). 

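Intron reads made up 8.93 ± 0.309% of reads in uninjured and 9.41 ± 0.661% in injured libraries (SD, n = 5 each; 2-sided exact permutation test, p = 0.175, adjusted p = 0.243 over 8 library measures). Without injured replicate 1, which had the lowest share (8.30%), the adjusted p was 0.0317. Intergenic reads made up 10.8 ± 0.501% and 10.5 ± 0.324% (exact p = 0.278, adjusted p = 0.317).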

Notably, 22% of reads corresponded to ribosomal RNA (rRNA) and small nuclear RNA (snRNA). 

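Reads of rRNA and snRNA made up 20.7 ± 1.09% in uninjured libraries (19.5% to 22.4%) and 23.9 ± 2.93% in injured libraries (19.6% to 26.9%; SD, n = 5 each; 2-sided exact permutation test, p = 0.0714, adjusted p = 0.222 over 8 library measures).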

Enhanced ribosomal RNA mapping and reduced exon mapping may have been influenced by the fact that our ribosomal RNA depletion kit was not specific to *Drosophila*.

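Exon reads made up 42.6 ± 0.844% in uninjured and 39.9 ± 2.80% in injured libraries (SD, n = 5 each, 2-sided exact permutation test, p = 0.111, adjusted p = 0.222 over 8 library measures). Injured replicates 3, 5 and 6 had 37.2%, 38.2% and 38.1%, below every uninjured library (41.3% to 43.4%), while injured replicates 1 and 4 had 43.1% and 42.7%. Splice junction reads, which were not tested, made up 1.84% to 1.99% in uninjured and 1.52% to 1.84% in injured libraries.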

### RNA-seq informatics analysis

RNA-seq alignment was performed with PerkinElmer GeneSifter Analysis Edition (GSAE) software. Briefly, HiSeq 2500 reads were uploaded to Geospiza’s server for alignment to the *Drosophila melanogaster* genome (Release 5.57) via the Burrow-Wheeler Alignment tool .Li and Durbin, 2009 Raw read counts were transformed to transcripts per kilobase million (TPM) (Wagner et al., 2012) (Figure 4—source data 2) via first dividing by the length of the longest annotated transcript for a given gene and then dividing by the number of mapped reads for that particular biological replicate, thereby normalizing for differences in transcript length and read depth. Before statistical analysis, the gene list was filtered to ensure at least one group (injured or unInjured) had an average TPM value >2. This cutoff has been reported to robustly identify actively transcribed genes (Wagner et al., 2013). This produced a list of 9364 expressed genes that were analyzed for differential expression via the Shiny Transcriptome Analysis Resource Tool (START) application (Nelson et al., 2017). Briefly, START performs trimmed mean of M values (TMM) normalization (Robinson and Oshlack, 2010), then transforms with mean-variance modelling at the observational level (voom) (Law et al., 2014) and then tests for group effects via a linear regression model. Lastly, false discovery rate is corrected via the Benjamini-Hochberg procedure (Benjamin and Hochberg, 1995). In our studies, we utilized a conservative adjusted p-value of <0.01 for considering differential gene expression as significant.

Genes that were significantly changed in the injured condition were converted to their closest orthologs in various model organisms using DIOPT (DRSC Integrative Ortholog Prediction Tool) (Hu et al., 2011) (Table 1—source data 1). Finally, Annokey (Park et al., 2014) analysis was performed on upregulated genes to identify factors previously implicated in cell movement, migration, and invasion (Table 1a, b and Table 1—Source code 1–3).

### Quantitative reverse transcriptase–PCR analysis

Total RNA was extracted and quantified as described for the RNA-seq screen. For cDNA synthesis, 60 ng of DNAse-treated total RNA was reverse transcribed using qScript cDNA SuperMix (Quantabio # 95048–100). The resulting cDNA was diluted 1:5 and 5 ul was used for a single RT-PCR reaction. All real time assays were performed using TaqMan gene expression assays (ThermoFisher) and PerfeCTa FastMix II Rox (Quantabio, #95119–250) on a StepOne Real-Time PCR system (ThermoFisher). Ribosomal Protein L28 (Rpl28), TaqMan assay Dm01804541_g1 was used as a control housekeeping gene. Raw Ct values of Rpl28 were unchanged between the uninjured (28.31, SEM. 3037, n = 3) and 5 hr post injury (28.34, SEM. 2030, n = 3) samples. 

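RpL28 was at 77.5 ± 7.03 TPM in uninjured and 75.5 ± 8.81 TPM in injured VNCs (SD, n = 5 each; 2-sided exact permutation test, p = 0.683). Its log2 fold change was 0.02 (SE 0.06, adjusted p = 0.865) in edgeR's test. RpL32, another ribosomal protein gene, was at -0.20 (SE 0.11, adjusted p = 0.209), and passed without injured library 1 (adjusted p = 0.00931). Of 79 tested genes of cytoplasmic ribosomal proteins, RpS14b was lower, at -0.38 (SE 0.09, adjusted p = 0.00939), and 78 did not pass (0 when adjusted over the list alone, with 9 lower and 0 higher at an unadjusted p under 0.05). The list's median was -0.16, with an adjusted p of 7.35e-06 with camera and 0.599 with an estimated correlation. Without injured library 1, which held the highest RpS14b level of the injured libraries, 23 of these genes were lower, and RpS14b did not pass without any library other than that and uninjured library 5.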

Our RNA-seq results confirmed that Rpl28 is an appropriate housekeeping gene (Digital gene expression levels of Rpl28 (n = 5): No Injury – 77.5 ± 3.14 TPM and Injured – 75.5 TPM ±3.93 TPM.

Additional TaqMan gene expression assays were utilized: Ets21c-Dm01814139_m1; PGRP-SA-Dm01837990_g1; MMP-1-Dm01820359_m1; Relish-Dm02134843_g1; Ninjurin A-Dm01798347_g1; Hairy- Dm01822363_m1; Rac2-Dm01840631_s1; Cactus-Dm01807760_m1; Notch-Dm01841974_g1; CG6277 – Dm02369365_s1.

### *Drosophila* stocks

For all experiments, flies were between 3–10 days old. The following *Drosophila* genetic insertions were used: OR85e-mCD8::GFP/CyO (gift from B. Dickson), UAS-mCD8::GFP (Bloomington 5137, RRID:BDSC_5137), UAS-mCD8::GFP (Bloomington 5130, RRID:BDSC_5130), Repo-Gal4 (MacDonald et al., 2006), tubulin-Gal80^ts^ (Bloomington 7108, RRID:BDSC_7108), 10XSTAT92E-dGFP (Bach et al., 2007), TRE-GFP (Chatterjee and Bohmann, 2012), Gr22c-Gal4 (Bloomington 57605, RRID:BDSC_57605), TIFR-Gal4 (Yao et al., 2007), alrm-Gal4 (Doherty et al., 2009), Dee7-Gal4 (Doherty et al., 2014), Draper^Δ5rec9^ (MacDonald et al., 2006), UAS-MMP-1^RNAi^ (Uhlirova and Bohmann, 2006), UAS-MMP2^RNAi^ (Chatterjee and Bohmann, 2012), UAS-TIMP (Bloomington 58708, RRID:BDSC_58708), w^1118^ (Bloomington 5905, RRID:BDSC_5905), UAS-Draper^RNAi^ (MacDonald et al., 2006), MMP-1-LacZ (Chatterjee and Bohmann, 2012), UAS-STAT92E^RNAi^ (Vienna Drosophila Resource Center 43866), UAS-kayak^RNAi^ (Bloomington 31391, RRID:BDSC_31391), UAS-Jra^RNAi^ (Bloomington 3159, RRID:BDSC_3159), orco-Gal4 (Larsson et al., 2004) (Bloomington 23292, RRID:BDSC_23292).

## Additional files

### Major datasets

The following dataset was generated:

Purice MD,Ray A,Munzel EJ,Pope BJ,Park DJ,Speese SD,Logan MA,2017,Data from: A novel Drosophila injury model reveals severed axons are cleared through a Draper/MMP-1 signaling cascade,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE92759,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE92759)

# Supplementary material for: A novel Drosophila injury model reveals severed axons are cleared through a Draper/MMP-1 signaling cascade
**Source:** eLife. 2017 Aug 21;6:e23611. doi: 10.7554/eLife.23611
**Supplement:** Table 1—source code 1. — DOI: http://dx.doi.org/10.7554/eLife.23611.013

Annokey Search Report

# Annokey Search Report

- **annokey version:** 1.0.2
- **annokey homepage:** http://bjpop.github.io/annokey/
- **hostname:** barcoo
- **directory:** /vlsci/VLSCI/bjpop/scratch/annokey\_sean\_speese/drosophila
- **command:** annokey --email  --terms ../search\_terms.csv --genes drosophila\_genes\_symbols.csv --log log --pubmed --organism drosophila
- **date:** 30 Apr 2017

## DptA

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for DptA

### [Mm]igration

#### PubMed

1. The unconventional myosin CRINKLED and its mammalian orthologue MYO7A regulate caspases in their signalling roles. Caspases provide vital links in non-apoptotic regulatory networks controlling inflammation, compensatory proliferation, morphology and cell **migration**. How caspases are activated under non-apoptotic conditions and process a selective set of substrates without killing the cell remain enigmatic. Here we find that the Drosophila unconventional myosin CRINKLED (CK) selectively interacts with the initiator caspase DRONC and regulates some of its non-apoptotic functions. Loss of CK in the arista, border cells or proneural clusters of the wing imaginal discs affects DRONC-dependent patterning. Our data indicate that CK acts as substrate adaptor, recruiting SHAGGY46/GSK3-β to DRONC, thereby facilitating caspase-mediated cleavage and localized modulation of kinase activity. Similarly, the mammalian CK counterpart, MYO7A, binds to and impinges on CASPASE-8, revealing a new regulatory axis affecting receptor interacting protein kinase-1 (RIPK1)>CASPASE-8 signalling. Together, our results expose a conserved role for unconventional myosins in transducing caspase-dependent regulation of kinases, allowing them to take part in specific signalling events.

### [Ee]xtracellular [Mm]atrix

#### PubMed

1. Drosophila melanogaster as an animal model for the study of Pseudomonas aeruginosa biofilm infections in vivo. Pseudomonas aeruginosa is an opportunistic pathogen capable of causing both acute and chronic infections in susceptible hosts. Chronic P. aeruginosa infections are thought to be caused by bacterial biofilms. Biofilms are highly structured, multicellular, microbial communities encased in an **extracellular matrix** that enable long-term survival in the host. The aim of this research was to develop an animal model that would allow an in vivo study of P. aeruginosa biofilm infections in a Drosophila melanogaster host. At 24 h post oral infection of Drosophila, P. aeruginosa biofilms localized to and were visualized in dissected Drosophila crops. These biofilms had a characteristic aggregate structure and an **extracellular matrix** composed of DNA and exopolysaccharide. P. aeruginosa cells recovered from in vivo grown biofilms had increased antibiotic resistance relative to planktonically grown cells. In vivo, biofilm formation was dependent on expression of the pel exopolysaccharide genes, as a pelB::lux mutant failed to form biofilms. The pelB::lux mutant was significantly more virulent than PAO1, while a hyperbiofilm strain (PAZHI3) demonstrated significantly less virulence than PAO1, as indicated by survival of infected flies at day 14 postinfection. Biofilm formation, by strains PAO1 and PAZHI3, in the crop was associated with induction of diptericin, cecropin A1 and drosomycin antimicrobial peptide gene expression 24 h postinfection. In contrast, infection with the non-biofilm forming strain pelB::lux resulted in decreased AMP gene expression in the fly. In summary, these results provide novel insights into host-pathogen interactions during P. aeruginosa oral infection of Drosophila and highlight the use of Drosophila as an infection model that permits the study of P. aeruginosa biofilms in vivo.

### [Ii]nvasive

#### PubMed

1. **Invasive** and indigenous microbiota impact intestinal stem cell activity through multiple pathways in Drosophila. Gut homeostasis is controlled by both immune and developmental mechanisms, and its disruption can lead to inflammatory disorders or cancerous lesions of the intestine. While the impact of bacteria on the mucosal immune system is beginning to be precisely understood, little is known about the effects of bacteria on gut epithelium renewal. Here, we addressed how both infectious and indigenous bacteria modulate stem cell activity in Drosophila. We show that the increased epithelium renewal observed upon some bacterial infections is a consequence of the oxidative burst, a major defense of the Drosophila gut. Additionally, we provide evidence that the JAK-STAT (Janus kinase-signal transducers and activators of transcription) and JNK (c-Jun NH(2) terminal kinase) pathways are both required for bacteria-induced stem cell proliferation. Similarly, we demonstrate that indigenous gut microbiota activate the same, albeit reduced, program at basal levels. Altered control of gut microbiota in immune-deficient or aged flies correlates with increased epithelium renewal. Finally, we show that epithelium renewal is an essential component of Drosophila defense against oral bacterial infection. Altogether, these results indicate that gut homeostasis is achieved by a complex interregulation of the immune response, gut microbiota, and stem cell activity.

---

## CecA1

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for CecA1

### [Ee]xtracellular [Mm]atrix

#### PubMed

1. Drosophila melanogaster as an animal model for the study of Pseudomonas aeruginosa biofilm infections in vivo. Pseudomonas aeruginosa is an opportunistic pathogen capable of causing both acute and chronic infections in susceptible hosts. Chronic P. aeruginosa infections are thought to be caused by bacterial biofilms. Biofilms are highly structured, multicellular, microbial communities encased in an **extracellular matrix** that enable long-term survival in the host. The aim of this research was to develop an animal model that would allow an in vivo study of P. aeruginosa biofilm infections in a Drosophila melanogaster host. At 24 h post oral infection of Drosophila, P. aeruginosa biofilms localized to and were visualized in dissected Drosophila crops. These biofilms had a characteristic aggregate structure and an **extracellular matrix** composed of DNA and exopolysaccharide. P. aeruginosa cells recovered from in vivo grown biofilms had increased antibiotic resistance relative to planktonically grown cells. In vivo, biofilm formation was dependent on expression of the pel exopolysaccharide genes, as a pelB::lux mutant failed to form biofilms. The pelB::lux mutant was significantly more virulent than PAO1, while a hyperbiofilm strain (PAZHI3) demonstrated significantly less virulence than PAO1, as indicated by survival of infected flies at day 14 postinfection. Biofilm formation, by strains PAO1 and PAZHI3, in the crop was associated with induction of diptericin, cecropin A1 and drosomycin antimicrobial peptide gene expression 24 h postinfection. In contrast, infection with the non-biofilm forming strain pelB::lux resulted in decreased AMP gene expression in the fly. In summary, these results provide novel insights into host-pathogen interactions during P. aeruginosa oral infection of Drosophila and highlight the use of Drosophila as an infection model that permits the study of P. aeruginosa biofilms in vivo.

---

## DptB

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for DptB

### [Mm]igration

#### PubMed

1. The unconventional myosin CRINKLED and its mammalian orthologue MYO7A regulate caspases in their signalling roles. Caspases provide vital links in non-apoptotic regulatory networks controlling inflammation, compensatory proliferation, morphology and cell **migration**. How caspases are activated under non-apoptotic conditions and process a selective set of substrates without killing the cell remain enigmatic. Here we find that the Drosophila unconventional myosin CRINKLED (CK) selectively interacts with the initiator caspase DRONC and regulates some of its non-apoptotic functions. Loss of CK in the arista, border cells or proneural clusters of the wing imaginal discs affects DRONC-dependent patterning. Our data indicate that CK acts as substrate adaptor, recruiting SHAGGY46/GSK3-β to DRONC, thereby facilitating caspase-mediated cleavage and localized modulation of kinase activity. Similarly, the mammalian CK counterpart, MYO7A, binds to and impinges on CASPASE-8, revealing a new regulatory axis affecting receptor interacting protein kinase-1 (RIPK1)>CASPASE-8 signalling. Together, our results expose a conserved role for unconventional myosins in transducing caspase-dependent regulation of kinases, allowing them to take part in specific signalling events.
2. The RhoGEF Zizimin-related acts in the Drosophila cellular immune response via the Rho GTPases Rac2 and Cdc42. Zizimin-related (Zir), a Rho guanine nucleotide exchange factor (RhoGEF) homologous to the mammalian Dock-C/Zizimin-related family, was identified in a screen to find new genes involved in the Drosophila melanogaster cellular immune response against eggs from the parasitoid wasp Leptopilina boulardi. RhoGEFs activate Rho-family GTPases, which are known to be central regulators of cell **migration**, spreading and polarity. When a parasitoid wasp is recognized as foreign, multiple layers of circulating immunosurveillance cells (haemocytes) should attach to the egg. In Zir mutants this process is disrupted and lamellocytes, a haemocyte subtype, fail to properly encapsulate the wasp egg. Furthermore, macrophage-like plasmatocytes exhibit a strong reduction in their ability to phagocytise Escherichia coli and Staphylococcus aureus bacteria. During encapsulation and phagocytosis Zir genetically interacts with two Rho-family GTPases, Rac2 and Cdc42. Finally, Zir is dispensable for the humoral immune response against bacteria. We propose that Zir is necessary to activate the Rho-family GTPases Rac2 and Cdc42 during the Drosophila cellular immune response.

### [Ee]xtracellular [Mm]atrix

#### PubMed

1. Genome-wide transcriptional analysis of Drosophila larvae infected by entomopathogenic nematodes shows involvement of complement, recognition and **extracellular matrix** proteins. Heterorhabditis bacteriophora is an entomopathogenic nematode (EPN) which infects its host by accessing the hemolymph where it releases endosymbiotic bacteria of the species Photorhabdus luminescens. We performed a genome-wide transcriptional analysis of the Drosophila response to EPN infection at the time point at which the nematodes reached the hemolymph either via the cuticle or the gut and the bacteria had started to multiply. Many of the most strongly induced genes have been implicated in immune responses in other infection models. Mapping of the complete set of differentially regulated genes showed the hallmarks of a wound response, but also identified a large fraction of EPN-specific transcripts. Several genes identified by transcriptome profiling or their homologues play protective roles during nematode infections. Genes that positively contribute to controlling nematobacterial infections encode: a homolog of thioester-containing complement protein 3, a basement membrane component (glutactin), a recognition protein (GNBP-like 3) and possibly several small peptides. Of note is that several of these genes have not previously been implicated in immune responses.

---

## AttA

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for AttA

### [Mm]igration

#### PubMed

1. The unconventional myosin CRINKLED and its mammalian orthologue MYO7A regulate caspases in their signalling roles. Caspases provide vital links in non-apoptotic regulatory networks controlling inflammation, compensatory proliferation, morphology and cell **migration**. How caspases are activated under non-apoptotic conditions and process a selective set of substrates without killing the cell remain enigmatic. Here we find that the Drosophila unconventional myosin CRINKLED (CK) selectively interacts with the initiator caspase DRONC and regulates some of its non-apoptotic functions. Loss of CK in the arista, border cells or proneural clusters of the wing imaginal discs affects DRONC-dependent patterning. Our data indicate that CK acts as substrate adaptor, recruiting SHAGGY46/GSK3-β to DRONC, thereby facilitating caspase-mediated cleavage and localized modulation of kinase activity. Similarly, the mammalian CK counterpart, MYO7A, binds to and impinges on CASPASE-8, revealing a new regulatory axis affecting receptor interacting protein kinase-1 (RIPK1)>CASPASE-8 signalling. Together, our results expose a conserved role for unconventional myosins in transducing caspase-dependent regulation of kinases, allowing them to take part in specific signalling events.

### [Ee]xtracellular [Mm]atrix

#### PubMed

1. Genome-wide transcriptional analysis of Drosophila larvae infected by entomopathogenic nematodes shows involvement of complement, recognition and **extracellular matrix** proteins. Heterorhabditis bacteriophora is an entomopathogenic nematode (EPN) which infects its host by accessing the hemolymph where it releases endosymbiotic bacteria of the species Photorhabdus luminescens. We performed a genome-wide transcriptional analysis of the Drosophila response to EPN infection at the time point at which the nematodes reached the hemolymph either via the cuticle or the gut and the bacteria had started to multiply. Many of the most strongly induced genes have been implicated in immune responses in other infection models. Mapping of the complete set of differentially regulated genes showed the hallmarks of a wound response, but also identified a large fraction of EPN-specific transcripts. Several genes identified by transcriptome profiling or their homologues play protective roles during nematode infections. Genes that positively contribute to controlling nematobacterial infections encode: a homolog of thioester-containing complement protein 3, a basement membrane component (glutactin), a recognition protein (GNBP-like 3) and possibly several small peptides. Of note is that several of these genes have not previously been implicated in immune responses.

---

## AttB

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for AttB

### [Mm]igration

#### PubMed

1. The RhoGEF Zizimin-related acts in the Drosophila cellular immune response via the Rho GTPases Rac2 and Cdc42. Zizimin-related (Zir), a Rho guanine nucleotide exchange factor (RhoGEF) homologous to the mammalian Dock-C/Zizimin-related family, was identified in a screen to find new genes involved in the Drosophila melanogaster cellular immune response against eggs from the parasitoid wasp Leptopilina boulardi. RhoGEFs activate Rho-family GTPases, which are known to be central regulators of cell **migration**, spreading and polarity. When a parasitoid wasp is recognized as foreign, multiple layers of circulating immunosurveillance cells (haemocytes) should attach to the egg. In Zir mutants this process is disrupted and lamellocytes, a haemocyte subtype, fail to properly encapsulate the wasp egg. Furthermore, macrophage-like plasmatocytes exhibit a strong reduction in their ability to phagocytise Escherichia coli and Staphylococcus aureus bacteria. During encapsulation and phagocytosis Zir genetically interacts with two Rho-family GTPases, Rac2 and Cdc42. Finally, Zir is dispensable for the humoral immune response against bacteria. We propose that Zir is necessary to activate the Rho-family GTPases Rac2 and Cdc42 during the Drosophila cellular immune response.

---

## Mtk

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for Mtk

### [Mm]igration

#### PubMed

1. Functional genomic analysis of the periodic transcriptome in the developing Drosophila wing. The eukaryotic cell cycle, driven by both transcriptional and posttranslational mechanisms, is the central molecular oscillator underlying tissue growth throughout animals. Although genome-wide studies have investigated cell-cycle-associated transcription in unicellular systems, global patterns of periodic transcription in multicellular tissues remain largely unexplored. Here we define the cell-cycle-associated transcriptome of the developing Drosophila wing epithelium and compare it with that of cultured Drosophila S2 cells, revealing a core set of periodic genes and a surprising degree of context specificity in periodic transcription. We further employ RNAi-mediated phenotypic profiling to define functional requirements for more than 300 periodic genes, with a focus on those required for cell proliferation in vivo. Finally, we investigate uncharacterized genes required for interkinetic nuclear **migration**. Combined, these findings provide a global perspective on cell-cycle control in vivo, and they highlight a critical need to understand the context-specific regulation of cell proliferation.

### [Ee]xtracellular [Mm]atrix

#### PubMed

1. Genome-wide transcriptional analysis of Drosophila larvae infected by entomopathogenic nematodes shows involvement of complement, recognition and **extracellular matrix** proteins. Heterorhabditis bacteriophora is an entomopathogenic nematode (EPN) which infects its host by accessing the hemolymph where it releases endosymbiotic bacteria of the species Photorhabdus luminescens. We performed a genome-wide transcriptional analysis of the Drosophila response to EPN infection at the time point at which the nematodes reached the hemolymph either via the cuticle or the gut and the bacteria had started to multiply. Many of the most strongly induced genes have been implicated in immune responses in other infection models. Mapping of the complete set of differentially regulated genes showed the hallmarks of a wound response, but also identified a large fraction of EPN-specific transcripts. Several genes identified by transcriptome profiling or their homologues play protective roles during nematode infections. Genes that positively contribute to controlling nematobacterial infections encode: a homolog of thioester-containing complement protein 3, a basement membrane component (glutactin), a recognition protein (GNBP-like 3) and possibly several small peptides. Of note is that several of these genes have not previously been implicated in immune responses.

---

## GNBP-like3

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for GNBP-like3

### [Ee]xtracellular [Mm]atrix

#### PubMed

1. Genome-wide transcriptional analysis of Drosophila larvae infected by entomopathogenic nematodes shows involvement of complement, recognition and **extracellular matrix** proteins. Heterorhabditis bacteriophora is an entomopathogenic nematode (EPN) which infects its host by accessing the hemolymph where it releases endosymbiotic bacteria of the species Photorhabdus luminescens. We performed a genome-wide transcriptional analysis of the Drosophila response to EPN infection at the time point at which the nematodes reached the hemolymph either via the cuticle or the gut and the bacteria had started to multiply. Many of the most strongly induced genes have been implicated in immune responses in other infection models. Mapping of the complete set of differentially regulated genes showed the hallmarks of a wound response, but also identified a large fraction of EPN-specific transcripts. Several genes identified by transcriptome profiling or their homologues play protective roles during nematode infections. Genes that positively contribute to controlling nematobacterial infections encode: a homolog of thioester-containing complement protein 3, a basement membrane component (glutactin), a recognition protein (GNBP-like 3) and possibly several small peptides. Of note is that several of these genes have not previously been implicated in immune responses.

---

## IM18

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for IM18

### [Ee]xtracellular [Mm]atrix

#### PubMed

1. Genome-wide transcriptional analysis of Drosophila larvae infected by entomopathogenic nematodes shows involvement of complement, recognition and **extracellular matrix** proteins. Heterorhabditis bacteriophora is an entomopathogenic nematode (EPN) which infects its host by accessing the hemolymph where it releases endosymbiotic bacteria of the species Photorhabdus luminescens. We performed a genome-wide transcriptional analysis of the Drosophila response to EPN infection at the time point at which the nematodes reached the hemolymph either via the cuticle or the gut and the bacteria had started to multiply. Many of the most strongly induced genes have been implicated in immune responses in other infection models. Mapping of the complete set of differentially regulated genes showed the hallmarks of a wound response, but also identified a large fraction of EPN-specific transcripts. Several genes identified by transcriptome profiling or their homologues play protective roles during nematode infections. Genes that positively contribute to controlling nematobacterial infections encode: a homolog of thioester-containing complement protein 3, a basement membrane component (glutactin), a recognition protein (GNBP-like 3) and possibly several small peptides. Of note is that several of these genes have not previously been implicated in immune responses.

---

## PGRP-SA

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for PGRP-SA

### [Ee]xtracellular [Mm]atrix

#### PubMed

1. Genome-wide transcriptional analysis of Drosophila larvae infected by entomopathogenic nematodes shows involvement of complement, recognition and **extracellular matrix** proteins. Heterorhabditis bacteriophora is an entomopathogenic nematode (EPN) which infects its host by accessing the hemolymph where it releases endosymbiotic bacteria of the species Photorhabdus luminescens. We performed a genome-wide transcriptional analysis of the Drosophila response to EPN infection at the time point at which the nematodes reached the hemolymph either via the cuticle or the gut and the bacteria had started to multiply. Many of the most strongly induced genes have been implicated in immune responses in other infection models. Mapping of the complete set of differentially regulated genes showed the hallmarks of a wound response, but also identified a large fraction of EPN-specific transcripts. Several genes identified by transcriptome profiling or their homologues play protective roles during nematode infections. Genes that positively contribute to controlling nematobacterial infections encode: a homolog of thioester-containing complement protein 3, a basement membrane component (glutactin), a recognition protein (GNBP-like 3) and possibly several small peptides. Of note is that several of these genes have not previously been implicated in immune responses.

---

## AttD

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for AttD

### [Mm]igration

#### PubMed

1. The unconventional myosin CRINKLED and its mammalian orthologue MYO7A regulate caspases in their signalling roles. Caspases provide vital links in non-apoptotic regulatory networks controlling inflammation, compensatory proliferation, morphology and cell **migration**. How caspases are activated under non-apoptotic conditions and process a selective set of substrates without killing the cell remain enigmatic. Here we find that the Drosophila unconventional myosin CRINKLED (CK) selectively interacts with the initiator caspase DRONC and regulates some of its non-apoptotic functions. Loss of CK in the arista, border cells or proneural clusters of the wing imaginal discs affects DRONC-dependent patterning. Our data indicate that CK acts as substrate adaptor, recruiting SHAGGY46/GSK3-β to DRONC, thereby facilitating caspase-mediated cleavage and localized modulation of kinase activity. Similarly, the mammalian CK counterpart, MYO7A, binds to and impinges on CASPASE-8, revealing a new regulatory axis affecting receptor interacting protein kinase-1 (RIPK1)>CASPASE-8 signalling. Together, our results expose a conserved role for unconventional myosins in transducing caspase-dependent regulation of kinases, allowing them to take part in specific signalling events.

---

## PGRP-SB1

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for PGRP-SB1

### [Ee]xtracellular [Mm]atrix

#### PubMed

1. Genome-wide transcriptional analysis of Drosophila larvae infected by entomopathogenic nematodes shows involvement of complement, recognition and **extracellular matrix** proteins. Heterorhabditis bacteriophora is an entomopathogenic nematode (EPN) which infects its host by accessing the hemolymph where it releases endosymbiotic bacteria of the species Photorhabdus luminescens. We performed a genome-wide transcriptional analysis of the Drosophila response to EPN infection at the time point at which the nematodes reached the hemolymph either via the cuticle or the gut and the bacteria had started to multiply. Many of the most strongly induced genes have been implicated in immune responses in other infection models. Mapping of the complete set of differentially regulated genes showed the hallmarks of a wound response, but also identified a large fraction of EPN-specific transcripts. Several genes identified by transcriptome profiling or their homologues play protective roles during nematode infections. Genes that positively contribute to controlling nematobacterial infections encode: a homolog of thioester-containing complement protein 3, a basement membrane component (glutactin), a recognition protein (GNBP-like 3) and possibly several small peptides. Of note is that several of these genes have not previously been implicated in immune responses.

---

## Drs

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for Drs

### [Mm]igration

#### PubMed

1. The RhoGEF Zizimin-related acts in the Drosophila cellular immune response via the Rho GTPases Rac2 and Cdc42. Zizimin-related (Zir), a Rho guanine nucleotide exchange factor (RhoGEF) homologous to the mammalian Dock-C/Zizimin-related family, was identified in a screen to find new genes involved in the Drosophila melanogaster cellular immune response against eggs from the parasitoid wasp Leptopilina boulardi. RhoGEFs activate Rho-family GTPases, which are known to be central regulators of cell **migration**, spreading and polarity. When a parasitoid wasp is recognized as foreign, multiple layers of circulating immunosurveillance cells (haemocytes) should attach to the egg. In Zir mutants this process is disrupted and lamellocytes, a haemocyte subtype, fail to properly encapsulate the wasp egg. Furthermore, macrophage-like plasmatocytes exhibit a strong reduction in their ability to phagocytise Escherichia coli and Staphylococcus aureus bacteria. During encapsulation and phagocytosis Zir genetically interacts with two Rho-family GTPases, Rac2 and Cdc42. Finally, Zir is dispensable for the humoral immune response against bacteria. We propose that Zir is necessary to activate the Rho-family GTPases Rac2 and Cdc42 during the Drosophila cellular immune response.
2. Functional genomic analysis of the periodic transcriptome in the developing Drosophila wing. The eukaryotic cell cycle, driven by both transcriptional and posttranslational mechanisms, is the central molecular oscillator underlying tissue growth throughout animals. Although genome-wide studies have investigated cell-cycle-associated transcription in unicellular systems, global patterns of periodic transcription in multicellular tissues remain largely unexplored. Here we define the cell-cycle-associated transcriptome of the developing Drosophila wing epithelium and compare it with that of cultured Drosophila S2 cells, revealing a core set of periodic genes and a surprising degree of context specificity in periodic transcription. We further employ RNAi-mediated phenotypic profiling to define functional requirements for more than 300 periodic genes, with a focus on those required for cell proliferation in vivo. Finally, we investigate uncharacterized genes required for interkinetic nuclear **migration**. Combined, these findings provide a global perspective on cell-cycle control in vivo, and they highlight a critical need to understand the context-specific regulation of cell proliferation.
3. Loss of the starvation-induced gene Rack1 leads to glycogen deficiency and impaired autophagic responses in Drosophila. Autophagy delivers cytoplasmic material for lysosomal degradation in eukaryotic cells. Starvation induces high levels of autophagy to promote survival in the lack of nutrients. We compared genome-wide transcriptional profiles of fed and starved control, autophagy-deficient Atg7 and Atg1 null mutant Drosophila larvae to search for novel regulators of autophagy. Genes involved in catabolic processes including autophagy were transcriptionally upregulated in all cases. We also detected repression of genes involved in DNA replication in autophagy mutants compared with control animals. The expression of Rack1 (receptor of activated protein kinase C 1) increased 4.1- to 5.5-fold during nutrient deprivation in all three genotypes. The scaffold protein Rack1 plays a role in a wide range of processes including translation, cell adhesion and **migration**, cell survival and cancer. Loss of Rack1 led to attenuated autophagic response to starvation, and glycogen stores were decreased 11.8-fold in Rack1 mutant cells. Endogenous Rack1 partially colocalized with GFP-Atg8a and early autophagic structures on the ultrastructural level, suggesting its involvement in autophagosome formation. Endogenous Rack1 also showed a high degree of colocalization with glycogen particles in the larval fat body, and with Shaggy, the Drosophila homolog of glycogen synthase kinase 3B (GSK-3B). Our results, for the first time, demonstrated the fundamental role of Rack1 in autophagy and glycogen synthesis.

### [Ee]xtracellular [Mm]atrix

#### PubMed

1. Genome-wide transcriptional analysis of Drosophila larvae infected by entomopathogenic nematodes shows involvement of complement, recognition and **extracellular matrix** proteins. Heterorhabditis bacteriophora is an entomopathogenic nematode (EPN) which infects its host by accessing the hemolymph where it releases endosymbiotic bacteria of the species Photorhabdus luminescens. We performed a genome-wide transcriptional analysis of the Drosophila response to EPN infection at the time point at which the nematodes reached the hemolymph either via the cuticle or the gut and the bacteria had started to multiply. Many of the most strongly induced genes have been implicated in immune responses in other infection models. Mapping of the complete set of differentially regulated genes showed the hallmarks of a wound response, but also identified a large fraction of EPN-specific transcripts. Several genes identified by transcriptome profiling or their homologues play protective roles during nematode infections. Genes that positively contribute to controlling nematobacterial infections encode: a homolog of thioester-containing complement protein 3, a basement membrane component (glutactin), a recognition protein (GNBP-like 3) and possibly several small peptides. Of note is that several of these genes have not previously been implicated in immune responses.
2. Drosophila melanogaster as an animal model for the study of Pseudomonas aeruginosa biofilm infections in vivo. Pseudomonas aeruginosa is an opportunistic pathogen capable of causing both acute and chronic infections in susceptible hosts. Chronic P. aeruginosa infections are thought to be caused by bacterial biofilms. Biofilms are highly structured, multicellular, microbial communities encased in an **extracellular matrix** that enable long-term survival in the host. The aim of this research was to develop an animal model that would allow an in vivo study of P. aeruginosa biofilm infections in a Drosophila melanogaster host. At 24 h post oral infection of Drosophila, P. aeruginosa biofilms localized to and were visualized in dissected Drosophila crops. These biofilms had a characteristic aggregate structure and an **extracellular matrix** composed of DNA and exopolysaccharide. P. aeruginosa cells recovered from in vivo grown biofilms had increased antibiotic resistance relative to planktonically grown cells. In vivo, biofilm formation was dependent on expression of the pel exopolysaccharide genes, as a pelB::lux mutant failed to form biofilms. The pelB::lux mutant was significantly more virulent than PAO1, while a hyperbiofilm strain (PAZHI3) demonstrated significantly less virulence than PAO1, as indicated by survival of infected flies at day 14 postinfection. Biofilm formation, by strains PAO1 and PAZHI3, in the crop was associated with induction of diptericin, cecropin A1 and drosomycin antimicrobial peptide gene expression 24 h postinfection. In contrast, infection with the non-biofilm forming strain pelB::lux resulted in decreased AMP gene expression in the fly. In summary, these results provide novel insights into host-pathogen interactions during P. aeruginosa oral infection of Drosophila and highlight the use of Drosophila as an infection model that permits the study of P. aeruginosa biofilms in vivo.

### [Ii]nvasive

#### PubMed

1. Pathogen and host factors are needed to provoke a systemic host response to gastrointestinal infection of Drosophila larvae by Candida albicans. Candida albicans systemic dissemination in immunocompromised patients is thought to develop from initial gastrointestinal (GI) colonisation. It is unclear what components of the innate immune system are necessary for preventing C. albicans dissemination from the GI tract, but studies in mice have indicated that both neutropenia and GI mucosal damage are crucial for allowing widespread **invasive** C. albicans disease. Mouse models, however, provide limited applicability to genome-wide screens for pathogen or host factors - factors that might influence systemic dissemination following GI colonisation. For this reason we developed a Drosophila model to study intestinal infection by Candida. We found that commensal flora aided host survival following GI infection. Candida provoked extensive JNK-mediated death of gut cells and induced antimicrobial peptide expression in the fat body. From the side of the host, nitric oxide and blood cells influenced systemic antimicrobial responses. The secretion of SAP4 and SAP6 (secreted aspartyl proteases) from Candida was also essential for activating systemic Toll-dependent immunity.

---

## NijA

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for NijA

### [Mm]igration

#### PubMed

1. Genes conserved in bilaterians but jointly lost with Myc during nematode evolution are enriched in cell proliferation and cell **migration** functions. Animals use a stereotypical set of developmental genes to build body architectures of varying sizes and organizational complexity. Some genes are critical to developmental patterning, while other genes are important to physiological control of growth. However, growth regulator genes may not be as important in small-bodied "micro-metazoans" such as nematodes. Nematodes use a simplified developmental strategy of lineage-based cell fate specifications to produce an adult bilaterian body composed of a few hundreds of cells. Nematodes also lost the MYC proto-oncogenic regulator of cell proliferation. To identify additional regulators of cell proliferation that were lost with MYC, we computationally screened and determined 839 high-confidence genes that are conserved in bilaterians/lost in nematodes (CIBLIN genes). We find that 30 % of all CIBLIN genes encode transcriptional regulators of cell proliferation, epithelial-to-mesenchyme transitions, and other processes. Over 50 % of CIBLIN genes are unnamed genes in Drosophila, suggesting that there are many understudied genes. Interestingly, CIBLIN genes include many Myc synthetic lethal (MycSL) hits from recent screens. CIBLIN genes include key regulators of heparan sulfate proteoglycan (HSPG) sulfation patterns, and lysyl oxidases involved in cross-linking and modification of the extracellular matrix (ECM). These genes and others suggest the CIBLIN repertoire services critical functions in ECM remodeling and cell **migration** in large-bodied bilaterians. Correspondingly, CIBLIN genes are co-expressed with Myc in cancer transcriptomes, and include a preponderance of known determinants of cancer progression and tumor aggression. We propose that CIBLIN gene research can improve our understanding of regulatory control of cellular growth in metazoans.

### ECM

#### PubMed

1. Genes conserved in bilaterians but jointly lost with Myc during nematode evolution are enriched in cell proliferation and cell migration functions. Animals use a stereotypical set of developmental genes to build body architectures of varying sizes and organizational complexity. Some genes are critical to developmental patterning, while other genes are important to physiological control of growth. However, growth regulator genes may not be as important in small-bodied "micro-metazoans" such as nematodes. Nematodes use a simplified developmental strategy of lineage-based cell fate specifications to produce an adult bilaterian body composed of a few hundreds of cells. Nematodes also lost the MYC proto-oncogenic regulator of cell proliferation. To identify additional regulators of cell proliferation that were lost with MYC, we computationally screened and determined 839 high-confidence genes that are conserved in bilaterians/lost in nematodes (CIBLIN genes). We find that 30 % of all CIBLIN genes encode transcriptional regulators of cell proliferation, epithelial-to-mesenchyme transitions, and other processes. Over 50 % of CIBLIN genes are unnamed genes in Drosophila, suggesting that there are many understudied genes. Interestingly, CIBLIN genes include many Myc synthetic lethal (MycSL) hits from recent screens. CIBLIN genes include key regulators of heparan sulfate proteoglycan (HSPG) sulfation patterns, and lysyl oxidases involved in cross-linking and modification of the extracellular matrix (**ECM**). These genes and others suggest the CIBLIN repertoire services critical functions in **ECM** remodeling and cell migration in large-bodied bilaterians. Correspondingly, CIBLIN genes are co-expressed with Myc in cancer transcriptomes, and include a preponderance of known determinants of cancer progression and tumor aggression. We propose that CIBLIN gene research can improve our understanding of regulatory control of cellular growth in metazoans.

### [Ee]xtracellular [Mm]atrix

#### PubMed

1. An MMP liberates the Ninjurin A ectodomain to signal a loss of cell adhesion. Matrix metalloproteinases (MMPs) are important for developmental tissue remodeling and for the inflammatory response. Although the vertebrate MMP family is large and functionally redundant, the fruitfly Drosophila melanogaster has only two MMPs, both essential genes. Our previous work demonstrated that Mmp1 is required for growth of the tracheal system, and we suggested that the mutant phenotype resulted from aberrant persistence of cell adhesion to the **extracellular matrix**. Here we report the identification of NijA, a transmembrane protein whose vertebrate homologs regulate cell adhesion, as a two-hybrid binding partner for Mmp1. The binding of Mmp1 and NijA was confirmed by coimmunoprecipitation of endogenous proteins from flies, and the endogenous proteins were found to colocalize at the tracheal cell surface in larvae. When NijA is expressed in S2 cells, they lose adhesion to surfaces; this adhesion-loss phenotype is dependent on the expression and catalytic activity of Mmp1. Our data indicate that Mmp1 releases the N-terminal extracellular domain of NijA. This liberated ectodomain promotes the loss of cell adhesion in a cell-nonautonomous manner. We suggest that tracheal cell adhesion is regulated by a novel mechanism utilizing an MMP and a ninjurin family member.
2. Genes conserved in bilaterians but jointly lost with Myc during nematode evolution are enriched in cell proliferation and cell migration functions. Animals use a stereotypical set of developmental genes to build body architectures of varying sizes and organizational complexity. Some genes are critical to developmental patterning, while other genes are important to physiological control of growth. However, growth regulator genes may not be as important in small-bodied "micro-metazoans" such as nematodes. Nematodes use a simplified developmental strategy of lineage-based cell fate specifications to produce an adult bilaterian body composed of a few hundreds of cells. Nematodes also lost the MYC proto-oncogenic regulator of cell proliferation. To identify additional regulators of cell proliferation that were lost with MYC, we computationally screened and determined 839 high-confidence genes that are conserved in bilaterians/lost in nematodes (CIBLIN genes). We find that 30 % of all CIBLIN genes encode transcriptional regulators of cell proliferation, epithelial-to-mesenchyme transitions, and other processes. Over 50 % of CIBLIN genes are unnamed genes in Drosophila, suggesting that there are many understudied genes. Interestingly, CIBLIN genes include many Myc synthetic lethal (MycSL) hits from recent screens. CIBLIN genes include key regulators of heparan sulfate proteoglycan (HSPG) sulfation patterns, and lysyl oxidases involved in cross-linking and modification of the **extracellular matrix** (ECM). These genes and others suggest the CIBLIN repertoire services critical functions in ECM remodeling and cell migration in large-bodied bilaterians. Correspondingly, CIBLIN genes are co-expressed with Myc in cancer transcriptomes, and include a preponderance of known determinants of cancer progression and tumor aggression. We propose that CIBLIN gene research can improve our understanding of regulatory control of cellular growth in metazoans.

---

## Spn28Dc

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for Spn28Dc

### [Mm]igration

#### PubMed

1. Genes conserved in bilaterians but jointly lost with Myc during nematode evolution are enriched in cell proliferation and cell **migration** functions. Animals use a stereotypical set of developmental genes to build body architectures of varying sizes and organizational complexity. Some genes are critical to developmental patterning, while other genes are important to physiological control of growth. However, growth regulator genes may not be as important in small-bodied "micro-metazoans" such as nematodes. Nematodes use a simplified developmental strategy of lineage-based cell fate specifications to produce an adult bilaterian body composed of a few hundreds of cells. Nematodes also lost the MYC proto-oncogenic regulator of cell proliferation. To identify additional regulators of cell proliferation that were lost with MYC, we computationally screened and determined 839 high-confidence genes that are conserved in bilaterians/lost in nematodes (CIBLIN genes). We find that 30 % of all CIBLIN genes encode transcriptional regulators of cell proliferation, epithelial-to-mesenchyme transitions, and other processes. Over 50 % of CIBLIN genes are unnamed genes in Drosophila, suggesting that there are many understudied genes. Interestingly, CIBLIN genes include many Myc synthetic lethal (MycSL) hits from recent screens. CIBLIN genes include key regulators of heparan sulfate proteoglycan (HSPG) sulfation patterns, and lysyl oxidases involved in cross-linking and modification of the extracellular matrix (ECM). These genes and others suggest the CIBLIN repertoire services critical functions in ECM remodeling and cell **migration** in large-bodied bilaterians. Correspondingly, CIBLIN genes are co-expressed with Myc in cancer transcriptomes, and include a preponderance of known determinants of cancer progression and tumor aggression. We propose that CIBLIN gene research can improve our understanding of regulatory control of cellular growth in metazoans.

### ECM

#### PubMed

1. Genes conserved in bilaterians but jointly lost with Myc during nematode evolution are enriched in cell proliferation and cell migration functions. Animals use a stereotypical set of developmental genes to build body architectures of varying sizes and organizational complexity. Some genes are critical to developmental patterning, while other genes are important to physiological control of growth. However, growth regulator genes may not be as important in small-bodied "micro-metazoans" such as nematodes. Nematodes use a simplified developmental strategy of lineage-based cell fate specifications to produce an adult bilaterian body composed of a few hundreds of cells. Nematodes also lost the MYC proto-oncogenic regulator of cell proliferation. To identify additional regulators of cell proliferation that were lost with MYC, we computationally screened and determined 839 high-confidence genes that are conserved in bilaterians/lost in nematodes (CIBLIN genes). We find that 30 % of all CIBLIN genes encode transcriptional regulators of cell proliferation, epithelial-to-mesenchyme transitions, and other processes. Over 50 % of CIBLIN genes are unnamed genes in Drosophila, suggesting that there are many understudied genes. Interestingly, CIBLIN genes include many Myc synthetic lethal (MycSL) hits from recent screens. CIBLIN genes include key regulators of heparan sulfate proteoglycan (HSPG) sulfation patterns, and lysyl oxidases involved in cross-linking and modification of the extracellular matrix (**ECM**). These genes and others suggest the CIBLIN repertoire services critical functions in **ECM** remodeling and cell migration in large-bodied bilaterians. Correspondingly, CIBLIN genes are co-expressed with Myc in cancer transcriptomes, and include a preponderance of known determinants of cancer progression and tumor aggression. We propose that CIBLIN gene research can improve our understanding of regulatory control of cellular growth in metazoans.

### [Ee]xtracellular [Mm]atrix

#### PubMed

1. Genes conserved in bilaterians but jointly lost with Myc during nematode evolution are enriched in cell proliferation and cell migration functions. Animals use a stereotypical set of developmental genes to build body architectures of varying sizes and organizational complexity. Some genes are critical to developmental patterning, while other genes are important to physiological control of growth. However, growth regulator genes may not be as important in small-bodied "micro-metazoans" such as nematodes. Nematodes use a simplified developmental strategy of lineage-based cell fate specifications to produce an adult bilaterian body composed of a few hundreds of cells. Nematodes also lost the MYC proto-oncogenic regulator of cell proliferation. To identify additional regulators of cell proliferation that were lost with MYC, we computationally screened and determined 839 high-confidence genes that are conserved in bilaterians/lost in nematodes (CIBLIN genes). We find that 30 % of all CIBLIN genes encode transcriptional regulators of cell proliferation, epithelial-to-mesenchyme transitions, and other processes. Over 50 % of CIBLIN genes are unnamed genes in Drosophila, suggesting that there are many understudied genes. Interestingly, CIBLIN genes include many Myc synthetic lethal (MycSL) hits from recent screens. CIBLIN genes include key regulators of heparan sulfate proteoglycan (HSPG) sulfation patterns, and lysyl oxidases involved in cross-linking and modification of the **extracellular matrix** (ECM). These genes and others suggest the CIBLIN repertoire services critical functions in ECM remodeling and cell migration in large-bodied bilaterians. Correspondingly, CIBLIN genes are co-expressed with Myc in cancer transcriptomes, and include a preponderance of known determinants of cancer progression and tumor aggression. We propose that CIBLIN gene research can improve our understanding of regulatory control of cellular growth in metazoans.

---

## Mmp1

- NCBI Gene
- GeneRIF
- Pubmed

  
hide/show details for Mmp1

### [Mm]igration

#### PubMed

1. Bendless modulates JNK-mediated cell death and **migration** in Drosophila. The TNF-JNK pathway is a highly conserved signaling pathway that regulates a wide spectrum of biological processes including cell death and **migration**. To further delineate this pathway, we carried out a genetic screen for dominant modifiers of the cell death phenotype triggered by ectopic expression of Eiger (Egr), the Drosophila TNF ortholog. Here we show that Bendless (Ben), an E2 ubiquitin-conjugating enzyme, modulates Egr-induced JNK activation and cell death through dTRAF2. Furthermore, Ben physically interacts with dTRAF2 and regulates Egr-induced dTRAF2 polyubiquitination. Finally, Ben is required for JNK-dependent tumor progression, cell **migration**, oxidative stress resistance and longevity. Our results indicate that Ben constitutes an essential component of the evolutionarily conserved TNF-JNK pathway that modulates cell death and invasion, tumor progression, stress response and lifespan in metazoans.
2. A drosophila model for EGFR-Ras and PI3K-dependent human glioma. Gliomas, the most common malignant tumors of the nervous system, frequently harbor mutations that activate the epidermal growth factor receptor (EGFR) and phosphatidylinositol-3 kinase (PI3K) signaling pathways. To investigate the genetic basis of this disease, we developed a glioma model in Drosophila. We found that constitutive coactivation of EGFR-Ras and PI3K pathways in Drosophila glia and glial precursors gives rise to neoplastic, invasive glial cells that create transplantable tumor-like growths, mimicking human glioma. Our model represents a robust organotypic and cell-type-specific Drosophila cancer model in which malignant cells are created by mutations in signature genes and pathways thought to be driving forces in a homologous human cancer. Genetic analyses demonstrated that EGFR and PI3K initiate malignant neoplastic transformation via a combinatorial genetic network composed primarily of other pathways commonly mutated or activated in human glioma, including the Tor, Myc, G1 Cyclins-Cdks, and Rb-E2F pathways. This network acts synergistically to coordinately stimulate cell cycle entry and progression, protein translation, and inappropriate cellular growth and **migration**. In particular, we found that the fly orthologs of CyclinE, Cdc25, and Myc are key rate-limiting genes required for glial neoplasia. Moreover, orthologs of Sin1, Rictor, and Cdk4 are genes required only for abnormal neoplastic glial proliferation but not for glial development. These and other genes within this network may represent important therapeutic targets in human glioma.
3. Dynamics of the basement membrane in invasive epithelial clusters in Drosophila. The basement membrane (BM) represents a barrier to cell **migration**, which has to be degraded to promote invasion. However, the role and behaviour of the BM during the development of pre-invasive cells is only poorly understood. Drosophila border cells (BCs) provide an attractive genetic model in which to study the cellular mechanisms underlying the **migration** of mixed cohorts of epithelial cells. BCs are made of two different epithelial cell types appearing sequentially during oogenesis: the polar cells and the outer BCs. Here, we show that the pre-invasive polar cells undergo an unusual and asymmetrical apical capping with major basement membrane proteins, including the two Drosophila Collagen IV alpha chains, Laminin A and Perlecan. Capping of polar cells proceeds through a novel, basal-to-apical transcytosis mechanism that involves the small GTPase Drab5. Apical capping is transient and is followed by rapid shedding prior to the initiation of BC **migration**, suggesting that the apical cap blocks **migration**. Consistently, non-migratory polar cells remain capped. We further show that JAK/STAT signalling and recruitment of outer BCs are required for correct shedding and **migration**. The dynamics of the BM represents a marker of migratory BC, revealing a novel developmentally regulated behaviour of BM coupled to epithelial cell invasiveness.
4. Active JNK-dependent secretion of Drosophila Tyrosyl-tRNA synthetase by loser cells recruits haemocytes during cell competition. Cell competition is a process by which the slow dividing cells (losers) are recognized and eliminated from growing tissues. Loser cells are extruded from the epithelium and engulfed by the haemocytes, the Drosophila macrophages. However, how macrophages identify the dying loser cells is unclear. Here we show that apoptotic loser cells secrete Tyrosyl-tRNA synthetase (TyrRS), which is best known as a core component of the translational machinery. Secreted TyrRS is cleaved by matrix metalloproteinases generating MiniTyr and EMAP fragments. EMAP acts as a guiding cue for macrophage **migration** in the Drosophila larvae, as it attracts the haemocytes to the apoptotic loser cells. JNK signalling and Kish, a component of the secretory pathway, are autonomously required for the active secretion of TyrRS by the loser cells. Altogether, this mechanism guarantees effective removal of unfit cells from the growing tissue.
5. A Jnk-Rho-Actin remodeling positive feedback network directs Src-driven invasion. Current models of tumor cell invasion propose that oncogenic signaling converges upon key orchestrators of cytoskeletal dynamics, including c-Jun N-terminal kinase (Jnk) and RhoGTPase family members; these signals dynamically direct Actin remodeling proteins (ARPs) to catalyze the cytoskeletal changes required for **migration**. Src is a key driver of tumor aggression, metastasis and patient mortality. To clarify how Src regulates Actin dynamics to promote invasive **migration**, we performed a genetic modifier screen in a Drosophila model of invasion. Nine genes linked to Actin dynamics were identified that mediate invasion in situ. We found that ARPs were required for many oncogenic effects of Src including Mmp1 expression and initiation of apoptosis. Surprisingly, they were also regulators of Jnk pathway activity: both Src and the small GTPase Rho1 activated Jnk in a manner dependent on ARPs during invasion. Our results suggest that ARPs are not simply downstream executors of signal transduction pathways. Rather, they participate in a positive feedback network involving canonical oncogenic signaling pathways that promote tumor invasion.
6. A secreted MMP is required for reepithelialization during wound healing. Matrix metalloproteinases (MMPs) are extracellular proteases highly expressed at wound sites. However, the precise function of MMPs during reepithelialization in vivo has been elusive in mammalian models because of the high level of redundancy among the 24 mammalian MMPs. For this reason we used Drosophila melanogaster, whose genome encodes only two MMPs-one secreted type (Mmp1) and one membrane-anchored type (Mmp2)-to study the function and regulation of the secreted class of MMPs in vivo. In the absence of redundancy, we found that the Drosophila secreted MMP, Mmp1, is required in the epidermis to facilitate reepithelialization by remodeling the basement membrane, promoting cell elongation and actin cytoskeletal reorganization, and activating extracellular signal-regulated kinase signaling. In addition, we report that the jun N-terminal kinase (JNK) pathway upregulates Mmp1 expression after wounding, but that Mmp1 is expressed independent of the JNK pathway in unwounded epidermis. When the JNK pathway is ectopically activated to overexpress Mmp1, the rate of healing is accelerated in an Mmp1-dependent manner. A primary function of Mmp1, under the control of the JNK pathway, is to promote basement membrane repair, which in turn may permit cell **migration** and the restoration of a continuous tissue.
7. Rho1-Wnd signaling regulates loss-of-cell polarity-induced cell invasion in Drosophila. Both cell polarity and c-Jun N-terminal kinase (JNK) activity are essential to the maintenance of tissue homeostasis, and disruption of either is commonly seen in cancer progression. Despite the established connection between loss-of-cell polarity and JNK activation, much less is known about the molecular mechanism by which aberrant cell polarity induces JNK-mediated cell **migration** and tumor invasion. Here we show results from a genetic screen using an in vivo invasion model via knocking down cell polarity gene in Drosophila wing discs, and identify Rho1-Wnd signaling as an important molecular link that mediates loss-of-cell polarity-triggered JNK activation and cell invasion. We show that Wallenda (Wnd), a protein kinase of the mitogen-activated protein kinase kinase kinase family, by forming a complex with the GTPase Rho1, is both necessary and sufficient for Rho1-induced JNK-dependent cell invasion, MMP1 activation and epithelial-mesenchymal transition. Furthermore, Wnd promotes cell proliferation and tissue growth through wingless production when apoptosis is inhibited by p35. Finally, Wnd shows oncogenic cooperation with Ras(V12) to trigger tumor growth in eye discs and causes invasion into the ventral nerve cord. Together, our data not only provides a novel mechanistic insight on how cell polarity loss contributes to cell invasion, but also highlights the value of the Drosophila model system to explore human cancer biology.
8. RhoL controls invasion and Rap1 localization during immune cell trans**migration** in Drosophila. Human immune cells have to penetrate an endothelial barrier during their beneficial pursuit of infection and their destructive infiltration of tissues in autoimmune diseases. This trans**migration** requires Rap1 GTPase to activate integrin affinity. We define a new model system for this process by demonstrating, with live imaging and genetics, that during embryonic development Drosophila melanogaster immune cells penetrate an epithelial, Drosophila E-cadherin (DE-cadherin)-based tissue barrier. A mutant in RhoL, a GTPase homologue that is specifically expressed in haemocytes, blocks this invasive step but not other aspects of guided **migration**. RhoL mediates integrin adhesion caused by Drosophila Rap1 overexpression and moves Rap1 away from a concentration in the cytoplasm to the leading edge during invasive **migration**. These findings indicate that a programmed migratory step during Drosophila development bears striking molecular similarities to vertebrate immune cell trans**migration** during inflammation, and identify RhoL as a new regulator of invasion, adhesion and Rap1 localization. Our work establishes the utility of Drosophila for identifying novel components of immune cell trans**migration** and for understanding the in vivo interplay of immune cells with the barriers they penetrate.
9. Control of Gliotactin localization and levels by tyrosine phosphorylation and endocytosis is necessary for survival of polarized epithelia. The tricellular junction (TCJ) forms at the convergence of bicellular junctions from three adjacent cells in polarized epithelia and is necessary for maintaining the transepithelial barrier. In the fruitfly Drosophila, the TCJ is generated at the meeting point of bicellular septate junctions. Gliotactin was the first identified component of the TCJ and is necessary for TCJ and septate junction development. Gliotactin is a member of the neuroligin family and associates with the PDZ protein discs large. Beyond this interaction, little is known about the mechanisms underlying Gliotactin localization and function at the TCJ. In this study, we show that Gliotactin is phosphorylated at conserved tyrosine residues, a process necessary for endocytosis and targeting to late endosomes and lysosomes for degradation. Regulation of Gliotactin levels through phosphorylation and endocytosis is necessary as overexpression results in displacement of Gliotactin away from the TCJ throughout the septate junction domain. Excessive Gliotactin in polarized epithelia leads to delamination, paired with subsequent **migration**, and apoptosis. The apoptosis and the resulting compensatory proliferation resulting from high levels of Gliotactin are mediated by the Drosophila JNK pathway. Therefore, Gliotactin levels within the cell membrane are regulated to ensure correct protein localization and cell survival.
10. A role for the epithelial microenvironment at tumor boundaries: evidence from Drosophila and human squamous cell carcinomas. Recent work has shown an increasing appreciation for the importance of the tumor environment, most commonly the overlying stroma. Less emphasis has been placed on the importance of local communication between transformed cells and their neighbors within the epithelium at tumor boundaries. We previously reported a Drosophila model that highlighted the importance of local interactions within the epithelial microenvironment: Src-transformed cells (Csk-deficient) were influenced by their immediate normal neighbors. The result was a consistent change in 'border cells' at the edge of transformed patches including delocalized p120-catenin and E-cadherin as well as invasive **migration** through the basal lamina. Here we show that the invasive properties of the boundary cells depend on up-regulation of Drosophila matrix metalloproteinase-1 as assessed by promoter activity, protein levels, in situ enzymatic activity, and tests of genetic modifier activity. Further, we provide evidence that these events at tumor borders may be evolutionarily conserved. We detected changes in 'boundary cells' within histological sections of human squamous cell carcinomas that were similar to those observed in Drosophila: both E-cadherin and p120-catenin exhibited normal junctional localization at the centers of the tumors but were reduced or delocalized at the boundary. Further, matrix metalloproteinase-2 was up regulated within these same boundary cells. These results support the view that local cell-cell interactions within the epithelial microenvironment impact tumor invasion and progression.
11. Centrosomal kinase Nek2 cooperates with oncogenic pathways to promote metastasis. Centrosomal kinase Nek2 is overexpressed in different cancers, yet how it contributes toward tumorigenesis remains poorly understood. dNek2 overexpression in a Drosophila melanogaster model led to upregulation of Drosophila Wnt ortholog wingless (Wg), and alteration of cell **migration** markers-Rho1, Rac1 and E-cadherin (Ecad)-resulting in changes in cell shape and tissue morphogenesis. dNek2 overexpression cooperated with receptor tyrosine kinase and mitogen-activated protein kinase signaling to upregulate activated Akt, Diap1, Mmp1 and Wg protein to promote local invasion, distant seeding and metastasis. In tumor cell injection assays, dNek2 cooperated with Ras and Src signaling to promote aggressive colonization of tumors into different adult fly tissues. Inhibition of the PI3K pathway suppressed the cooperation of dNek2 with other growth pathways. Consistent with our fly studies, overexpression of human Nek2 in A549 lung adenocarcinoma and HEK293T cells led to activation of the Akt pathway and increase in β-catenin protein levels. Our computational approach identified a class of Nek2-inhibitory compounds and a novel drug-like pharmacophore that reversed the Nek2 overexpression phenotypes in flies and human cells. Our finding posits a novel role for Nek2 in promoting metastasis in addition to its currently defined role in promoting chromosomal instability. It provides a rationale for the selective advantage of centrosome amplification in cancer.
12. Oncogenic Ras diverts a host TNF tumor suppressor activity into tumor promoter. The roles of inflammatory cytokines and the immune response in cancer remain paradoxical. In the case of tumor necrosis factor (TNF), there is undisputed evidence indicating both protumor and antitumor activities. Recent work in Drosophila indicated that a TNF-dependent mechanism eliminates cells deficient for the polarity tumor suppressors dlg or scrib. In this study, however, we show that in tumors deficient for scrib that also expressed the Ras oncoprotein, the TNF signal was diverted into a protumor signal that enhanced tumor growth through larval arrest and stimulated invasive **migration**. In this case, TNF promoted malignancy and was detrimental to host survival. TNF was expressed at high levels by tumor-associated hemocytes recruited from the circulation. The expression of TNF by hemocytes was both necessary and sufficient to trigger TNF signaling in tumor cells. Our evidence suggests that tumors can evolve into malignancy through oncogenic Ras activation and the hijacking of TNF signaling.

#### GeneRIFs

1. A primary function of Mmp1, under the control of the JNK pathway, is to promote basement membrane repair, which in turn may permit cell **migration** and the restoration of a continuous tissue.

### ECM

#### PubMed

1. **ECM**-Regulator timp Is Required for Stem Cell Niche Organization and Cyst Production in the Drosophila Ovary. The extracellular matrix (**ECM**) is a pivotal component adult tissues and of many tissue-specific stem cell niches. It provides structural support and regulates niche signaling during tissue maintenance and regeneration. In many tissues, **ECM** remodeling depends on the regulation of MMP (matrix metalloproteinase) activity by inhibitory TIMP (tissue inhibitors of metalloproteinases) proteins. Here, we report that the only Drosophila timp gene is required for maintaining the normal organization and function of the germline stem cell niche in adult females. timp mutant ovaries show reduced levels of both Drosophila Collagen IV α chains. In addition, tissue stiffness and the cellular organization of the ovarian niche are affected in timp mutants. Finally, loss of timp impairs the ability of the germline stem cell niche to generate new cysts. Our results demonstrating a crucial role for timp in tissue organization and gamete production thus provide a link between the regulation of **EC**M metabolism and tissue homeostasis.
2. A matrix metalloproteinase mediates airway remodeling in Drosophila. Organ size typically increases dramatically during juvenile growth. This growth presents a fundamental tension, as organs need resiliency to resist stresses while still maintaining plasticity to accommodate growth. The extracellular matrix (**ECM**) is central to providing resiliency, but how **ECM** is remodeled to accommodate growth is poorly understood. We investigated remodeling of Drosophila respiratory tubes (tracheae) that elongate continually during larval growth, despite being lined with a rigid cuticular **ECM**. Cuticle is initially deposited with a characteristic pattern of repeating ridges and valleys known as taenidia. We find that for tubes to elongate, the extracellular protease Mmp1 is required for expansion of **ECM** between the taenidial ridges during each intermolt period. Mmp1 protein localizes in periodically spaced puncta that are in register with the taenidial spacing. Mmp1 also degrades old cuticle at molts, promotes apical membrane expansion in larval tracheae, and promotes tube elongation in embryonic tracheae. Whereas work in other developmental systems has demonstrated that MMPs are required for axial elongation occurring in localized growth zones, this study demonstrates that MMPs can also mediate interstitial matrix remodeling during growth of an organ system.
3. Requirement of matrix metalloproteinase-1 for intestinal homeostasis in the adult Drosophila midgut. Stem cells are tightly regulated by both intrinsic and extrinsic signals as well as the extracellular matrix (**ECM**) for tissue homeostasis and regenerative capacity. Matrix metalloproteinases (MMPs), proteolytic enzymes, modulate the turnover of numerous substrates, including cytokine precursors, growth factors, and **ECM** molecules. However, the roles of MMPs in the regulation of adult stem cells are poorly understood. In the present study, we utilize the Drosophila midgut, which is an excellent model system for studying stem cell biology, to show that Mmp1 is involved in the regulation of intestinal stem cells (ISCs). The results showed that Mmp1 is expressed in the adult midgut and that its expression increases with age and with exposure to oxidative stress. Mmp1 knockdown or Timp-overexpressing flies and flies heterozygous for a viable, hypomorphic Mmp1 allele increased ISC proliferation in the gut, as shown by staining with an anti-phospho-histone H3 antibody and BrdU incorporation assays. Reduced Mmp1 levels induced intestinal hyperplasia, and the Mmp1depletion-induced ISC proliferation was rescued by the suppression of the EGFR signaling pathway, suggesting that Mmp1 regulates ISC proliferation through the EGFR signaling pathway. Furthermore, adult gut-specific knockdown and whole-animal heterozygotes of Mmp1 increased additively sensitivity to paraquat-induced oxidative stress and shortened lifespan. Our data suggest that Drosophila Mmp1 is involved in the regulation of ISC proliferation for maintenance of gut homeostasis.
4. Glia **ECM** interactions are required to shape the Drosophila nervous system. Organs are characterized by a specific shape that is often remodeled during development. The dynamics of organ shape is in particular evident during the formation of the Drosophila nervous system. During embryonic stages the central nervous system compacts, whereas selective growth occurs during larval stages. The nervous system is covered by a layer of surface glial cells that form the blood brain barrier and a thick extracellular matrix called neural lamella. The size of the neural lamella is dynamically adjusted to the growing nervous system and we show here that perineurial glial cells secrete proteases to remodel this matrix. Moreover, an imbalance in proteolytic activity results in an abnormal shape of the nervous system. To identify further components controlling nervous system shape we performed an RNAi based screen and identified the gene nolo, which encodes an ADAMTS-like protein. We generated loss of function alleles and demonstrate a requirement in glial cells. Mutant nolo larvae, however, do not show an abnormal nervous system shape. The only predicted off-target of the nolo(dsRNA) is Oatp30B, which encodes an organic anion transporting protein characterized by an extracellular protease inhibitor domain. Loss of function mutants were generated and double mutant analyses demonstrate a genetic interaction between nolo and Oatp30B which prevented the generation of maternal zygotic mutant larvae.
5. Drosophila MMP2 regulates the matrix molecule faulty attraction (Frac) to promote motor axon targeting in Drosophila. Matrix metalloproteinases (MMPs) are widely hypothesized to regulate signaling events through processing of extracellular matrix (**ECM**) molecules. We previously demonstrated that membrane-associated Mmp2 is expressed in exit glia and contributes to motor axon targeting. To identify possible substrates, we undertook a yeast interaction screen for Mmp2-binding proteins and identified the novel **ECM** protein faulty attraction (Frac). Frac encodes a multidomain extracellular protein rich in epidermal growth factor (EGF) and calcium-binding EGF domains, related to the vertebrate Fibrillin and Fibulin gene families. It is expressed in mesodermal domains flanking Mmp2-positive glia. The juxtaposition of Mmp2 and Frac proteins raises the possibility that Frac is a proteolytic target of Mmp2. Consistent with this hypothesis, levels of full-length Frac are increased in Mmp2 loss-of-function (LOF) and decreased in Mmp2 gain-of-function (GOF) embryos, indicating that Frac cleavage is Mmp2 dependent. To test whether frac is necessary for axon targeting, we characterized guidance in frac LOF mutants. Motor axons in frac LOF embryos are loosely associated and project ectopically, a phenotype essentially equivalent to that of Mmp2 LOF. The phenotypic similarity between enzyme and substrate mutants argues that Mmp2 activates Frac. In addition, Mmp2 overexpression pathfinding phenotypes depend on frac activity, indicating that Mmp2 is genetically upstream of frac. Last, overexpression experiments suggest that Frac is unlikely to have intrinsic signaling activity, raising the possibility that an Mmp2-generated Frac fragment acts as a guidance cue cofactor. Indeed, we present genetic evidence that Frac regulates a non-canonical LIM kinase 1-dependent bone morphogenetic protein signaling pathway in motoneurons necessary for axon pathfinding during embryogenesis.

### [Ee]xtracellular [Mm]atrix

#### Process

1. **extracellular matrix** organization

#### PubMed

How the deposited data were processed for this re-analysis (not part of the article)

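The data are RNA-seq of the VNC of adult w1118 flies, with 5 uninjured libraries and 5 made 5 hr after injury, and the quality sheets of the same libraries. Samples were grouped by their labels, which name each library's condition and replicate, and the paper describes each replicate as a pool of flies, so p-values measure the spread between these pools. In the count table the columns carry the condition and a number from 1 to 5. These numbers were not tied to the replicate names of the labels, so libraries of that table are numbered by column. In each group the column totals rank as the exon reads of the replicates do, taken in label order. Injured column 2 held 5146470 counts and injured replicate 3 held 5134586 exon reads, each the lowest of its group. The column order is therefore probably the label order. 0 columns of per-sample values were left unused.

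The authors aligned single reads with BWA in GeneSifter to the fly genome release named in the paper and deposited estimated counts per gene, which lay within 0.00063 of a whole number and were rounded here. The versions of these tools are not given in the sources used here. None of the deposited counts was below 1. The authors' TPM values follow the formula of RPKM, reads per kilobase of the longest transcript scaled to the library's mapped reads, and are used here for the filter, RpL28, correlations and alternatives on a log scale. The authors' deposited log2 values equal log2(TPM + 0.5) within 5.68e-09. The submitters' processing notes name limma without a version, and the paper's methods name TMM and voom. The deposited adjusted p-values differ from those of a linear model without moderation on log2(TPM + 0.5) by at most 0.00157 on the log10 scale. The authors' deposited fold changes, given as a ratio, and their correlation coefficients, a score between libraries, were read for comparison. The quality sheets deposited by the authors give reads, RNA concentration, and the percent of bases of quality 30 or above, and percentages of reads by class were computed here from the deposited numbers of reads.

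Of 14352 genes, 1 was left out because a value in its row was not a number, and 9365 with a mean TPM above 2 in at least 1 group were tested. Current symbols were found for 13159 gene IDs and not for 1192, from an annotation of a later build than the counts. Library totals were 5146470 to 6640492 counts, and TMM factors ran from 0.968 to 1.04. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on all 10 libraries with no covariates, with Benjamini-Hochberg adjustment, an adjusted p under 0.01 and at least a 2-fold change, or 1.2-fold to 2-fold for the smaller changes. CPM values use a prior count of 2 on the log2 scale for principal components and distances. Set tests were camera, with a preset correlation of 0.01 or an estimated one, and fry (limma 3.58.1), adjusted over 32 lists. DESeq2 1.42.0 and limma-voom were run as alternatives. Single values were compared by 2-sided exact permutation tests over all 126 divisions of the libraries, whose smallest p is 0.00794. A threshold of 0.01 for lists and of 0.05 for library measures, and the rule that named lists with at least 5 members changed 2-fold, were chosen after the tests had been fixed, as was the jackknife error used to compare shares of variance.

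The genes named are every gene the paper names in its text, Fig. 4c to e, Table 1b or Figure 4—source data 4, whose values in the paper's tables had been seen. To these come the 10 largest rises and the 10 largest falls among genes past adjusted p 0.01, changed at least 2-fold and with every injured library on the same side of every uninjured library. In each list they also include up to 4 called members with the largest log2 fold change and up to 2 members not called with the highest CPM. Other genes are marked as chosen after their values were seen. The list of known glial injury genes comes from the paper, and the other lists from knowledge of fly biology or from gene names. List members not matched to the count table were Tab2, Ask1, zyd, elav, verm, Pdf, AkhR, Aats-met and Nmnat.

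The tests were tested on simulated data, with counts drawn for the 9365 genes from their uninjured levels and the totals of these libraries (seed 20170821). Of 50 genes at each size, edgeR called 22 changed 1.5-fold, 38 changed 2-fold, 49 changed 4-fold and 49 changed 10-fold, with 2 of 9165 unchanged genes called. With limma-voom these were 22, 38, 49 and 49 with 3 unchanged genes, and with DESeq2 25, 42, 49 and 49 with 9. Alternatives covered other normalizations, filters, dispersion estimates, thresholds, leaving out each library in turn, and the column number as a block. Q-PCR, immunostaining and reporter experiments were not analysed here.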

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

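The tests of tissue and of time of day in this part were chosen after the results were seen. In 4 lists at least 5 members changed 2-fold or more against the uninjured libraries, while the paper's text on the RNA-seq does not describe them as groups: 22 antimicrobial peptides, 7 genes of the JAK/STAT pathway and its targets, 9 gut digestive enzymes and 5 heat shock genes.

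The rise of the antimicrobial peptide genes, with a median log2 fold change of 5.40, was set against the possibility that injured dissections held more fat body or more hemocytes, both of which make these peptides. The median of the fat body markers was -0.4035 and that of the hemocyte markers -0.7985, with highest members of 2.23 and 0.27, and the abundant fat body gene apolpp fell from 3945 ± 488 to 2144 ± 492 CPM. More fat body or more hemocytes are excluded as the whole cause, since either would raise its own abundant transcripts by about as much. Infection through the severed surfaces and induction within cells already present may each contribute, and neither was tested.

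The fall of the gut digestive enzymes was set against smaller amounts of tissue in the injured dissections. Less surrounding tissue of every kind is excluded, since the median of the muscle markers lay 3.434 above that of the gut enzymes on the log2 scale, and even the lowest injured library's muscle mean was only -1.19 from the uninjured mean. Less gut tissue stays open: the enzymes varied together between libraries of a group, as it needs, with an estimated correlation of 0.383, but the abundant Amy-p and Amy-d, copies that may share reads, were at -0.94 (SE 0.66, adjusted p = 0.333) and -1.06 (SE 0.63, adjusted p = 0.254) and without uninjured library 2 at 0.42 and 0.22, which goes against it without excluding it. A regulated change of digestive genes, or a difference in food intake before the 5 hr without food, may do the same and was not tested. The count of 9 enzymes fell to 3 without injured library 1 or 3, 4 without injured library 5 and 5 without injured library 2 or 4, was 1 with limma-voom and 12 with DESeq2, and was 7 to 11 when an uninjured library was left out.

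Genes of the circadian clock moved in both directions, per and cwo higher and Clk and cry lower. A different time of day at dissection would move per, tim, vri and cwo, which are activated by Clock and cycle, 1 way and Clk and cry the other. The median of the first 4 was 0.6461 with Clk and cry lower, but tim, at -0.69 (SE 0.06, adjusted p = 1.60e-06 from edgeR's test), went against per, at 1.26, and vri, at 0.53 (SE 0.09, adjusted p = 8.96e-04), tim and vri both chosen after their values were seen. These genes were picked because they show the pattern and the labels give no time of dissection, so time of day cannot be told apart from injury here. A direct effect of injury on these genes may also play a part and was not tested.

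A library stood far from the 4 others of its group in 17 of 474 groups tested (a gap above 0.71 of the group's range), where chance gives about 5%. The share of intron reads was 8.394% in uninjured replicate D and 8.952% to 9.164% in the others. The mean log2 CPM of the fat body markers was 5.636 in injured library 3 and 6.967 to 7.331 in the others. For the gut digestive enzymes it was 5.183 in uninjured library 2 and 3.166 to 3.732 in the others. In injured library 5, CheA7a was at 0.4955 CPM (others 0.1482 to 0.1929), Diap2 at 164.3 (177 to 181.6) and the yolk protein gene Yp1 at 337.2 (967.4 to 1365). In injured library 3, CheA75a was at 0.3244 CPM (0.1482 to 0.1929) and the rhodopsin gene ninaE at 17.03 (0.6984 to 1.982). In injured library 1, RpS14b was at 115.6 CPM (83.28 to 89.2) and mys at 210.5 (235.5 to 242.6). AlaRS was at 101.5 CPM in injured library 2 (91.5 to 92.48). CecC was at 0.296 CPM in uninjured library 2 (0.1606 to 0.1733) and GstE3 at 25.38 in uninjured library 3 (21.61 to 22.01). In uninjured library 4, the aldolase gene Ald1 was at 1236 CPM (1140 to 1159), the phospholipase gene norpA at 275.9 (324.8 to 329.3) and Dif at 32.0 (38.13 to 40.8). Hsp23 was at 40.55 CPM in uninjured library 5 (28.86 to 29.98).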

How the results depend on the processing

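The linear models on log2(TPM + 0.5), the subtraction of 1 from every count and the fits without uninjured libraries 2 and 4 were chosen after seeing the data. Of the 195 named genes tested, 0 were called in 1 direction by edgeR's test and in the other under an alternative, and a change of sign of a value past no threshold in either was not counted. The count of genes changed at least 2-fold was 403 with limma-voom (397 shared with the 435), 489 with DESeq2 (434 shared), 346 with a mean TPM above 5 (344 shared), 400 without uninjured libraries 2 and 4 (348 shared), and 383 to 446 when each library was left out. With glmTreat it was 148 (107 higher, 41 lower). The genes changed at adjusted p under 0.01 numbered 1281, and 2238 passed with a threshold of 0.05. With limma on log2(TPM + 0.5), 283 genes changed 1.2- to 2-fold upward, and the model without moderation gave 817 genes at adjusted p under 0.01, 139 lower at least 2-fold, and 459 changed 1.2- to 2-fold, 225 of them higher. The first principal component held 63.0% with the 500 most variable genes and 34.2% with genes scaled to unit variance. The median correlation of uninjured libraries was 0.9941 on TPM and 0.9818 on log2 CPM, and of injured libraries 0.9912 and 0.9847. Lists past adjusted p 0.01 numbered 0 with an estimated correlation and 13 to 14 when each library was left out. Library measures past 0.05, which no measure can reach alone, numbered 0 to 2, with 2 only without injured replicate 1. The cause of these changes was not tested, apart from the stricter hypothesis of glmTreat and the looser threshold. Of the named genes, 121 were called, and an alternative lost 0 to 26 and gained 0 to 7. Library sizes without noncoding and mitochondrial genes moved no count, and say nothing about stability because TMM rescales them. Replicate numbers of the count table's columns share only a number: deviations of libraries with the same number correlated between -0.142 and 0.299, and 5 of 10 libraries correlated best with their own number. With the column number as a replicate block, 458 genes changed at least 2-fold (417 shared with the 435), 1170 passed at adjusted p 0.01, and 14 lists were called. In 100 divisions of the libraries into 5 and 5, the real one included, 1 gave results as large: the highest other division had 0 genes changed at least 2-fold against 435, 1 at adjusted p under 0.01 against 1281, 1 changed 1.2- to 2-fold against 801, and 0 known glial injury genes against 11. This argues against groups that do not differ at all. Every other division mixes injured and uninjured libraries, which widens the spread within its groups. Its counts therefore do not show how many single calls are due to chance. For lists too the real division gave the most, 14, against 13 in the highest other division (median of the others 4). That other division kept 4 uninjured libraries in 1 group. It therefore held part of the injury contrast and cannot show how many lists chance alone would give. Divisions that mix the groups thus also called lists at the preset correlation, so this count cannot tell which of the 14 are due to chance. Depth limits the lowest genes: CecA2 had 1 count in each uninjured library, and CheA7a and Cyp4d8 at most 3 and 9 in an injured library, so the size of their folds is uncertain.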

Differences from the paper's values

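The paper reports 139 genes lower by at least 2-fold, and 212 were lower here at the same thresholds. Of the alternatives set before the data were examined, 11 of 22 came within 1.5 times of the paper's number, those with limma-voom, a mean TPM above 5 and a robust fit and without uninjured library 2, 3 or 4 or injured library 1, 2, 3, 4 or 5, and the others did not. For genes changed 1.2-fold to 2-fold the paper gives 459, up to 1.9-fold, and 801 were found here, with 8 of 22 alternatives within 1.5 times, those without uninjured library 1, 2, 3 or 5 or injured library 2, 3, 4 or 5. Of these the paper gives 225 as higher, against 455 here, and 2 of 21 alternatives came within 1.5 times, those without uninjured library 2 or injured library 2. A linear model without moderation on log2(TPM + 0.5), chosen after seeing the values, gives the paper's 306, 459, 225 and 139, drops 0 of the paper's 306 called genes, and shares 297 with the 435 called here.

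For 15 genes of Figure 4—source data 4 the log2 fold change differed from the paper's fold on the log2 scale by more than its standard error, and all 15 were higher here, by 0.0543 to 0.0894. The scale differs over the tested genes as a whole: the median log2 fold change of all genes tested is -0.000943 here and -0.0577 on log2(TPM + 0.5), the scale of the authors' log2 values. On that scale, chosen after seeing the values, all 15 are within 5.00e-04 of the paper's values, and a linear model without moderation drops 0 of the 8 genes that pass the paper's rule there. The paper's value and the value here were, in that order, Akt 0.3249 and 0.393, Mkk4 -0.08014 and -0.0228, Pi3K92E 0.4652 and 0.538, Sos 0.00186 and 0.0599, Src42A -0.05461 and 0.00213, Stat92E 0.2673 and 0.329, Tak1 0.08817 and 0.149, csw 0.02487 and 0.085, dos 0.5714 and 0.654, drpr 1.066 and 1.139, flfl -0.02817 and 0.0303, kay 1.004 and 1.080, msn 0.1998 and 0.265, puc 1.048 and 1.137, slpr -0.03929 and 0.015. The signs differ for flfl, slpr and Src42A, none of which passed the test, and do not differ on log2(TPM + 0.5). With upper-quartile factors none of the 15 differed. For dos and drpr that was the only such alternative. Akt also did not differ with DESeq2, RLE factors, library totals only and filterByExpr and without uninjured library 4 or 5 or injured library 1, 2, 4 or 5, 11 alternatives in all. Mkk4 also did not differ with library totals only and filterByExpr and without uninjured library 3 or 4 or injured library 1, 2 or 3, 8 alternatives in all. Pi3K92E also did not differ with DESeq2, RLE factors, library totals only and filterByExpr and without uninjured library 2, 3 or 4 or injured library 2, 3, 4 or 5, 12 alternatives in all. Sos also did not differ with library totals only and without uninjured library 2, 3, 4 or 5 or injured library 2, 7 alternatives in all. Src42A also did not differ with library totals only and without uninjured library 2 or 4 or injured library 1, 3 or 5, 7 alternatives in all. Stat92E also did not differ with library totals only and without uninjured library 1 or 5 or injured library 1, 2 or 3, 7 alternatives in all. Tak1 also did not differ with library totals only and without uninjured library 3 or injured library 1 or 2, 5 alternatives in all. csw also did not differ with DESeq2, RLE factors, library totals only, filterByExpr, a mean TPM above 5 and the replicate block and without uninjured library 2, 4 or 5 or injured library 2, 3 or 4, 13 alternatives in all. flfl also did not differ without uninjured library 4, 2 alternatives in all. kay also did not differ with library totals only and without uninjured library 2, 4 or 5 or injured library 2 or 3, 7 alternatives in all. msn also did not differ with DESeq2, RLE factors, library totals only and filterByExpr and without uninjured library 2 or 4 or injured library 2, 3 or 4, 10 alternatives in all. puc also did not differ with library totals only and without uninjured library 5 or injured library 2 or 3, 5 alternatives in all. slpr also did not differ with library totals only and without uninjured library 5 or injured library 2 or 3, 5 alternatives in all. The alternatives not named for a gene differed.

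The paper takes CG6277 as a downregulated gene of the RNA-seq, and here it did not pass, with a log2 fold change of -5.30 (SE 1.33, adjusted p = 0.0115). In the authors' deposited table its adjusted p was 0.157. It passed with DESeq2 (adjusted p = 5.21e-05), with the replicate block (adjusted p = 1.41e-04) and without uninjured library 2, 3 or 4 (adjusted p = 0.00402 to 0.00994), or without both libraries 2 and 4, chosen after seeing the values (adjusted p = 0.00200), and over its alternatives the highest adjusted p was 0.272.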

Other observations

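Of 16 heat shock genes, 8 rose, 1 fell and 7 did not pass edgeR's test (10 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.77 and an adjusted p of 0.00174 with camera and 0.327 with an estimated correlation. Hsp22 and Hsp68 rose by 1.79 (SE 0.35, adjusted p = 0.00248) and 1.43 (SE 0.19, adjusted p = 1.27e-04), and the chaperones Hsp60A and Hsp83 were at -0.13 (adjusted p = 0.152) and -0.15 (adjusted p = 0.406). The number higher fell to 5 without uninjured library 1 or injured library 2. The gene that fell, DnaJ-like-1, a cochaperone chosen after its values were seen, had a log2 fold change of -0.44 (SE 0.09, adjusted p = 0.00375) and did not pass without uninjured library 1 or 3 or injured library 2. The Hsp70 copies in the list may share reads, so their number is uncertain. Of 13 genes of the integrated stress response, 5 rose and 8 did not pass (5 higher and 1 lower when adjusted over the list alone; median 0.14, camera adjusted p = 0.0280). Nmdmc, a mitochondrial folate enzyme, rose by 2.29 (SE 0.18, adjusted p = 8.97e-07) and the serine synthesis gene aay by 1.30 (SE 0.10, adjusted p = 1.47e-06), while the kinase gene PEK was at 0.01 (adjusted p = 0.905). Of 19 aminoacyl-tRNA synthetase genes, 5 rose and 14 did not pass (6 higher when adjusted over the list alone), among them AlaRS by 0.67 (SE 0.06, adjusted p = 2.86e-06). Their median was 0.20, with an adjusted p of 0.00148 with camera and 0.274 with an estimated correlation. Of 12 genes of starvation, insulin and FOXO signaling, 4 rose, 2 fell and 6 did not pass (4 and 2 when adjusted over the list alone; median 0.30, camera adjusted p = 0.212). The translation repressor gene Thor, listed as CG8846, rose by 2.20 (SE 0.33, adjusted p = 3.22e-04), and tobi, listed as CG11909, a target of insulin signaling, fell by 2.59 (SE 0.46, adjusted p = 0.00108), or by 1.94 without uninjured library 2. Both groups were without food for 5 hr. Of 12 glycolysis genes, Ldh, which encodes lactate dehydrogenase, rose by 1.78 (SE 0.22, adjusted p = 6.18e-05), Hex-A fell, and 10 did not pass (1 and 1 when adjusted over the list alone; median -0.05, camera adjusted p = 0.662).

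Of 18 tested gut digestive enzymes, 9 fell and 9 did not pass (14 lower when adjusted over the list alone), with a median of -2.71 and an adjusted p of 5.73e-04 with camera and 0.354 with an estimated correlation. Between 3 and 11 of these enzymes were lower when each library was left out, with 3 without injured library 1 or 3, 4 without injured library 5 and 5 without injured library 2 or 4. Of 14 fat body markers, 4 fell and 10 did not pass (4 lower when adjusted over the list alone), with a camera adjusted p of 0.0312. Adh fell by 0.68 (SE 0.10, adjusted p = 3.30e-04) and apolpp by 0.88 (SE 0.15, adjusted p = 8.71e-04). The yolk protein gene Yp3 fell by 1.60 (SE 0.36, adjusted p = 0.00589) and the female-specific gene fit by 2.47 (SE 0.54, adjusted p = 0.00528). The calls of Yp3 and fit changed in 9 and 11 of 25 alternatives. Only 2 fat body markers were lower without uninjured library 2 or 3 or injured library 1 or 4. Of 10 tested cytochrome P450 genes, 4 fell and 6 did not pass (4 lower when adjusted over the list alone; median -0.49, camera adjusted p = 0.0177), Cyp9b2 by 1.76 (SE 0.20, adjusted p = 3.39e-05) and Cyp4e2 by 1.62 (SE 0.24, adjusted p = 2.93e-04). The set passed without uninjured library 5 (adjusted p = 0.00780). Of 11 tested glutathione S transferase genes, 1 rose, 3 fell and 7 did not pass (2 and 3 when adjusted over the list alone; median -0.38, camera adjusted p = 0.171). GstD2 rose by 2.37 (SE 0.29, adjusted p = 5.09e-05) and GstE6 fell by 1.25 (SE 0.12, adjusted p = 9.19e-06), and 2 were higher without uninjured library 3 or injured library 4. Of 10 neuronal activity-regulated genes, 2 rose, 3 fell and 5 did not pass (2 and 4 when adjusted over the list alone; median -0.45, camera adjusted p = 0.438). The nuclear receptor gene Hr38 fell from 675 ± 305 to 153 ± 27.1 CPM (adjusted p = 3.06e-04), while Arc2, which encodes a capsid-like protein, rose by 1.02 (SE 0.17, adjusted p = 6.45e-04), and 5 were lower without uninjured library 4 but 2 without any other single library. Of 11 clock genes, 4 rose, 3 fell and 4 did not pass (4 and 4 when adjusted over the list alone), with a median of 0.01, a mean of -0.39 and a camera adjusted p of 0.699. The repressor genes per and cwo rose by 1.26 (SE 0.08, adjusted p = 2.90e-07) and 0.76 (SE 0.08, adjusted p = 1.52e-05), and the activator gene Clk and the photoreceptor gene cry fell by 0.94 (SE 0.19, adjusted p = 0.00316) and 1.03 (SE 0.08, adjusted p = 1.50e-06). Of 5 tested photoreceptor genes, 0 passed (4 lower at an unadjusted p under 0.05; 0 by limma-voom or DESeq2), with a median of -2.18 and a camera adjusted p of 0.0537, but 3 were lower without injured library 3, among them ninaE (adjusted p = 4.76e-04). None of 3 genes of dosage compensation passed edgeR's test (0 at an unadjusted p under 0.05, 0 by limma-voom or DESeq2). Here lncRNA:roX1 was at 0.04 (SE 0.09, adjusted p = 0.780), with a median of 0.04 and a camera adjusted p of 0.682. Of these genes only the roX RNAs are specific to males, so the list is a limited measure of the share of males. The female-specific genes Yp3 and fit fell, while Yp1, at -0.91 (adjusted p = 0.0712), did not pass, so a difference in the share of the sexes is not excluded.

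That chemosensory genes fell as a set was a hypothesis from the fall of CheA and odorant-binding protein genes, tested on the 17 of 24 tested chemosensory genes not yet seen. Their median log2 fold change was -0.3364 with quartiles of -1.06 and 0.262, and 3 were lower and 0 higher, while all 7 genes already seen were lower. The median lay above the bound of -0.5 that was set in advance against the hypothesis, so by that rule the test went against it. The median passed this bound by less than the spread of the genes, a margin that was not part of the rule. With that margin the test leaves open whether these genes may fall as a set. The injured flies had lost legs, wings and head, so the loss of these parts cannot be told apart here from a change of expression in the VNC.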
